# Mesenchymal cell replacement corrects thymic hypoplasia in murine models of 22q11.2 deletion syndrome

**DOI:** 10.1172/JCI160101

**Published:** 2022-11-15

**Authors:** Pratibha Bhalla, Qiumei Du, Ashwani Kumar, Chao Xing, Angela Moses, Igor Dozmorov, Christian A. Wysocki, Ondine B. Cleaver, Timothy J. Pirolli, Mary Louise Markert, Maria Teresa de la Morena, Antonio Baldini, Nicolai S.C. van Oers

**Keywords:** Genetics, Immunology, Embryonic development, Genetic diseases, T cell development

## Abstract

22q11.2 deletion syndrome (22q11.2DS) is the most common human chromosomal microdeletion, causing developmentally linked congenital malformations, thymic hypoplasia, hypoparathyroidism, and/or cardiac defects. Thymic hypoplasia leads to T cell lymphopenia, which most often results in mild SCID. Despite decades of research, the molecular underpinnings leading to thymic hypoplasia in 22q11.2DS remain unknown. Comparison of embryonic thymuses from mouse models of 22q11.2DS (Tbx1^neo2/neo2^) revealed proportions of mesenchymal, epithelial, and hematopoietic cell types similar to those of control thymuses. Yet, the small thymuses were growth restricted in fetal organ cultures. Replacement of Tbx1^neo2/neo2^ thymic mesenchymal cells with normal ones restored tissue growth. Comparative single-cell RNA-Seq of embryonic thymuses uncovered 17 distinct cell subsets, with transcriptome differences predominant in the 5 mesenchymal subsets from the Tbx1^neo2/neo2^ cell line. The transcripts affected included those for extracellular matrix proteins, consistent with the increased collagen deposition we observed in the small thymuses. Attenuating collagen cross-links with minoxidil restored thymic tissue expansion for hypoplastic lobes. In colony-forming assays, the Tbx1^neo2/neo2^-derived mesenchymal cells had reduced expansion potential, in contrast to the normal growth of thymic epithelial cells. These findings suggest that mesenchymal cells were causal to the small embryonic thymuses in the 22q11.2DS mouse models, which was correctable by substitution with normal mesenchyme.

## Introduction

Chromosome 22q11.2 deletion syndrome (22q11.2DS) is the most common human microdeletion disorder reported, affecting approximately 1 of 4,000 individuals (1–4). Patients with this syndrome have developmentally linked congenital malformations, thymic hypoplasia or aplasia resulting in low T cell levels, cardiac defects, and hypoparathyroidism leading to low calcium and/or dysmorphic facial features (1, 3–5). Over time, many patients will have learning disabilities, autism, attention deficit disorders, and/or schizophrenia (1, 3, 6–9). The diverse and variably penetrant clinical presentations result from either a 3 Mb or nested 1.5 Mb deletion on chromosome 22q (4, 5). Both deletions lead to a haploinsufficiency of the T-box 1 (*TBX1*) transcription factor, a master regulator of pharyngeal patterning during embryogenesis (3, 10–13). While *TBX1* plays a key role in the congenital malformations, various other genetic and epigenetic regulators can influence the penetrance and severity of the clinical phenotypes of 22q11.2DS (4).

Sixty to seventy percent of patients with 22q11.2DS have varying degrees of T cell lymphopenia due to thymic hypoplasia (often termed DiGeorge syndrome) (1–4, 14). T cell development remains normal for most, with lower T cell numbers the prevailing clinical presentation, resulting in mild SCID (15). Less than 1% of patients with 22q11.2DS have thymic aplasia, resulting in severe immunodeficiency due to the absence of T cells (16, 17). Some T cell development can be restored for these individuals with an allogenic thymic tissue implant (18, 19). Depleted of most hematopoietic cells, the engrafted thymus is composed of stromal cells that recruit host-derived stem cells, which develop into thymocytes (18–21). This clinical approach confirms that defects in host stromal tissues (mesenchymal cells, thymic epithelial cells [TECs], and/or endothelial cells) are the basis of thymic hypoplasia in 22q11.2DS (4, 20, 22). Among these stromal cell populations, mesenchymal cells are derived from the neural crest and form the thymus capsule and vasculature (23–27). These cells interact with endothelial cells and TECs to support the formation of the thymus (25–34). TECs release chemokines to recruit thymic seeding progenitors from the bone marrow, provide growth factors for thymocyte proliferation, and express self-peptide/self-MHC complexes that dictate the selection and maturation of T cells capable of recognizing but not responding to self-peptides (32, 33, 35). TEC functionality is determined by the master transcriptional regulator Forkhead box N1 (*FOXN1*) (36–39). Autosomal recessive (AR) *FOXN1* mutations result in a nude and SCID phenotype, the latter a consequence of thymic hypoplasia and aplasia (40–45). Like 22q11.2DS, the treatment option for patients with such AR *FOXN1* mutations is an allogenic thymus implant, revealing the importance of stromal cell populations (18, 46, 47). Our understanding of the various cell types required for thymus formation and function has significantly advanced with the use of single-cell RNA-Seq (scRNA-Seq) (48). Profiling of embryonic and adult thymuses reveals many distinct mesenchymal, TEC, endothelial, and hematopoietic cell subsets in thymuses at both early developmental stages and during the aging and involution of this tissue (49–51).

Despite decades of research, the molecular defects leading to the formation of a size-restricted thymus in 22q11.2DS remain poorly defined (3, 15, 22, 52–54). Multiple mouse models of 22q11.2DS have been developed, with thymic hypoplasia most often evident in mice on a C57Bl/6 background. The small thymus severity and penetrance are *Tbx1* gene dosage dependent in mouse models, with a more penetrant hypoplasia occurring when *Tbx1* levels are less than 50% normal (10, 55–57) (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI160101DS1). To determine which cell populations are causal to thymic hypoplasia, we used 2 mouse models of 22q11.2DS (Df1/+ and Tbx1^neo2/neo2^) and compared the cell types necessary for the formation and function of the thymus (32). This was complemented with an analysis of human thymuses from healthy individuals and patients with 22q11.2DS. With reaggregate thymus organ culture procedures, we report that neural crest–derived mesenchymal cells were primarily responsible for the formation of size-restricted embryonic thymuses developing in the Tbx1^neo2/neo2^ mouse model of 22q11.2DS. scRNA-Seq revealed 17 distinct cell subsets in the developing fetal thymus, with the 5 mesenchymal cell subsets and 1 endothelial cell population from the hypoplastic thymuses having the most divergent transcriptomes. The differentially expressed transcripts included extracellular matrix (ECM) proteins such as collagens. We report that the drug minoxidil restored thymus size and cellularity for the hypoplastic tissues, in part by suppressing transcripts required for collagen synthesis and cross-linking.

## Results

### Hypoplastic embryonic thymuses from 22q11.2DS mouse models maintain normal thymopoiesis.

22q11.2DS causes congenital malformations affecting the thymus, heart, and parathyroids (2–4). These are phenocopied in several mouse models of 22q11.2DS, including Tbx1-modified lines (10, 55–58). We noted a mildly penetrant thymic hypoplasia in the Df1/+ line, wherein a 1 Mb deletion orthologous to chromosome 22q11.2 was deleted, leading to Tbx1 haploinsufficiency (Supplemental Figure 1, A and B). The penetrance and severity of thymic hypoplasia is much higher in embryos from the Tbx1^neo2/neo2^ mouse model of 22q11.2DS due to approximately 35% normal levels of Tbx1 (Supplemental Table 1) (55). We compared thymuses between Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ E18–E18.5 embryos derived from Tbx1^+/neo2^ intercrosses (Figure 1, A and B). We found that paired thymic lobes from the Tbx1^neo2/neo2^ embryos were consistently smaller than those of Tbx1^+/+^ and Tbx1^+/neo2^ control embryos (Figure 1A, black arrows). The magnitude of the size reduction was variable, much like that reported for individuals with 22q11.2DS (Figure 1A, e.g. 1 vs. 2, and Supplemental Table 1). In the mouse model, thymic hypoplasia copresented with an interrupted aortic arch type B, also common in patients with 22q11.2DS (Figure 1A, white arrow, and Supplemental Movie 1) (55).

The thymuses were sectioned and compared with H&E staining and IHC. Structurally, the small thymic lobes from the Tbx1^neo2/neo2^ embryos resembled those of controls (Tbx1^+/+^ and Tbx1^+/neo2^) with cortical (dark area) and medullary (lighter area) regions present (Figure 1B, see boxed areas). The magnitude of thymus size restriction was variable, with 2 representative phenotypes shown (Figure 1B, e.g. 3 and 4). Cortical TECs (cytokeratin 8), immature TECs (coexpression of cytokeratin 8 and 14), and small numbers of medullary TECs (mTECs) (cytokeratin 14) were evident, revealing a normal TEC composition in the Tbx1^neo2/neo2^ embryos (Figure 1B). Note that at embryonic stages of thymopoiesis, mTECs were limited in number, as they require single-positive (SP) thymocytes to develop. With regard to thymocyte development, the percentages of double-negative (DN) (CD4^–^CD8^–^), double-positive (DP) (CD4^+^CD8^+^), and SP (CD4^+^CD8^–^ and CD4^–^CD8^+^) stage thymocytes were similar in all the embryos (Figure 1C). Subdividing the DN thymocytes into defined developmental stages termed DN1 (CD44^+^CD25^–^), DN2 (CD44^+^CD25^+^), DN3 (CD44^–^CD25^+^), and DN4 (CD44^–^CD25^–^) revealed similar percentages of each subset in the hypoplastic lobes (Figure 1D). The major distinction with the Tbx1^neo2/neo2^ thymuses was a statistically significant reduction in cellularity in the setting of normal percentages of DP and DN thymocytes and cortical TECs (cTECs) (Figure 1E). These data concur with normal percentages of DN, DP, and SP T cells reported for most humans with 22q11.2DS (Supplemental Figure 2C) (15). Only in the rare cases of severe thymic hypoplasia and aplasia are major defects in thymopoiesis noted (Supplemental Figure 2, e.g., patient [Pt.] 2).

We analyzed thymuses at earlier developmental stages. Paired thymic lobes from E13–E13.5 Tbx1^neo2/neo2^ embryos were smaller and more rounded than were controls (Tbx1^+/+;+/neo2^) (Figure 2A, dotted outlines). A copresenting interrupted aortic arch type B (IAA-B) was also evident (Figure 2A, white arrow). Despite being smaller, the hypoplastic thymic lobes were structurally similar (Figure 2B, H&E staining, e.g. 1 and 2). The hypoplastic lobes were not always paired symmetrically, as seen with a missing lobe in 1 section (Figure 2B). The capsular region (Pdgfrα), vasculature (Pdgfrβ), and TECs (cytokeratin) were evident in the Tbx1^neo2/neo2^ thymuses (Figure 2C). Between E13–E13.5, mesenchymal cells and TECs were the predominant stromal cell types in the thymus, with both present at similar percentages in hypoplastic lobes as controls (Figure 2, D–G). In addition, the percentage of early thymic progenitor cells (ETPs) (CD45^+^CD117^+^CD25^–^) was equivalent (Figure 2, D and G). Overall, Tbx1^neo2/neo2^ embryonic thymuses had statistically significantly lower cell numbers, including mesenchymal cell and TEC numbers, with an average 3.4-fold lower number of cells (4,784 cells/lobe) than controls (16,526 cells/lobe) (Figure 2F). This impacted mesenchymal cells and TECs equally, as their proportions were equivalent to control proportions (Figure 2, F and G).

### Thymic lobes from 22q11.2DS embryos do not support thymic tissue expansion.

To examine the growth potential of the hypoplastic lobes, we performed fetal thymus organ culture (FTOC) assays (29, 59). We found that paired thymic lobes from E13–E13.5 Tbx1^+/+^ embryos increased in size, evident on day 4 and day 8 FTOC (Figure 3, A and B). This was due to the rapid expansion of thymocytes, with 50%–60% of the cells having reached the DP stage at these time points (Figure 3B). As the thymocytes expanded and differentiated, the percentages of mesenchymal cells (Pdgfrα) and TECs (EpCAM^+^) declined (Figure 3C). Tbx1^neo2/neo2^ thymic lobes were much smaller than control lobes by days 4 and 8 of FTOC, with the tissues often dispersed on the membrane (Figure 3, A–C, e.g., 1 and 2, and Supplemental Figure 4). These thymuses had significantly lower numbers of cells and a reduced percentage of DP thymocytes, on both days 4 and 8 of FTOC (Figure 3, D and E, and Supplemental Figure 3). This correlated with the higher mesenchymal cell and TEC percentages (Figure 3, D and E). We also compared cell death and proliferation among the different genotypes. Overall, the levels of cell death, measured by coexpression of 7-AAD and annexin V, were very low (5%) in all the tissues. We noted a small decrease in the percentage of mesenchymal cell death by day 4 in the Tbx1^neo2/neo2^ FTOC (Supplemental Figure 3). Yet, thymocyte proliferation was not statistically different among the groups compared, whereas the percentage of proliferating TECs (Ki-67^+^) was slightly reduced in the Tbx1^neo2/neo2^ FTOC (Supplemental Figure 3). These findings point to a differentiation and/or functional defect among the mesenchymal cells, endothelial cells, and/or TECs. As mesenchymal cells produce growth factors to support FTOC expansion, reduced levels of these in Tbx1^neo2/neo2^ lobes could account for the reduced lobe expansion (26, 27, 29). To address this possibility, we placed paired hypoplastic lobes in FTOC surrounded by 4 pairs of control lobes. Despite the tissue expansion of the surrounding control lobes, we found that the centrally positioned Tbx1^neo2/neo2^ lobes did not expand (Supplemental Figure 4, A–D). Taken together, our results reveal that at early stages of thymus formation, the thymus from the 22q11.2DS mouse model was growth restricted in FTOC.

### Normal mesenchymal cells restore cellularity to hypoplastic thymuses.

The FTOC findings suggest that mesenchymal cells, TECs, and/or endothelial cells could be functionally compromised in 22q11.2DS (Figure 3). To define whether 1 or more of these cell types were causal to the thymic hypoplasia, we performed reaggregate thymus organ culture (RTOC) assays (Figure 4A) (59, 60). The RTOC assay was modified by initially sorting 3 different subgroups of cells by flow cytometry; mesenchymal cells (I), TECs (II), and a pool of all the remaining cell populations (III; endothelial cells and ETPs along with other hematopoietic cells). This modification enabled us to substitute different cell types from the Tbx1^+/+;+/neo2^ and Tbx1^neo2/neo2^ thymuses prior to reaggregation with an equivalent starting number of reaggregated cells (minimum of ~30,000 cells) (Figure 4A and Supplemental Figure 5).

Recombining the 3 subgroups of sorted cells from control thymuses (Tbx1^+/+;+/neo2^) resulted in thymic tissue growth (Figure 4, B–D). Thymocyte numbers increased, with DP and SP thymocyte subsets evident after 10 days of RTOC (Figure 4, B–D). Reaggregating identical numbers and proportions of the 3 cell subgroups from the Tbx1^neo2/neo2^ hypoplastic thymuses failed to sustain normal tissue growth (Figure 4, B–D). However, substitution of the Tbx1^neo2/neo2^ mesenchymal cells (Sub Tbx1^neo2/neo2^ Mes) with an equivalent number of control mesenchymal cells (Ctl Mes) restored thymic tissue expansion and thymopoiesis (Figure 4, B–D). We observed a 10-fold increase in cellularity, matching the cell numbers achieved with controls (Figure 4, D and E). Cell viability and DP cell percentages also equaled control RTOC levels (Figure 4, F and G). Substitution of TECs from the Tbx1^neo2/neo2^ thymuses (Sub Tbx1^neo2/neo2^ TECs) with normal TECs (Ctl TECs) did not sustain tissue regeneration, as the cell number, cell viability, and DP cell percentages were significantly reduced compared with control and mesenchymal cell substituted RTOCs (Figure 4, D–G). Despite representing only 1%–4% of the cells in the embryonic thymus, we also examined the contributions of endothelial cells. Substituting the Tbx1^neo2/neo2^ endothelial cells with normal ones (Sub Tbx1^neo2/neo2^ nEndo) had an effect similar to that seen with TEC-substituted cultures, with only limited tissue expansion evident (Figure 4, B–G). These experiments established that replacement of mesenchymal cells, but not TECs or endothelial cells, in the Tbx1^neo2/neo2^ thymuses restored tissue growth to normal levels. To determine whether the Tbx1^neo2/neo2^ mesenchymal cells had a negative effect on thymopoiesis, RTOCs were grown with these cells used as substitutes for normal mesenchymal cells (Sub nMes). While tissue expansion and T cell development were evident, these were not as effective as the control tissue expansion with RTOC assays (Supplemental Figure 6).

### Cellular composition of E13 embryonic thymuses.

There are multiple cell subsets in a developing fetal thymus, and how these are affected by 22q11.2DS remains undefined. To address this, we performed scRNA-Seq to identify and compare all the cell subsets present in embryonic Tbx1^+/+^ and Tbx1^neo2/neo2^ thymuses. This technique enables a precise delineation of the different cell types in a developing tissue along with key transcriptome information (51, 61, 62). Hypoplastic thymic lobes from embryos harboring mutations in the *Foxn1* transcription factor were also used in our analysis, since this gene is essential for TEC development (22, 63). AR mutations *Foxn1* (*Foxn1^1089/1089^*; c.1089_1103del15) result in thymic hypoplasia in mice that is similar to that in the Tbx1^neo2/neo2^ lines (Supplemental Figure 7).

Cells from the various E13–E13.5 lobes were encapsulated in nanoliter droplets with primer-containing beads for barcoding, followed by RNA isolation, cDNA synthesis, and sequencing. We used between 5,700 and 12,440 cells per thymus, providing an average read count of 69,000/cell (Supplemental Table 2). 

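The data come from 1 droplet library (10x Genomics) per genotype, made from thymic lobes at E13.0–E13.5. For each library the authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization; a UMI marks 1 captured RNA molecule. The Tbx1+/+ control, Tbx1 neo2/neo2 and Foxn11089/1089 libraries held 6410, 5759 and 12447 barcodes, with 82936619, 137498422 and 204655055 UMIs. The median barcode had 12470, 19774 and 14027 UMIs. Barcodes with fewer than 200 genes, or with at least 20% of their UMIs on mitochondrial genes, were left out, which kept 5932, 5516 and 11772 cells. Of the kept cells, 10.3%, 28.3% and 12.4% had fewer than 2000 UMIs. Barcodes with the highest Scrublet scores (329, 265 and 1239), which are likely doublets, stayed in, and an alternative left them out. Within a cell class, the UMIs of a gene were summed over cells and divided by all UMIs of the class, as counts per 1000000 (CPM). With 1 library per genotype there was no replicate to check a difference against, and no test was run. The 95% intervals given in brackets are exact (Clopper-Pearson for a share, Poisson for a sum, conditional binomial for a ratio) and cover counting error only; those of a median over genes come from repeated draws of the counts. The share that a count of 0 allows is given as 3 counts of the total.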

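The targeted genes were counted first, over all kept cells of each library. *Tbx1* (ENSMUSG00000009097; GRCm38 chromosome 16, 18580979 to 18590671) had 114 UMIs in the control library, or 1.39 CPM (1.15 to 1.67). It had 656 UMIs in the Tbx1 neo2/neo2 library, or 4.81 CPM (4.44 to 5.19), and 1102 in the Foxn11089/1089 library, or 5.43 CPM (5.12 to 5.76). *Tbx1* UMIs were thus not lower in the Tbx1 neo2/neo2 library than in the control. For the Tbx1 neo2/neo2 library the counts show neither that it carries the mutation nor that it lacks it. It is therefore called the library labelled Tbx1 neo2/neo2. *Foxn1* (ENSMUSG00000002057; chromosome 11, 78357577 to 78386558) had 3144, 4726 and 15525 UMIs, or 38.4, 34.6 and 76.5 CPM, in the same order.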

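The 23220 kept cells of the 3 libraries were clustered together after anchor integration in Seurat, on 2000 variable genes and 30 components, at resolution 0.3. Genes reported as results were taken out of the variable genes, so that no cluster rests on them. This gave 24 clusters. A resolution of 0.8 gave 34 clusters and clustering without integration 27.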

Unsupervised hierarchical clustering revealed 17 distinct clusters in control E13.0–E13.5 thymic lobes (Figure 5A). Cellular identities were defined with singular and combinatorial gene signatures for mesenchymal cells (*Pdgfra* and *Col1A2*), epithelial cells (*EpCam* and various keratin genes), endothelial cell populations (*Cdh5* and/or *Pecam*), hematopoietic lineage cells (*Ptprc*, *Lck*, *Cd3d*, and/or *Cd3g*) and RBCs (*Hbb* genes) (Table 1). 

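For the deposited counts, a cluster was given a class from fixed markers, taken from the paper's tables, when at least 3 of them were raised at least 2-fold over all other cells and found in at least 10% of its cells. Examples are *Pdgfra*, *Twist1* and *Prrx1* for mesenchymal cells, *Epcam*, *Sfn* and *Dsp* for epithelial cells, *Pecam1* and *Cdh5* for endothelial cells, *Ptprc* and *Coro1a* for hematopoietic cells and *Alas2* for RBCs. A cluster stayed unnamed with fewer raised markers, with markers of more than 1 class, with at least 50% likely doublets, or with low UMI counts and no marker among its 10 leading genes. No marker is reported as a difference between libraries within the class it defines.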

We selected additional lineage and cell type markers on the basis of their identification in previous RNA-Seq and scRNA-Seq experiments using normal embryonic thymic lobes (51, 61, 62). 

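By fixed markers, 16 of the clusters were named, of which 4 were mesenchymal, 5 epithelial, 1 endothelial, 4 hematopoietic and 2 RBCs. The 8 unnamed clusters held 591 control cells (9.96%, 9.21 to 10.8%), 1790 cells of the library labelled Tbx1 neo2/neo2 (32.5%, 31.2 to 33.7%) and 2128 of the Foxn11089/1089 library (18.1%, 17.4 to 18.8%). The largest of them, with 3711 cells, had no raised class marker and a median of 779, 878 and 1221 UMIs per cell. It took up 8.16%, 27.8% and 14.4% of the kept cells of the control, Tbx1 neo2/neo2 and Foxn11089/1089 libraries. Likely doublets made up 100% of an unnamed cluster of 216 cells and 56.5% of another of 124.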

Of the 17 distinct cell subsets, we identified 5 mesenchymal cell subgroups (M-1 to M-5), 6 TEC subgroups (E-1 to E-6), 4 hematopoietic cell clusters (H-1 to H-4), 1 endothelial cell population (En-1), and 1 group corresponding to RBCs (U-1) (Figure 5, A and B, and Table 1). 

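The cluster with the highest median share of mitochondrial UMIs, 14.0%, held 84 cells, of which 44 were of the control, 20 of the library labelled Tbx1 neo2/neo2 and 20 of the Foxn11089/1089 library. It had low UMI counts, was led by *Lars2* and *Gm42418*, and stayed unnamed. Over all kept cells the median mitochondrial share was 2.59%, 5.80% and 5.03%, in the same order. Barcodes at or above the limit of 20%, which were left out, numbered 277, 223 and 440.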

A single cluster contained mitochondrial genes (U-6). The 20 most significantly differentially expressed genes (DEGs) evident in these clusters are listed in Table 1 and Supplemental Table 3. A complete list of all DEGs among the 17 clusters is provided in Supplemental Data File 1.

The number and composition of the cell clusters in the normal and hypoplastic thymic lobes were compared first. 

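Of the kept control cells, 1343 were mesenchymal (22.6%, 21.6 to 23.7%), 2037 epithelial (34.3%, 33.1 to 35.6%) and 353 RBCs (5.95%, 5.36 to 6.58%). The library labelled Tbx1 neo2/neo2, whose *Tbx1* UMIs were not lower than in the control, held 1834 mesenchymal cells (33.2%, 32.0 to 34.5%), 1.47 times the control share (1.37 to 1.58). Its 795 epithelial cells (14.4%, 13.5 to 15.4%) were 0.420 times the control share (0.386 to 0.456). For the Foxn11089/1089 library the mesenchymal share was 26.4% (25.6 to 27.2%), or 1.17 times the control share (1.09 to 1.24), and the epithelial share 31.2%, or 0.908 times (0.860 to 0.959). RBCs made up 6.60% of the library labelled Tbx1 neo2/neo2 (5.96 to 7.29%) and 17.3% of the Foxn11089/1089 library (16.6 to 18.0%). Leaving out cells with fewer than 2000 UMIs moved the mesenchymal and epithelial shares of the library labelled Tbx1 neo2/neo2 most, to 1.84 times and 0.523 times those of the control. By flow cytometry of replicate embryos, in contrast, the paper reports similar mesenchymal and epithelial percentages in Tbx1 neo2/neo2 and control lobes.

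**Figure D1:**
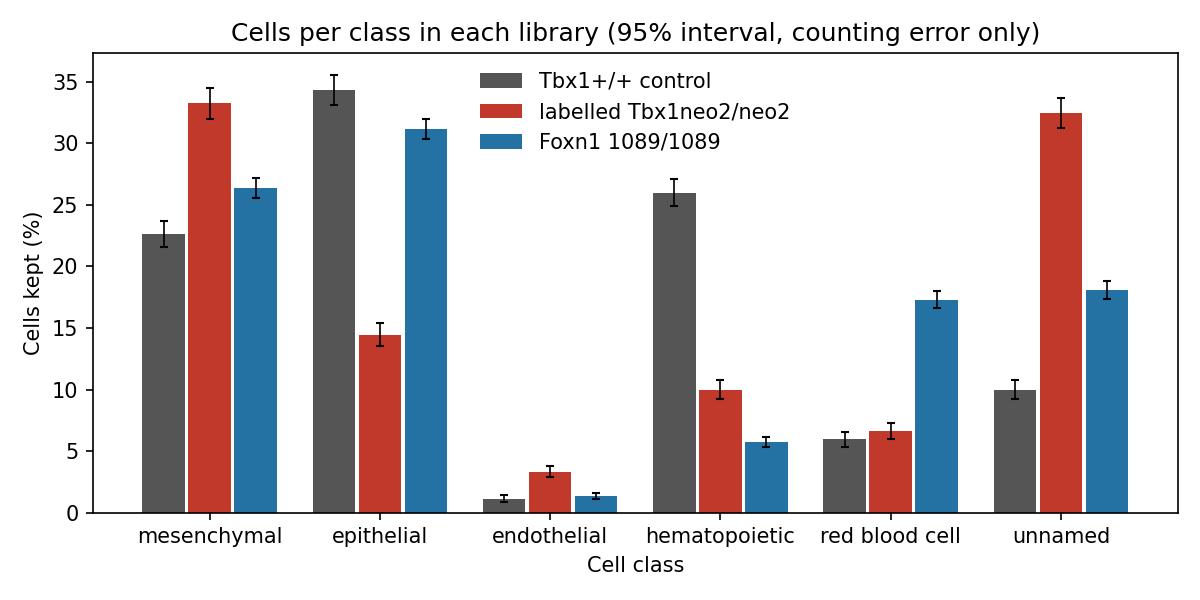
Percent of kept cells in each class (axis of values) in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, with exact 95% intervals for counting error.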

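Of the 5932 kept control cells, 1542 were hematopoietic (26.0%, 24.9 to 27.1%). Most of these, 1365 or 88.5% (86.8 to 90.1%), lay in a thymocyte-like cluster, named from *Cd3g*, *Cd3d*, *Lck* and other markers of H-1.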

At E13–E13.5, a normal thymus was primarily composed of nonhematopoietic cell types (Table 2). Relative to the Tbx1^+/+^ controls, the Tbx1^neo2/neo2^ thymuses lacked most of the E-5 cell population, had reduced cell numbers in E-1, E-3, and E-4 cell clusters, and more cells in E-6 and M-5 (Figure 5A and Table 2). 

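Clusters were called parathyroid-like from markers of E-5 (*Pth*, *Chga* and *Spp1* among them) and thyroid-like from markers of E-6 (*Foxe1*, *Nkx2-1* and *Pax8* among them). The parathyroid-like cluster held 35 of 2037 control epithelial cells (1.72%, 1.20 to 2.38%) and 2 of 795 in the library labelled Tbx1 neo2/neo2 (0.252%, 0.0305 to 0.906%), whose *Tbx1* was not lower than in the control. The share in the library labelled Tbx1 neo2/neo2 was 0.146 times the control share (0.0171 to 0.570). The thyroid-like cluster held 4 control cells (0.196%, 0.0535 to 0.502%) and 107 cells of the library labelled Tbx1 neo2/neo2 (13.5%, 11.2 to 16.0%), 68.5 times the control share (26.0 to 256). As 107 of its 117 cells came from the library labelled Tbx1 neo2/neo2, the cluster cannot be separated from that library. The 3 larger epithelial clusters took up 43.9%, 37.4% and 16.8% of control epithelial cells and 39.4%, 31.7% and 15.2% of those of the library labelled Tbx1 neo2/neo2.

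**Figure D2:**
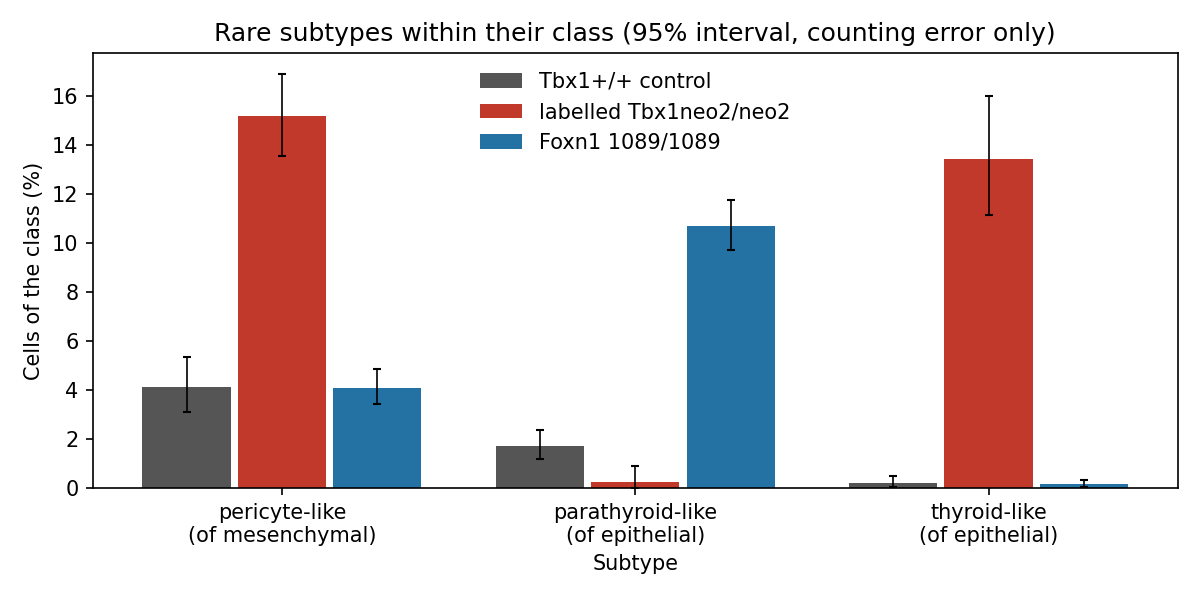
Percent of the cells of a class (axis of values) that belong to each subtype named from fixed markers, in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, with exact 95% intervals for counting error.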

Compared with Foxn1^1089/1089^, the Tbx1^neo2/neo2^ lobes were more affected in clusters M-5 (7-fold increase), E-5 (16-fold decrease), and E-6 (26-fold increase) (Table 2). 

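The thyroid-like share of the library labelled Tbx1 neo2/neo2 was 82.3 times that of the Foxn11089/1089 library (36.6 to 229), where 6 of 3669 epithelial cells were thyroid-like (0.164%, 0.0600 to 0.356%). The parathyroid-like share of the library labelled Tbx1 neo2/neo2 was 0.0235 times that of the Foxn11089/1089 library (0.00283 to 0.0854). Pericyte-like cells, by the M-5 markers *Rgs5*, *Acta2*, *Tagln*, *Actg2*, *Myl9* and *Tpm2*, formed no cluster of their own at resolution 0.3. They were counted as mesenchymal cells with UMIs of at least 3 of these markers, after each cell was thinned at random to 2000 UMIs and 12, 17 and 3 shallower cells were left out. In the library labelled Tbx1 neo2/neo2, 276 of 1817 were pericyte-like (15.2%, 13.6 to 16.9%), 3.71 times the share in the Foxn11089/1089 library (3.00 to 4.62), where 127 of 3103 were (4.09%, 3.42 to 4.85%). The control had 55 of 1331 (4.13%, 3.13 to 5.34%), and the library labelled Tbx1 neo2/neo2, with *Tbx1* not lower, 3.68 times that share (2.74 to 5.00).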

The M-5 cell cluster expressed Pdgfrβ, which is a marker for mesenchymal cells that develop into pericytes and vascular smooth muscle (64). 

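At resolution 0.8, a cluster with the pericyte markers held 21, 183 and 47 cells of the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library. *Pdgfrb* (ENSMUSG00000024620; GRCm38 chromosome 18, 61045150 to 61085061) was found in 35.0% of these cells in the control after thinning (15.4 to 59.2%), 31.7% in the library labelled Tbx1 neo2/neo2 (25.0 to 39.0%) and 14.9% in the Foxn11089/1089 library (6.20 to 28.3%), with 1 control cell left out. Without thinning the shares were 61.9%, 94.0% and 74.5%, at median depths of 11459, 35651 and 17430 UMIs. Among the other mesenchymal cells, thinned shares were 13.2%, 16.4% and 8.85% (unthinned 45.9%, 69.1% and 45.0%), with 11, 17 and 4 cells left out. RBCs, which should lack the gene, had it in 0.283%, 0% and 0.786% of cells at median depths of 8082, 18618 and 12433.5 UMIs, the level free RNA can give. Thinned RBC shares were 0%, 0% and 0.149%. The counts of 0 allow up to 0.909% and 0.840%.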

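*Prl* (ENSMUSG00000021342; GRCm38 chromosome 13, 27057570 to 27065205) had 0 UMIs in the epithelial cells of every library. In the library labelled Tbx1 neo2/neo2, 0 of 107 thyroid-like cells had a *Prl* UMI, which allows a share of up to 2.80%. *Bmp5* (ENSMUSG00000032179; chromosome 9, 75775364 to 75900310) had 80, 423 and 29 UMIs in control, Tbx1 neo2/neo2 and Foxn11089/1089 epithelial cells, or 2.37, 10.1 and 0.317 CPM. Its log2 ratio over the control was 2.09 (1.74 to 2.46) in the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower, and -2.90 (-3.57 to -2.28) in the Foxn11089/1089 library. *Rmst* (ENSMUSG00000097348) had 27, 769 and 180 UMIs, with log2 ratios of 4.52 (3.97 to 5.13) and 1.30 (0.71 to 1.94). In the library labelled Tbx1 neo2/neo2, the thyroid-like cluster held 240 of the *Bmp5* UMIs and 690 of the *Rmst* UMIs. *Bmp5* was found in 74.8% of its cells and *Rmst* in 93.5% (3.74% and 23.4% after thinning, with 0 cells left out), at a median depth of 43938 UMIs. In the other epithelial cells of the library labelled Tbx1 neo2/neo2 the shares were 21.7% and 6.56% (1.03% and 0.443% after thinning, with 9 cells left out). The parathyroid transcripts *Pth*, *Gcm2* and *Casr* had 0 UMIs in the thyroid-like cells of the library labelled Tbx1 neo2/neo2.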

In E-6, the presence of prolactin (*Prl*), bone morphogenic protein 5 (*Bmp5*), and the long noncoding RNA *Rmst* (possible neural crest cell marker) suggested a mixed population in the Tbx1^neo2/neo2^ embryonic thymuses that included parathyroid cells. Both the Tbx1^neo2/neo2^ and the *Foxn1^1089/1089^* hypoplastic lobes had reduced numbers of hematopoietic cells (H-1, H-3, and H-4 clusters), consistent with the diminished effectiveness of thymopoiesis. 

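In the library labelled Tbx1 neo2/neo2, 550 of 5516 kept cells were hematopoietic (9.97%, 9.19 to 10.8%), 0.384 times the control share (0.347 to 0.423), while its *Tbx1* UMIs were not lower than in the control. The Foxn11089/1089 library had 675 of 11772 (5.73%, 5.32 to 6.17%), 0.221 times the control share (0.201 to 0.242). Thymocyte-like cells (as H-1) were 23.0% of all kept control cells (21.9 to 24.1%), 6.85% of the library labelled Tbx1 neo2/neo2 (6.20 to 7.55%) and 3.11% of the Foxn11089/1089 library (2.80 to 3.44%). Dendritic-like cells (as H-4) were 1.06% of control cells (0.817 to 1.36%), 0.218% (0.112 to 0.380%) and 0.688% (0.547 to 0.854%), in the same order. Macrophage-like cells (as H-2) were 1.79%, 2.85% and 1.82%.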

Unique to the Foxn1^1089/1089^ thymic tissues were cellular increases in E-5 (TEC subset) and H-3 (ETPs, early thymic progenitor cells). 

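The Foxn11089/1089 library had 393 parathyroid-like cells among 3669 epithelial cells (10.7%, 9.73 to 11.8%), 6.23 times the control share (4.41 to 9.08). Cells like H-3 formed no cluster at resolution 0.3 and were counted as hematopoietic cells with at least 3 of *Ccl5*, *Klrd1*, *Gzmb*, *Cd7* and *Cpa3* after thinning to 2000 UMIs, which left out 82, 100 and 138 shallower cells. These were 40 of 1460 control cells (2.74%, 1.96 to 3.71%), 26 of 450 of the library labelled Tbx1 neo2/neo2 (5.78%, 3.81 to 8.35%) and 20 of 537 of the Foxn11089/1089 library (3.72%, 2.29 to 5.69%). The Foxn11089/1089 library had 1.36 times the control share (0.753 to 2.38), an interval that includes no difference. As a cluster at resolution 0.8 they were 141 of 1484 control cells (9.50%), 45 of 540 (8.33%) and 138 of 656 (21.0%), so that the Foxn11089/1089 library had 2.21 times the control share (1.74 to 2.82).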

Differences in the levels and types of transcripts were visualized with dot plots, with the percentages of cells expressing a particular transcript and the relative levels of these transcripts in 16 of the 17 cell subsets (RBC cluster excluded) shown in Figure 5B and Supplemental Figures 8, 10, and 11. 

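Depth differed between the libraries within a class, which changes the share of cells in which a transcript is seen. The median mesenchymal cell had 9743, 25093 and 13941 UMIs in the control, Tbx1 neo2/neo2 and Foxn11089/1089 libraries. The median epithelial cell had 16069, 45874 and 21193 UMIs, and the median endothelial cell 14271.5, 5223 and 27650.5.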

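The genes the paper names for a class were taken as lists of 19 mesenchymal genes of the text, 25 epithelial genes and 25 endothelial genes. They were picked on these same libraries, so a difference of a list is not independent evidence. Each list is described by its median log2 ratio and the percentile of that median among 10000 random lists of genes matched on mean expression. The median log2 ratio of all genes of the library labelled Tbx1 neo2/neo2 over the control was not 0 but 0.39 in mesenchymal, 0.40 in epithelial and 0.40 in endothelial cells. For the Foxn11089/1089 library over the control it was 0.20, 0.30 and 0.22.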

We used heatmaps to reveal the transcripts associated with mesenchymal, epithelial, and endothelial cell functions (Figure 5C). As demarcated with the dashed red box, mesenchymal cell subsets of the Tbx1^neo2/neo2^ genotype had elevated expression of *Pdgfrb*, *FgfR1*, multiple collagens (*Col1a2*, *Col3a1*, *Col4a1*, *Col5a1*), and a cluster of genes coupled to ECM proteins and growth factor receptors. Among these were actinin α 1 (*Actn1*), ADAM metallopeptidase with thrombospondin type 1 (*Adamts2*), calpain 6 (*Capn6*), tropoelastin 1 (*Eln1*), elastin microfibril interfacer 1 (*Emilin1*), fibulin 5 (*Fbln5*), Forkhead box transcription factor p1 (*Foxp1*), frizzled family receptor 1 (*Fzd1*), IGF-binding protein 10 (*Igfbp10*), also known as cysteine-rich angiogenic inducer 61 (*Cyr61*)*,* matrix gla protein (*Mgp*), Pr domain–containing protein 6 (*Prdm6*, a histone-lysine methyltransferase), procollagen C-endopeptidase enhancer (*Pcolce*), and β catenin (*Ctnnb1*) (Figure 5C and Supplemental Figure 8). 

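In the mesenchymal cells of the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower than in the control (262 UMIs against 63, 5.24 and 4.53 CPM), *Pdgfrb* had 5876 UMIs against 1113 in the control, 118 and 80.1 CPM. Its log2 ratio was 0.55 (0.46 to 0.65), and in the Foxn11089/1089 library -0.56 (-0.67 to -0.46). *Fgfr1* (ENSMUSG00000031565; GRCm38 chromosome 8, 25513654 to 25575718) had 37.8 CPM in the control and 100.5 in the library labelled Tbx1 neo2/neo2, a log2 ratio of 1.41 (1.28 to 1.54). *Col1a2* (ENSMUSG00000029661; chromosome 6, 4504814 to 4541544) had 875 and 2033 CPM, a log2 ratio of 1.22 (1.19 to 1.24), against 0.23 in the Foxn11089/1089 library. *Col3a1* (ENSMUSG00000026043) and *Col5a1* (ENSMUSG00000026837) had log2 ratios of 0.32 (0.30 to 0.34) and 0.40 (0.34 to 0.47), near the median of all mesenchymal genes; with median-of-ratios size factors *Col3a1* turned to -0.03. *Col4a1* (ENSMUSG00000031502; chromosome 8, 11198423 to 11312826) had 225 and 215 CPM, a log2 ratio of -0.06 (-0.12 to -0.00), and in the Foxn11089/1089 library -0.95 (-1.01 to -0.88).

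**Figure D3:**
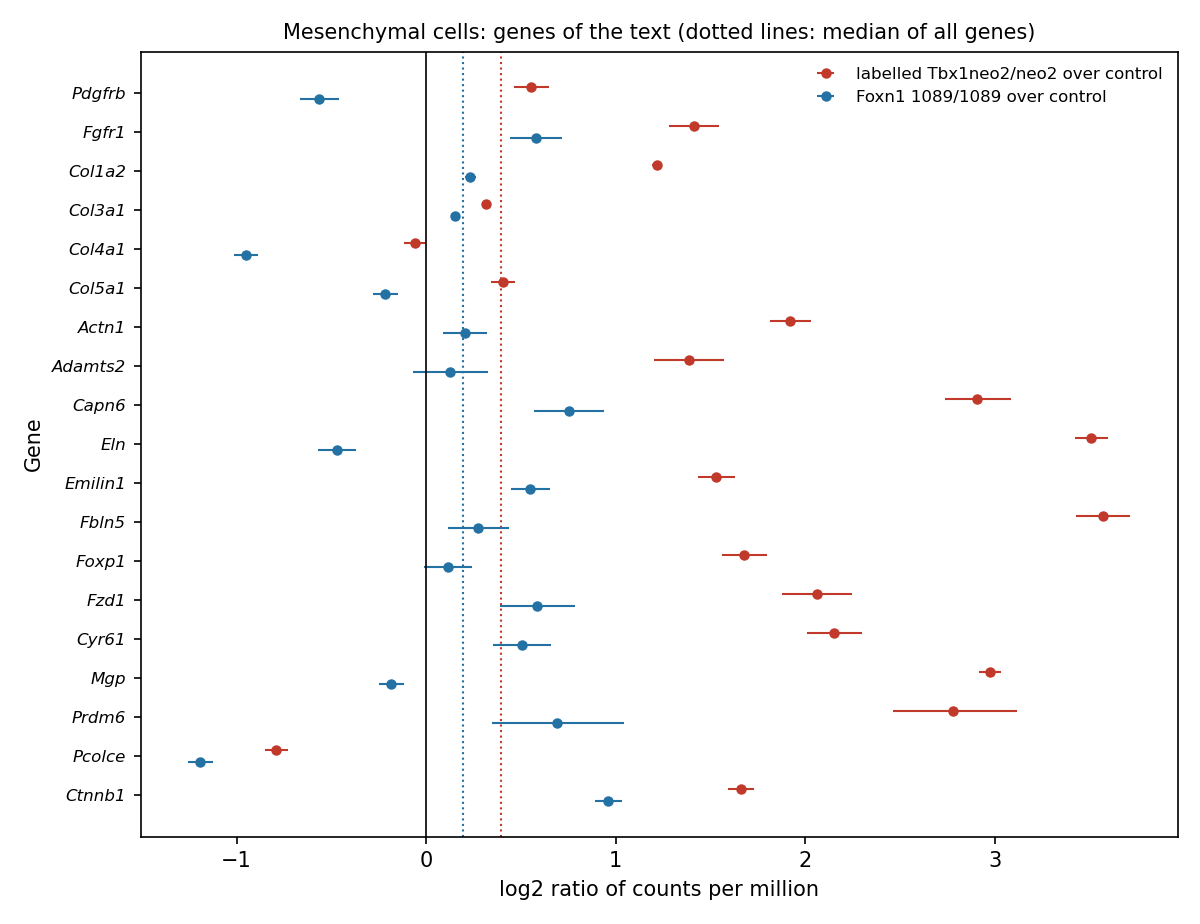
Log2 ratio of CPM over the control (axis of values) of the mesenchymal genes named in the text, in the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, with exact 95% intervals for counting error.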

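The 19 mesenchymal genes had a median log2 ratio of 1.66 (1.57 to 1.71) in the library labelled Tbx1 neo2/neo2 over the control, with 17 above and 2 below, while *Tbx1* was not lower there. This was at percentile 100 of random lists, whose median was 0.09. In the Foxn11089/1089 library over the control it was 0.20 (0.15 to 0.26), at percentile 75.3. Median-of-ratios size factors moved the first most, to 1.31. *Fbln5* (ENSMUSG00000021186; GRCm38 chromosome 12, 101746565 to 101819055) rose from 29.0 to 344 CPM, a log2 ratio of 3.57 (3.43 to 3.71), and stood at 35.1 CPM in the Foxn11089/1089 library. *Eln* (ENSMUSG00000029675; chromosome 5, 134702593 to 134747323) rose from 80.1 to 912 CPM (3.51, 3.42 to 3.60), with 57.8 in the Foxn11089/1089 library. *Mgp* (ENSMUSG00000030218; chromosome 6, 136872435 to 136875823) rose from 183 to 1434 CPM, a log2 ratio of 2.97 (2.91 to 3.03), with 161 in the Foxn11089/1089 library. The log2 ratio in the library labelled Tbx1 neo2/neo2 was 2.91 for *Capn6*, 2.78 for *Prdm6*, 2.15 for *Cyr61*, 2.06 for *Fzd1*, 1.92 for *Actn1* and 1.68 for *Foxp1*. It was 1.53 for *Emilin1*, 1.38 for *Adamts2* and 1.66 (1.59 to 1.73) for *Ctnnb1*, which also rose in the Foxn11089/1089 library, by 0.96. *Pcolce* (ENSMUSG00000029718; chromosome 5, 137605103 to 137613784) went from 226 CPM in the control to 131 in the library labelled Tbx1 neo2/neo2, a log2 ratio of -0.79 (-0.85 to -0.73), and to 99.1 in the Foxn11089/1089 library.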

The 6 epithelial cell subsets (E-1 to E-6) had remarkably similar transcript levels when comparing the control and Tbx1^neo2/neo2^ thymuses (Figure 5C). 

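In epithelial cells, 24 of the 25 listed genes had at least 30 UMIs; *Aire* did not. Their median log2 ratio in the library labelled Tbx1 neo2/neo2 over the control was 0.26 (0.23 to 0.29), with 13 above and 11 below, at percentile 91.4 of random lists. It turned to -0.12 with median-of-ratios size factors, and *Tbx1* was not lower in the library labelled Tbx1 neo2/neo2 (221 UMIs against 30 in control epithelial cells). *Krt5* had a log2 ratio of 0.51 (0.49 to 0.54), *Krt8* 1.11 (1.09 to 1.13) and *Pax9* -0.28 (-0.34 to -0.23). *Cd74* fell by 1.39 and *Spink8* by 1.93 on the log2 scale, while *Kcnh3* rose by 5.02 and *Hivep3* by 2.33.

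**Figure D4:**
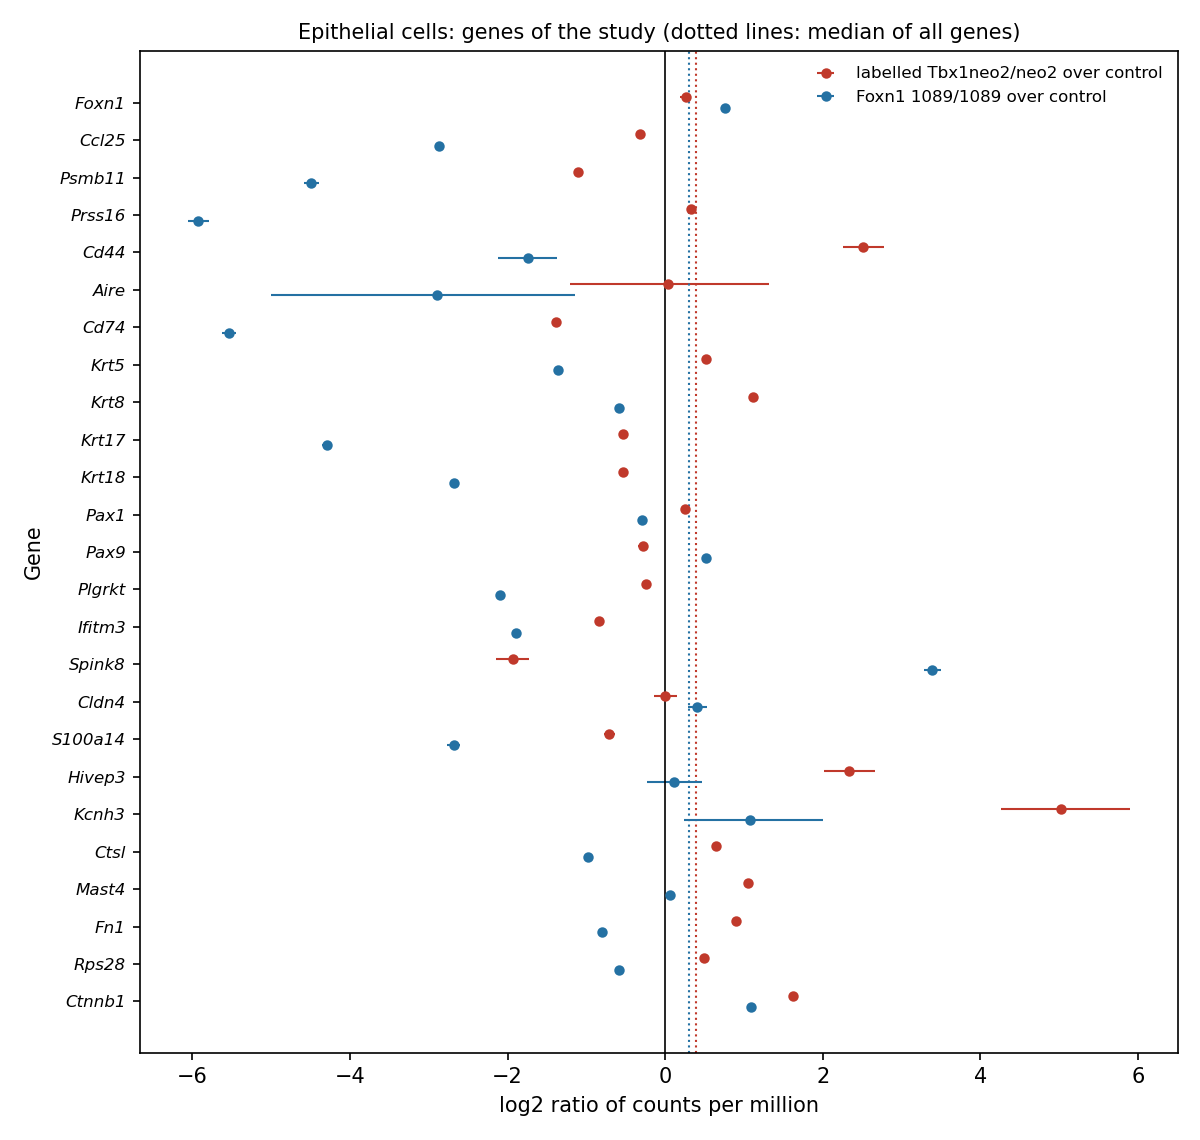
Log2 ratio of CPM over the control (axis of values) of the listed epithelial genes in the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, with exact 95% intervals for counting error.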

Similar levels of TEC-specific transcripts were also revealed in E16.5 thymic lobes isolated from the Df1/+ mouse model of 22q11.2DS when we compared hypoplastic and normal paired lobes and controls (Supplemental Figure 1B and Supplemental Figure 9). These observations contrast with the dramatic TEC transcript differences among the E-1 to E-6 subsets that were uniquely impacted in the Foxn1^1089/1089^ thymus (Figure 5C). 

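In the Foxn11089/1089 library over the control, the same 24 epithelial genes had a median log2 ratio of -0.89 (-0.91 to -0.86), with 8 above and 16 below, at percentile 0.00 of random lists. *Foxn1* itself was not lower in its epithelial cells, with 13834 UMIs against 3004 in the control (151 and 89.2 CPM), a log2 ratio of 0.76 (0.71 to 0.82).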

Therein, many of the key genes needed to support thymocyte trafficking and development were severely underexpressed (Supplemental Figure 10). 

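In epithelial cells of the Foxn11089/1089 library, *Prss16* (ENSMUSG00000006179; GRCm38 chromosome 13, 22002173 to 22009742) had 469 UMIs against 10493 in the control, 5.13 and 311 CPM, a log2 ratio of -5.92 (-6.06 to -5.79). *Psmb11* (ENSMUSG00000072423; chromosome 14, 54621433 to 54629556) had 11.0 and 247 CPM (-4.49 on the log2 scale). *Ccl25* (ENSMUSG00000023235; chromosome 8, 4325210 to 4360020) had 90.5 and 663 CPM (-2.87), and *Cd74* (ENSMUSG00000024610) 11.9 and 550.1 CPM (-5.53). *Krt17* fell by 4.29, *Krt18* by 2.68 and *Krt5* by 1.36 on the log2 scale, while *Spink8* rose by 3.39.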

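The 25 listed endothelial genes, such as *Mgp*, *Tek* and *Cd34*, had a median log2 ratio of 0.82 (0.62 to 0.90) in the library labelled Tbx1 neo2/neo2 over the control, with 17 above and 8 below, at percentile 100 of random lists. *Tbx1* was not lower there (93 UMIs against 19 in control endothelial cells, 24.2 and 22.5 CPM). In the Foxn11089/1089 library over the control the median was 0.05 (-0.00 to 0.25), at percentile 61.4. *Mgp* had 3 UMIs in control endothelial cells, 5004 in those of the library labelled Tbx1 neo2/neo2 and 520 in those of the Foxn11089/1089 library; the first ratio over the control was 365 (125 to 1772). *Tek* (ENSMUSG00000006386; GRCm38 chromosome 4, 94739289 to 94874976) had 14, 931 and 305 UMIs, with a log2 ratio of 3.86 (3.11 to 4.74) in the library labelled Tbx1 neo2/neo2. *Ptprb* rose by 3.36, *Clec14a* by 3.07, *Tm4sf1* by 2.56 and *Cd34* by 1.57. *Col4a1* and *Col4a2* fell by 0.22 and 0.29, and *Igfbp3* and *Mest* by 1.25 and 1.11.

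**Figure D5:**
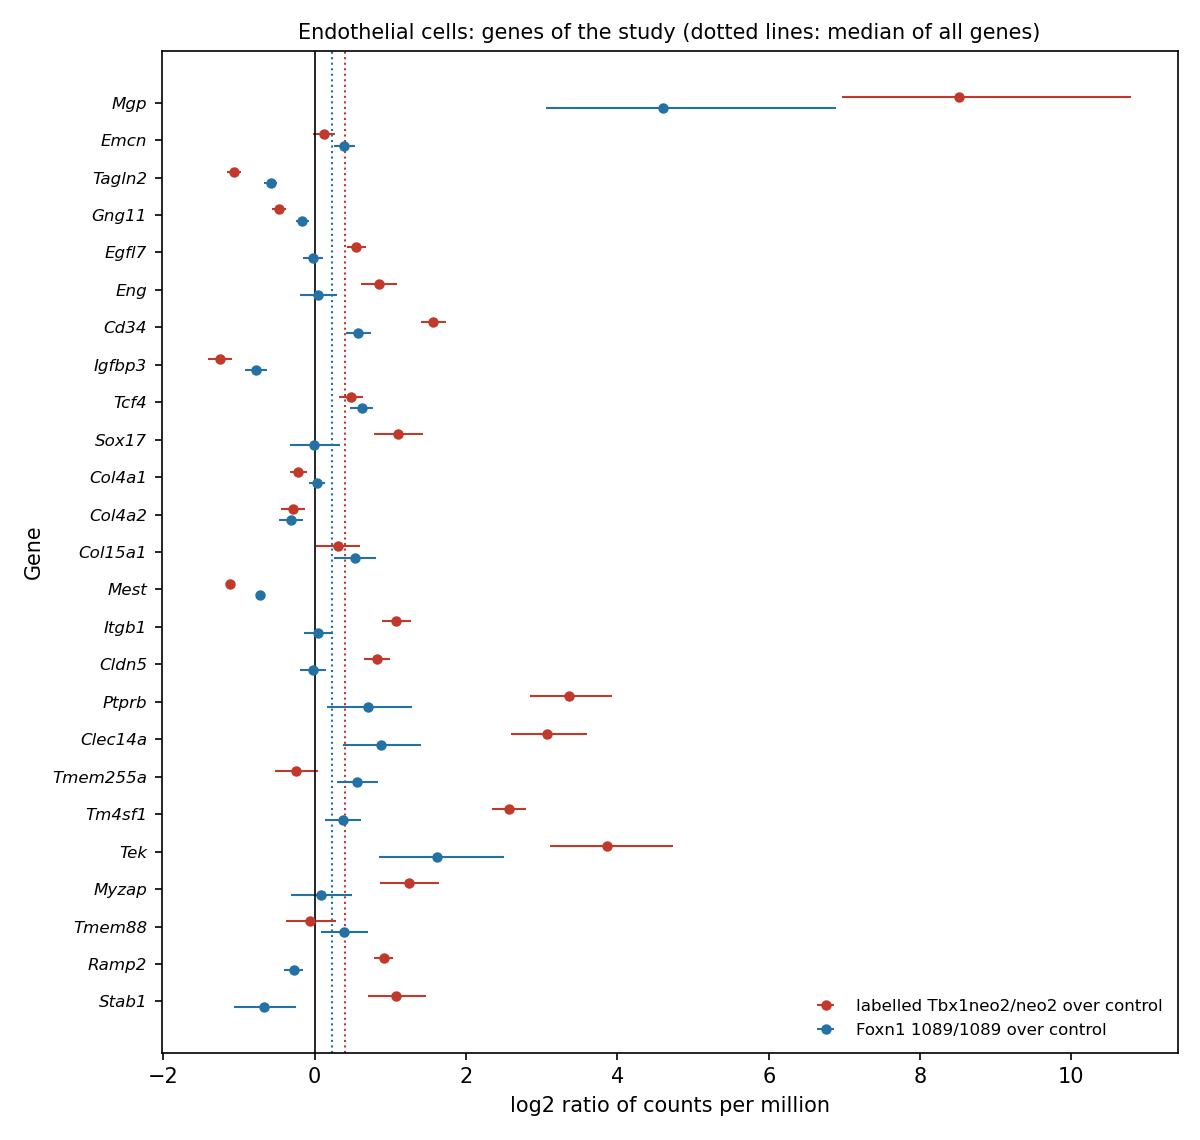
Log2 ratio of CPM over the control (axis of values) of the listed endothelial genes in the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, with exact 95% intervals for counting error.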

Comparing the transcript levels in the single endothelial cell cluster also revealed some DEGs in Tbx1^neo2/neo2^-derived tissues that overlapped with those in the mesenchymal subsets (Figure 5C and Supplemental Figure 11). Pathway analyses revealed that Wnt/β-catenin, tight junction, hepatic fibrosis, hotair, IL-8, integrin, and ILK signaling pathways were all affected in the Tbx1^neo2/neo2^ mesenchymal subsets relative to control and Foxn1 thymuses (Figure 5D and Supplemental Table 4). Some of these same pathways were also impacted in the single endothelial cluster (Figure 5E). 

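The paper's pathway software was not used here, and lists built from gene symbols stand in for some of its pathways. A list takes in genes whatever their effect on the pathway, so its median does not give the direction of signaling. In mesenchymal cells of the library labelled Tbx1 neo2/neo2 over the control, 37 collagen genes had a median log2 ratio of 0.70 (0.67 to 0.96), with 33 above and 4 below, at percentile 99.8 of random lists. Each gene had the same weight, and cartilage genes such as *Col2a1* and *Col9a1* were among them. How far cartilage genes raise this median was not tested. The median was 0.81 (0.69 to 0.96) for 42 Wnt pathway genes (percentile 99.9), 0.70 (0.57 to 0.96) for 22 integrin genes (percentile 92.5) and 0.30 (0.11 to 0.56) for 15 tight junction genes (percentile 26.2). Median-of-ratios size factors shift every gene of the class by one amount, and with them the medians became 0.36, 0.46, 0.35 and -0.05 (-0.24 to 0.21), with *Tbx1* not lower in the library labelled Tbx1 neo2/neo2. In the Foxn11089/1089 library over the control the medians were 0.04 (percentile 13.5), 0.38 (94.2), -0.01 (10.6) and 0.40 (85.2). Collagen genes were higher in epithelial cells too, with a median of 0.99 (0.86 to 1.16) in the library labelled Tbx1 neo2/neo2, 35 above and 2 below. The epithelial collagen median of the Foxn11089/1089 library was 0.93 (0.81 to 1.24), with 31 above and 6 below. A higher collagen median over the control was thus not specific to mesenchymal cells. Whether free RNA or a difference of the control library raised it in epithelial cells was not tested.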

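In endothelial cells of the library labelled Tbx1 neo2/neo2 over the control, 25 collagen genes had a median log2 ratio of 2.20 (1.90 to 2.95), at percentile 100 of random lists. With every cell thinned to 2000 UMIs, only 6 of them had enough UMIs, and their median was -0.23 (-0.57 to 0.17). The 26 Wnt pathway genes had a median of 1.14 (0.93 to 1.48), 13 integrin genes 0.73 (0.52 to 1.14) and 8 tight junction genes 0.87 (0.64 to 1.34), with *Tbx1* not lower in the library labelled Tbx1 neo2/neo2. These were at percentiles 99.9, 88.6 and 92.0 of random lists, so the integrin and tight junction medians lay within the middle 95% of them. In the Foxn11089/1089 library over the control the collagen median was 0.90 and the Wnt median 0.30; after thinning, 6 collagen and 7 Wnt genes were left, with medians of -0.26 (-0.46 to 0.26) and -0.53 (-1.19 to 0.46).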

Taken together, the transcriptomic data provide further evidence of a mesenchymal abnormality in the Tbx1^neo2/neo2^ thymuses that affected endothelial tissues.

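The log2 ratios of the library labelled Tbx1 neo2/neo2 over the control in mesenchymal cells and in endothelial cells had a Pearson correlation of 0.599 over 8006 genes. This is across genes, which are not independent replicates; counting error alone gave 0.00501 in simulated classes. The same correlation was 0.647 for the Foxn11089/1089 library over the control and 0.423 for the library labelled Tbx1 neo2/neo2 over the Foxn11089/1089 library. Between mesenchymal and hematopoietic cells it was 0.738 for the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower, over the control. The paper takes its transcript data as added evidence that mesenchyme is abnormal in Tbx1 neo2/neo2 thymuses.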

### Developmental alterations of the embryonic thymus in Tbx1^neo2/neo2^ lines can be overridden by blocking collagen cross-linking with minoxidil.

The scRNA comparisons revealed that mesenchymal cells had elevated transcript levels of ECM proteins such as collagen. 

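*Col1a1* (ENSMUSG00000001506) had 2189, 2247 and 1067 CPM in mesenchymal cells of the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library. Its log2 ratio over the control was 0.04 (0.02 to 0.06) in the library labelled Tbx1 neo2/neo2, where *Tbx1* was not lower, and turned to -0.17 in clusters of resolution 0.8 and to -0.31 with median-of-ratios size factors. The collagen-modifying genes *Plod1* (ENSMUSG00000019055) and *Plod2* (ENSMUSG00000032374) had log2 ratios of 0.07 and 0.18.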

We performed IHC staining to assess several such ECM proteins in E13.5 tissue sections (Figure 6A). Despite the reduced thymus size in the Tbx1^neo2/neo2^ embryo lines, the vasculature resembled that of the controls (Figure 6A, e.g. 1 and 2). However, the hypoplastic lobes had higher levels of collagen (Figure 6A, e.g. 1 and 2). The expression of additional ECM proteins including Cspg4 and Mcam was higher in both the Tbx1^neo2/neo2^ and Tbx1^+/neo2^ thymuses, with altered levels even more pronounced in and around the carotid artery (Figure 6B, yellow arrow). This suggests that some ECM changes were already occurring in the setting of a Tbx1 haploinsufficiency in the mouse model of 22q11.2DS. Such ECM changes were restricted to the tissues impacted by 22q11.2DS (thymus and heart), as the distribution of these proteins was normal in the vagal trunk (Figure 6B, light gray arrowhead). The endothelial layer, detected by CD31, was similar when comparing the various thymuses, suggesting that normal vascularization had occurred in the hypoplastic thymuses (Figure 6B). The scRNA-Seq data revealed an increase in the M-5 subtype, a cell population that represents pericytes, defined by Pdgfrβ expression (Figure 5C) (64). 

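The pericyte-like share of the library labelled Tbx1 neo2/neo2, in which *Tbx1* was not lower than in the control, depended on how these cells were counted. As a cluster at resolution 0.8 they were 10.1% of its mesenchymal cells (8.72 to 11.5%) and 1.56% of those of the control, a fold of 6.43 (4.08 to 10.6). The fold was 14.4 without integration (8.09 to 28.3), 7.78 with no limit on mitochondrial UMIs (4.73 to 13.7) and 9.50 with the reported genes kept among the variable genes (5.15 to 19.5).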

We confirmed this by flow cytometric assays. Thus, a statistically significant increase in the percentage of Pdgfrβ^+^Pdgfrα^–/lo^ cells was evident in the Tbx1^neo2/neo2^ thymuses relative to controls (Supplemental Figure 12).

To determine whether increased ECM deposition and/or collagen cross-linking contributed to the thymic hypoplasia, we incubated RTOCs in the presence of several inhibitors of collagen and ECM deposition. Among these were verteporfin, minoxidil, and β-amino propionitrile (BAPN) (65–69). Verteporfin was toxic to the cultures, whereas BAPN had no effect. Control RTOCs grown with minoxidil had cellularity, cell viability, and thymocyte subset percentages similar to those without the drug (Figure 7, A–C). RTOCs with an equivalent number of cells from the Tbx1^neo2/neo2^ embryonic thymuses consistently failed to expand (Figure 7, A–C, and Figure 4). Tissue expansion in the Tbx1^neo2/neo2^ RTOCs was restored in the presence of minoxidil, as revealed by increased cellularity and improved cell viability matching those of normal controls (Figure 7, A–C). Only the percentage of DP cells, which increased in the presence of minoxidil, did not reach the same levels as those in the control RTOCs cultured with minoxidil (Figure 7C). Since minoxidil reduces the expression of enzymes linked to collagen deposition and cross-linking, including Plods and Col1a family members, we examined the transcript levels of these genes following FTOC. Normal FTOCs in the presence of minoxidil had statistically significant reduced expression of *Plod1*, *Plod2*, *Col1a1*, and *Col1a2* on both days 3 and 4 of culturing (Figure 7D). These experiments confirmed that minoxidil affected collagen deposition and cross-linking, effectively improving tissue expansion for embryonic hypoplastic thymuses from the Tbx1^neo2/neo2^ mouse model of 22q11.2DS (Figure 7D).

To expand on our observations that collagen and ECM deposition occurred in the setting of 22q11.2DS, we performed IHC comparisons with human thymic tissue sections from controls and patients. With postnatal tissues, we selectively observed increased levels of collagen in the 22q11.2DS hypoplastic human thymuses (Supplemental Figure 13). These results suggest that ECM proteins such as collagen remained elevated in thymuses from patients with 22q11.2DS after the initial formation of the thymus.

The IHC, RTOC, and scRNA-Seq results were consistent with a functional impairment among the Tbx1^neo2/neo2^ mesenchymal cells as opposed to TECs. To further address functional issues with this cell type, we performed a mesenchymal CFU assay. We flow sorted mesenchymal cells (Pdgfrα^+^) from E13–E13.5 thymuses from control (Tbx1^+/+;+/neo2^) and Tbx1^neo2/neo2^ embryos. Equivalent cell numbers were cultured in MesenCult media to induce colony formation. After 14 days in culture, the number of cell clusters (CFU/plate) was similar in control and Tbx1^neo2/neo2^ sorted mesenchymal cells, as seen with live cell imaging and crystal violet staining of one such cluster (Figure 7, D and E). However, the Tbx1^neo2/neo2^ clusters had a statistically significant reduction in mesenchymal cell expansion (Figure 7, D–F). This contrasted with the normal differentiation and expansion of TECs from control and Tbx1^neo2/neo2^ thymuses, after these cells had been sorted and cultured in EpiCult differentiation media (Figure 7F).

## Discussion

Stromal and epithelial cell defects leading to thymic hypoplasia are evident in several human conditions, including 22q11.2DS, CHARGE syndrome (featuring coloboma, heart defects, atresia choanae, growth retardation, genital abnormalities, and ear abnormalities), nude/SCID (AR *FOXN1* mutations), and diabetic embryopathies (22). While *FOXN1* mutations directly impact TECs, the cell populations affected in the other syndromes remain less well defined. We report here that thymic hypoplasia and aplasia in 22q11.2DS are linked to mesenchymal cell defects. This was confirmed by RTOC, scRNA-Seq data, and blocking of ECM deposition in developing thymuses using the Tbx1^neo2/neo2^ mouse model of 22q11.2DS. Importantly, normal fetal thymic mesenchymal cells restored thymic tissue growth and thymopoiesis when used as substitutes for cells from Tbx1^neo2/neo2^ thymuses (Figure 4).

During thymus specification and expansion, mesenchymal cells produce ECM proteins such as collagen, cell adhesion molecules, and growth factors to support both endothelial and TEC differentiation and expansion (reviewed in ref. 32). Prior studies have shown that wild-type embryonic thymuses, when stripped of the mesenchymal capsule, only expand upon readdition of this stromal tissue (29, 30). Capsule-depleted embryonic thymuses even fail to expand when transplanted under the kidney capsule, wherein adult mesenchyme surrounds the tissue (26). Despite reduced cell numbers, T cell development is normal in the capsule-stripped thymuses. In the Tbx1^neo2/neo2^ hypoplastic embryonic thymuses analyzed in the present study, higher levels of ECM proteins were apparent, and blocking collagen cross-linking with minoxidil restored tissue expansion to normal levels. Our findings are supported by recent experiments with human tissues. Blood vessel organoids, developed from induced pluripotent stem cells derived from patients with 22q11.2DS, are smaller than controls, with evident upregulation of ECM and collagen (70). This results in diminished vascular developmental processes. During embryogenesis, thymic mesenchyme differentiates into pericytes, which envelope and support the emerging endothelial vasculature (31, 71). Elimination of mesenchyme in the developing chick embryo, done by ablating the neural folds, leads to both thymic hypoplasia and cardiac outgrowth vessel defects (72). This suggests that, like the thymic hypoplasia, the congenital heart malformations in 22q11.2DS may be linked to increased collagen cross-linking and ECM deposition (13, 73, 74). This was experimentally validated with the use of minoxidil, a drug that inhibits lysyl hydroxylases (LHs, encoded by *Plods*) (65, 66, 68). Minoxidil improved hypoplastic thymus expansion in both FTOC and RTOC assays, which correlated with the inhibition of *Plod1*, *Plod2*, *Col1a1*, and *Col1a2* genes. Mesenchymal cell subsets are the predominant sources of collagens and other ECM protein in the embryonic thymus, again pointing to a key role for these cells in the phenotypes of 22q11.2DS. Minoxidil could have additional effects on thymus growth, as it reportedly increases growth factor production (75). Although our experiments did not reveal this possibility, there may be other effects imparted by minoxidil (Supplemental Figure 5). At present, our data continue to support the idea that increased collagen cross-linking and subsequent ECM deposition limit thymus expansion in mouse models of 22q11.2DS, potentially impacting mesenchymal-endothelial cell functions.

Our scRNA-Seq results provide additional evidence that mesenchymal cells and, consequently, endothelial cells were affected by 22q11.2DS in the mouse model. While both normal and hypoplastic embryonic thymuses had the same 5 mesenchymal cell subsets (Table 1: M-1 to M-5), their transcriptomes were distinct. 

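Over 12947 mesenchymal genes with at least 100 UMIs, the median absolute log2 ratio over the control was 0.649 in the library labelled Tbx1 neo2/neo2 (0.636 to 0.652) and 0.531 in the Foxn11089/1089 library (0.523 to 0.537). Class sums were first thinned to 843017 UMIs, and counting error alone gave 0.312 and 0.314. In endothelial cells the values were 0.622 and 0.500, with 0.223 and 0.234 from counting error alone. Thinning every cell to 2000 UMIs put the mesenchymal values at 0.737 in both libraries, which is the ratio of 2 UMIs to 1 with 0.5 added to each and so reflects the few UMIs left. On genes with at least 100 UMIs in all 3 classes, a choice made after seeing the values, they were 0.538 and 0.451. In the 3 largest mesenchymal clusters, from most to fewest cells, the mesenchymal genes of the text had median log2 ratios of 1.46 (1.32 to 1.55), 1.63 (1.50 to 1.77) and 1.57 (1.35 to 1.68) in the library labelled Tbx1 neo2/neo2 over the control, with *Tbx1* not lower there. The smallest, with no mesenchymal marker among its 10 leading genes, is left out of this comparison.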

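Within the 3 largest mesenchymal clusters, collagen genes had median log2 ratios of 0.59 (0.52 to 0.69), 0.69 (0.60 to 1.10) and 1.13 (0.90 to 1.31) in the library labelled Tbx1 neo2/neo2 over the control, with *Tbx1* not lower in that library. For the Foxn11089/1089 library over the control they were -0.02, 0.21 and 0.34.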

The expression of several ECM transcripts was increased in the hypoplastic lobes. Many of these transcripts were coupled to tissue remodeling pathways including elevations in the Wnt signaling pathway (Figure 5D and Supplemental Table 4). 

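In mesenchymal cells, *Wnt5a* (ENSMUSG00000021994) had 29.1, 136 and 60.9 CPM in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, with log2 ratios over the control of 2.22 (2.08 to 2.37) and 1.06 (0.91 to 1.22). *Frzb* (ENSMUSG00000027004) had 31, 1458 and 302 UMIs, with log2 ratios of 3.71 (3.20 to 4.27) and 1.52 (0.98 to 2.10). These levels of 2 transcripts do not show whether Wnt signaling was raised or lowered. *Tbx1* was not lower in the library labelled Tbx1 neo2/neo2 than in the control.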

Increased Wnt signaling disrupts thymus organogenesis (76). 

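The 4 mesenchymal clusters took up 47.6%, 24.8%, 24.8% and 2.83% of control mesenchymal cells. They took up 67.9%, 20.1%, 9.00% and 3.00% of those in the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower, and 52.4%, 27.4%, 18.0% and 2.16% of those in the Foxn11089/1089 library. These clusters were not matched to M-1 to M-4.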

With regard to specific mesenchymal subsets, we found that M1-M3 were the least affected, whereas M-5 was overrepresented in the hypoplastic lobes (Tbx1^neo2/neo2^ genotype) (Table 2). M-5 marks pericytes and vascular smooth muscle cells, which are cells that surround the endothelial vasculature and regulate T cell entry and egress from the thymus (31). The M-5 population, in the Tbx1^neo2/neo2^ setting, produced more ECM and collagens (Figure 5C). 

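In the pericyte-like cluster at resolution 0.8, the 19 mesenchymal genes of the text had a median log2 ratio of 0.80 (0.62 to 1.00) in the library labelled Tbx1 neo2/neo2 over the control, with 18 above and 1 below, and *Tbx1* not lower in that library. The collagen genes there had a median of 0.29 (0.21 to 0.70), at percentile 72.5 of random lists, against 0.77 (0.71 to 0.96) in the other mesenchymal cells. The control side of the cluster rests on 21 cells and 230675 UMIs.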

With the 1 endothelial cell cluster in the Tbx1^neo2/neo2^ line, the transcriptome changes had some overlap with the mesenchymal pattern. 

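Of the mesenchymal genes of the text, 17 had at least 30 UMIs in endothelial cells. Their median log2 ratio there was 1.93 (1.59 to 2.44) in the library labelled Tbx1 neo2/neo2 over the control, with *Tbx1* not lower, and 1.37 (0.75 to 1.85) in the Foxn11089/1089 library over the control. Both were at percentile 100 of random lists.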

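Endothelial cells numbered 66 in the control library (1.11%, 0.862 to 1.41% of kept cells), 183 in the library labelled Tbx1 neo2/neo2 (3.32%, 2.86 to 3.82%) and 158 in the Foxn11089/1089 library (1.34%, 1.14 to 1.57%). The second share was 2.98 times that of the control (2.24 to 4.01), in a library whose *Tbx1* was not lower than in the control.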

While the endothelial cells represented only 1%–4% of all the cells in an E13 thymus, their disrupted transcriptome was likely a direct consequence of their interactions with mesenchymal cells. Current experiments are underway to define how these 2 cell types coordinate thymic tissue expansion in the embryo.

Our comparison of control, Tbx1^neo2/neo2^, and Foxn1^1089/1089^ thymuses provided strong evidence that TEC functions were normal in the 22q11.2DS mouse model. 

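Over 13522 epithelial genes, the median absolute log2 ratio over the control was 0.644 in the library labelled Tbx1 neo2/neo2 (0.625 to 0.652), whose *Tbx1* was not lower, and 0.653 in the Foxn11089/1089 library (0.648 to 0.659). Counting error alone gave 0.313 and 0.324. With median-of-ratios size factors the epithelial values were 0.565 (0.555 to 0.571) and 0.623 (0.613 to 0.630). On the 8050 genes with at least 100 UMIs in all 3 classes, a choice made after seeing the values, they were 0.546 and 0.529.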

T cell development was similar, with only a delay in the developmental progression of thymocytes to the DP stage noted in the FTOC assays. scRNA-Seq revealed similar transcriptome patterns in the TEC subsets designated as E-1 to E-4 and E-6. Key transcripts needed for T cell development were present, including *Foxn1*, *Ccl25*, *Psmb11*, *Prss16*, *Cd44*, and *AIRE* (Figure 5, B and C). 

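In epithelial cells of the library labelled Tbx1 neo2/neo2, with *Tbx1* not lower than in the control, *Foxn1* had 107 CPM, *Ccl25* 533, *Psmb11* 115 and *Prss16* 391. Their log2 ratios over the control were 0.26 (0.19 to 0.33), -0.32 (-0.34 to -0.29), -1.10 (-1.15 to -1.05) and 0.33 (0.29 to 0.36); with median-of-ratios size factors *Foxn1* turned to -0.12 and *Prss16* to -0.05. After thinning, *Foxn1* was found in 16.7% of control epithelial cells and 20.9% of those of the library labelled Tbx1 neo2/neo2, *Ccl25* in 49.6% and 40.7%, *Psmb11* in 33.4% and 19.0%, and *Prss16* in 41.8% and 43.0%, with 19 and 11 cells left out. Without thinning, the shares were 66.1% and 73.5%, 73.5% and 81.1%, 67.5% and 62.9%, and 82.9% and 78.7%. In RBCs, thinned *Foxn1* shares were 0.606% and 0%, the level free RNA can give. The count of 0 allows up to 0.840%. *Cd44* (ENSMUSG00000005087) had 4.07 and 23.2 CPM, a log2 ratio of 2.51 (2.25 to 2.78), and was found in 0.595% and 3.32% of thinned cells (5.15% and 27.7% unthinned). Its share in RBCs is not given here, so free RNA is not ruled out as the source of the low control share of *Cd44*. *Aire* (ENSMUSG00000000731) had 11 and 14 UMIs, a log2 ratio of 0.04 (-1.21 to 1.32), so a difference was not detectable at this depth.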

One difference was an underrepresentation of the E-5 population. In control thymuses, E-5 retained some parathyroid-related genes (*Pth*, *Pax8*, *Chga*), supporting prior evidence that the developing thymus contains some parathyroid precursor cells (77). 

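In the control library, *Pth* was found in 35 of 35 parathyroid-like cells and *Chga* in 35; both are among the markers that define the cluster. *Pax8* was found in 0 of these cells and in 0 of the 393 in the Foxn11089/1089 library; the 25 and 333 of them with enough UMIs to thin allow a share of up to 12.0% and 0.901%. *Gcm2*, a parathyroid transcript outside the markers, was found in 22 control cells and 336 of the Foxn11089/1089 library, and *Casr* in 15 and 250. Control RBCs had a *Pth* UMI in 4.82% of cells and in 1.52% after thinning, as free RNA can give.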

We also performed quantitative reverse transcription PCR (qRT-PCR) with E16.5 thymic lobes using the Df1/+ mouse model of 22q11.2DS, comparing a hypoplastic lobe separated from its paired normal-sized lobe (Supplemental Figure 1B and Supplemental Figure 9A). The key transcripts required for TEC functions, including *Foxn1, AIRE*, and a *Foxn1* target, *E2F1*, were present at normal levels in the hypoplastic lobes (Supplemental Figure 9A). In addition, transcriptome comparisons revealed that 14 of the 22 mRNAs affected by a hemizygous deletion of the chromosome 16 genes (22q11.2 equivalent) were expressed in the developing thymus (chromosome 16 in the mouse) (Supplemental Figure 9B). A prior study compared transcripts in the third pharyngeal pouch in normal and Df1/+ embryos. *Pax1*, *Hoxa3*, *Eya1*, and *Foxn1* were found to be expressed at similar levels (78). *Pax9* and *Gcm2* were reduced (79). Taken together, the findings suggest that 22q11.2DS had a minimal impact on TEC functions despite their lower overall numbers in hypoplastic lobes. Although *Tbx1* haploinsufficiency is responsible for the heart defects in 22q11.2DS, it is not expressed in the embryonic thymus, and if forcibly expressed in this tissue, it abrogates T cell development (80).

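In control cells, *Tbx1* was found in 58 of 1343 mesenchymal cells (4.32%), 27 of 2037 epithelial cells (1.33%) and 12 of 66 endothelial cells (18.2%). After thinning the shares were 1.05% (0.576 to 1.76%), 0.149% (0.0307 to 0.434%) and 2.04% (0.0517 to 10.9%), with 12, 19 and 17 cells left out. Control RBCs had 0 of 330 cells with *Tbx1* after thinning, which allows up to 0.909%. Over all thinned cells the share was 0.338%, 0.910% and 0.669% in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, and without thinning 1.67%, 7.12% and 5.35%. These are transcripts, not protein.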

In summary, the neural crest–derived mesenchymal cells in embryonic thymuses from mouse models of 22q11.2DS had transcriptome alterations with increased production of ECM proteins such as collagen. These changes, along with cell-cell interaction alterations, affected both mesenchymal and endothelial cells. We believe our findings are important in the context of efforts to regenerate thymuses for patients with aplasia, individuals who have thymectomies due to cardiac surgeries or the autoimmune disease myasthenia gravis, as well as for individuals undergoing rigorous chemotherapy treatments (32). Addition of appropriate mesenchymal cell populations that aid in endothelial vascularization along with TEC expansion and differentiation may provide a novel strategy for thymus organoid technologies, which are much needed in numerous clinical settings (32).

## Methods

### Human studies.

Patients in the cardiothoracic group at Children’s Health, Dallas, Texas, for corrective surgeries to treat IAA-type B, truncus arteriosus, and/or tetralogy of Fallot. Affected individuals were screened for 22q11.2DS (often clinically listed as DiGeorge syndrome). The thymus was obtained from the patients if a partial thymectomy was performed. The thymus size was variable from patient to patient. Samples were taken and processed for histological analyses. Thymic tissue sections were prepared and stained with H&E at UT Southwestern Medical Center’s Molecular Pathology Core.

### Mouse models.

Mice were housed in a specific pathogen–free (SPF) facility at UT Southwestern Medical Center. One of the murine models of 22q11.2DS used in the study, termed the Df1/+ line (Del(16Es2el-Ufd1l)217Bld), was backcrossed over 12 generations with mice on a C57BL/6 background (10, 81). These Df1/+ mice were haploinsufficient in approximately 22 orthologs of the genes spanning approximately 1 Mb on human chromosome 22q11.2 (Supplemental Figure 1A). In a second 22q11.2DS mouse model that was generated in-house, the Tbx1^+/neo2^ mouse line was used, which was already bred on a C57Bl/J background (Supplemental Figure 1A) (55, 82). There was selective targeting of *Tbx1* in this mouse line, which occurred via the insertion of neomycin into intron 5. Timed pregnancies were established by setting up breeding pairs in the late evening and screening for vaginal plugs the following morning. This was designated as day 0–0.5, primarily because the duration of the cell isolation often took an entire morning.

### RNA isolation and transcriptome analysis.

Total RNA was isolated from fetal thymic lobes, the pharyngeal region, or sorted cells. RNA was prepared and purified using the miRNana kit (Ambion, Thermo Fisher Scientific), and for small numbers of cells, the MicroRNA Isolation kit (Zymo Research) was used. Contaminating DNA was removed by DNase treatment (Applied Biosystems, Thermo Fisher Scientific) or in-column DNase digestion (Zymo Research). RNA was reverse transcribed (Applied Biosystems, Thermo Fisher Scientific) to cDNA. qRT-PCR was performed with SYBR qPCR Master Mix (Thermo Fisher Scientific) to check the expression of *Plods* and ECM genes, which were normalized to *Gapdh*. scRNA-Seq and data analysis are described in the Supplemental Methods.

### FTOC and RTOC.

FTOC assays and antibodies used for staining are detailed in the Supplemental Methods. For cell viability and proliferation assays, FTOC was performed for 4 and 8 days. After 4 days in FTOC, a single-cell suspension of lobes was made and divided into 2, and 1 set was stained with anti–EpCAM-FITC, anti–PDGFRα-PE, anti–CD45-APC Cy7, and anti–annexin V antibodies. Annexin V staining was performed at the last step using an annexin staining buffer (0.01 M HEPES, 140 mM NaCl, and 2.5 mM CaCl_2_). 7-AAD was added 10 minutes prior to analysis. The second set of cells was stained with anti–EpCAM-FITC, anti–PDGFRα-PE, and anti–CD45-APC-Cy7 antibodies, followed by intracellular staining with anti–Ki67-APC antibody following the manufacturer’s recommendations (Invitrogen Fix and Perm kit, Thermo Fisher Scientific). Analyses were done on a BD FACSAria Zelda.

For reaggregate assays, normal and hypoplastic fetal thymic lobes, at a gestational age between E13.0 andE13.5, were isolated and collected in thymus organ culture (TOC) media. The media consisted of RPMI, 20% FCS supplemented with HEPES, l-glutamine, sodium pyruvate, penicillin, streptomycin, 5 × 10^–5^ M 2-mercaptoethanol, and nonessential amino acids. A minimum of 6–8 hypoplastic lobes were needed for a single RTOC assay (30,000 cells total). Lobes were washed with PBS and digested in 0.25% trypsin and 0.02% EDTA at 37°C for 6–10 minutes, followed by pipetting until single-cell suspensions were obtained. Digestion was stopped by addition of TOC media. Cells were washed, resuspended in volumes of less than 250 μL/6–20 lobes, and an aliquot counted with a hematocytometer. Cells were stained with antibodies specific for mesenchymal cells (Pdgfrα-PE) and TECs (EpCAM-FITC) under sterile conditions. After washing, the cells were sorted into 3 populations: mesenchymal, epithelial, and the remaining cells (EpCAM^–^Pdgfrα^–^; precursor thymocytes, DCs, endothelial cells, macrophages). Sorting was done with an FACSAria Zelda machine. RTOC was performed by reaggregating the 3 cell populations — EpCAM^+^ (~30%), Pdgfrα^+^ (~30%), and EpCAM^–^Pdgfrα^–^ (~40%) — in a 1.5 mL tube in varying combinations (Figure 4A). Cells were centrifuged consecutively for 5 minutes and 10 minutes at 100*g* and 400*g*, respectively. After the second spin, the supernatant was removed, leaving behind 2–4 μL aggregated cells, which were placed on ice for 10 minutes. The cell pellet was gently dispersed, and the mixture was drawn into a pulled glass pipette and delivered as a single drop onto a Millipore nitrocellulose filter (MilliporeSigma). The filter was placed on top of a sterilized foam sponge (2 mm thick) in a single well of a 6-well tissue culture plate (60 mm diameter). The foam sponge had been soaked in 3 mL TOC medium, with air pockets removed by gentle compression with the flat end of a 1 ml syringe plunger. Reaggregated thymic lobes were cultured in a CO_2_ incubator for 10 days at 37^o^C with an input of 7.5% CO_2_. After 10 days of organ culture, reaggregated thymic lobes were harvested in PBS (Ca^2+^- and Mg^2+^-free) supplemented with 2% FCS, and single cells were prepared by gentle squishing and pipetting of the lobes. Cells were counted using a hematocytometer. An aliquot was used for flow cytometric analysis after staining the cells with antibodies against CD8-FITC, CD4-PE, and TCRβ-PerCP-Cy5.5. Samples were analyzed on a FACSCaliber (BD Biosciences), and data were analyzed with FlowJo software (Tree Star). For RTOC assays in the presence of minoxidil, single-cell suspensions from the thymic lobes were prepared. The cells were reaggregated in batches of 30,000 cells/group for RTOC. As indicated, the media were supplemented with 3 μM minoxidil in certain cultures. RTOCs were performed for 10 days at 37°C with an input of 7.5% CO_2_. Minoxidil-supplemented media were renewed every 4 days. After 10 days, the lobes were processed into a single-cell mixture. Cells were stained with antibodies specific for various cell-surface proteins.

### IHC analyses.

E10.5–E13.5 embryos and E18.5 fetal thymuses and fragments from human thymuses were fixed for 24 hours in 4% paraformaldehyde (in PBS) at 4°C. These were then dehydrated in a stepwise ethanol gradient of 25%, 50%, 75%, and 100% ethanol, prepared in PBS. After a subsequent wash in xylene, the tissues were embedded in paraffin and sectioned (4 μm thick). Slides were deparaffinized in xylene and rehydrated using a descending ethanol gradient (100%, 95%, 90%, 80%, 70%, and 50% ethanol). Antigen retrieval was performed for 15 minutes at 95°C in Antigen Retrieval R Buffer A, pH 6 (Electron Microscopy). Slides were blocked in CAS Block (Invitrogen, Thermo Fisher Scientific) for 2 hours at room temperature. Anti–cytokeratin 14, anti-cytokeratin, anti-Pdgfrα, anti-Pdgfrβ, anti–E cadherin, anti-laminin, anti-CD31, anti-endomucin, anti–collagen I, anti-Mcam, anti-Cspg4, and anti-SMA antibodies were used to stain slides overnight at 4°C. The antibodies are listed in Supplemental Table 5. Secondary antibodies were used according to the manufacturer’s instructions (Invitrogen, Thermo Fisher Scientific). The slides were stained with DAPI (Molecular Probes) prior to being mounted with Prolong Gold Anti-fade Reagent (Invitrogen, Thermo Fisher Scientific). Images were taken on a Keyence Fluorescence microscope, and images were analyzed using ImageJ software (NIH). H&E staining was performed as described previously (83). Images were also taken on a Leica TCS SP5 confocal microscope and analyzed using ImageJ. Sections stained with H&E were imaged on an Axiovert 200M inverted fluorescence microscope (Zeiss).

### Mesenchymal and epithelial cell differentiation assays.

E13–E13.5 control and Tbx1^neo2/neo2^ thymic lobes were prepared as per the RTOC experiments. Mesenchymal cells (Pdgfrα^+^) and TECs (EpCam^+^) were isolated by flow sorting as in the RTOC assays. Between 6,000 and 8,000 cells/experiment were seeded onto 6-well tissue culture plates containing RPMI media supplemented with MesenCult Expansion or EpiCult Expansion media for murine cells (both from STEMCELL Technologies). The cells were cultured at 37°C in 7.5% CO_2_. The culture medium was changed every 4 days. After 14 days, the cell colonies in the mesenchymal cultures were rinsed in PBS and then fixed in 100% methanol. Clusters were visualized by staining in 1% Crystal Violet Solution (Sigma Chemical). The plates were photographed using a ChemiCoc Imaging system (Bio-Rad). Adherent colonies containing more than 20 cells were counted as a colony. For epithelial cells, the colonies were dispersed with 0.25% trypsin, washed, and enumerated with a hemocytometer.

### Data and materials availability.

The Df1/+ and Tbx1^+/neo2^ mouse lines described in this study were obtained from outside investigators, as indicated in this article. The scRNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE170686).

### Statistics.

Statistically significant differences among the different test groups were determined by 1-way ANOVA. A *P* value of less than 0.05 was considered significant. Data represent the mean ± SEM. As indicated in the figure legends, for 1-way ANOVA, Brown-Forsythe and Welch tests were sometimes applied, as indicated. A 1-tailed Student’s *t* test was applied for certain experiments in which only 2 distinct samples were compared, as indicated in the figure legends.

### Study approval.

Informed consent was obtained for human studies under a protocol approved by the IRB of UT Southwestern Medical Center (STU-072010-003, STU-2019-1087). The animal work described in this study was approved and conducted under the oversight of the UT Southwestern Institutional Animal Care and Use Committee (APN numbers 2015-101163 and 2015-101247).

## Author contributions

PB, QD, MTDLM, and NSCVO conceptualized the study. PB, QD, AK, CX, ID, AM, CAW, OBC, AB, and NSCVO designed the study methodology. PB, QD, AK, CX, ID, AM, CAW, OBC, TJP, MLM, MDLM, AB, NSCVO performed studies. PB, QD, AK, MDLM, AB, and NSCVO designed experiments and interpreted results. CAW, MDLM, and NSCVO acquired funding. CAW, TJP, MLM, MTDLM, and NSCVO conducted clinical discussions. NSCVO supervised the study. QD and NSCVO wrote the original draft of the manuscript. PB, QD, CAW, TJP, MLM, MTDLM, AB, and NSCVO reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental video 1

## Figures and Tables

**Figure 1:**
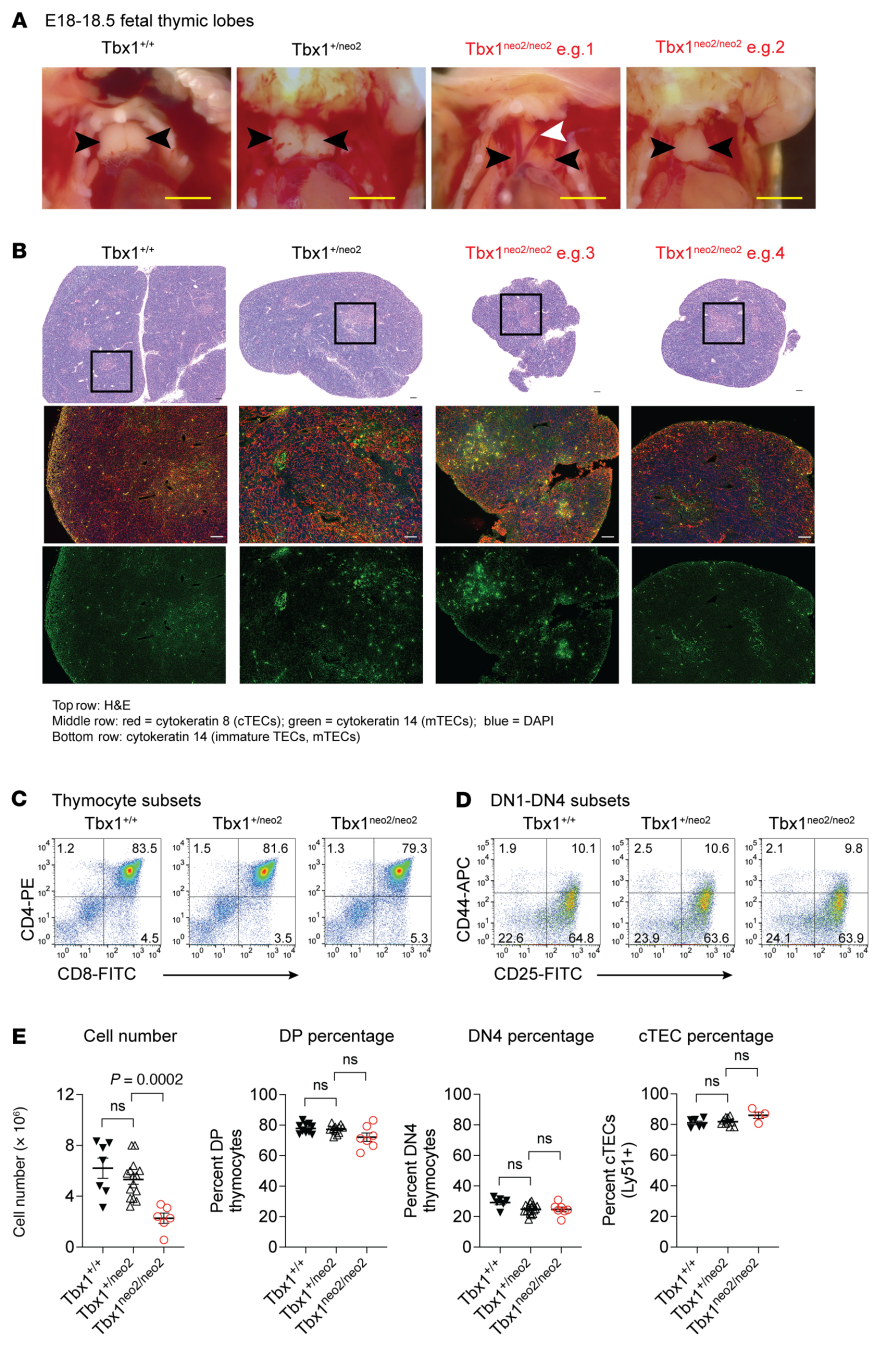
Hypoplastic embryonic thymuses isolated from 22q11.2DS mouse models have normal proportions of thymocytes and TEC subsets. (**A**–**E**) E18–18.5 embryonic thymuses were obtained from Tbx1^+/neo2^ intercrossed mouse lines. (**A**) Live cell images from the cardiothoracic regions of Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ embryos. Thymic lobes are indicated with black arrows. An interrupted aortic arch (white arrow) often copresented with thymic hypoplasia in the Tbx1^neo2/neo2^ embryos (Tbx1^neo2/neo2^, e.g. 1). Scale bars: 50 μm. (**B**) Thymic tissue sections were processed for H&E staining and IHC. Top row: In the H&E-stained images, the cortical and medullary regions are dark and light purple, respectively. A medullary region is indicated by the boxed area. Scale bars: μm. Original magnification, ×10. Middle and bottom rows: With IHC, staining with antibodies selective for cortical (cytokeratin 8, red; middle row) and medullary (cytokeratin 14, green; bottom row) TECs is shown; DAPI staining revealed nuclei (blue; middle row). Coexpression of both cytokeratins (green and red) represents immature TECs. Original magnification, ×20 (middle and bottom rows). (**C**) T cell development was assessed by staining single-cell suspensions with antibodies selective for the CD4 and CD8 coreceptor proteins. The 4 thymocyte subsets are distinguished by electronic gating for the CD4^–^CD8^–^ (DN), CD4^+^CD8^+^ (DP), and the CD4^+^CD8^–^ and CD4^–^CD8^+^ (SP) subsets. (**D**) DN cells are further categorized by CD44 and CD25 cell-surface expression. This identifies the DN1 (CD44^+^CD25^–^), DN2 (CD44^+^CD25^+^), DN3 (CD44^–^CD25^+^), and DN4 (CD44^–^CD25^–^) subpopulations in the Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ thymuses. (**E**) The total cell number and percentages of DP thymocytes, DN4 subpopulation of DN thymocytes, and cTECs were compared among the Tbx1^+/+^ (*n* = 7–10), Tbx1^+/neo2^ (*n* = 10–15), and Tbx1^neo2/neo2^ (*n* = 4–7) genotypes. Statistically significant differences among the 3 groups were determined by 1-way ANOVA (Brown-Forsythe and Welch tests).

**Figure 2:**
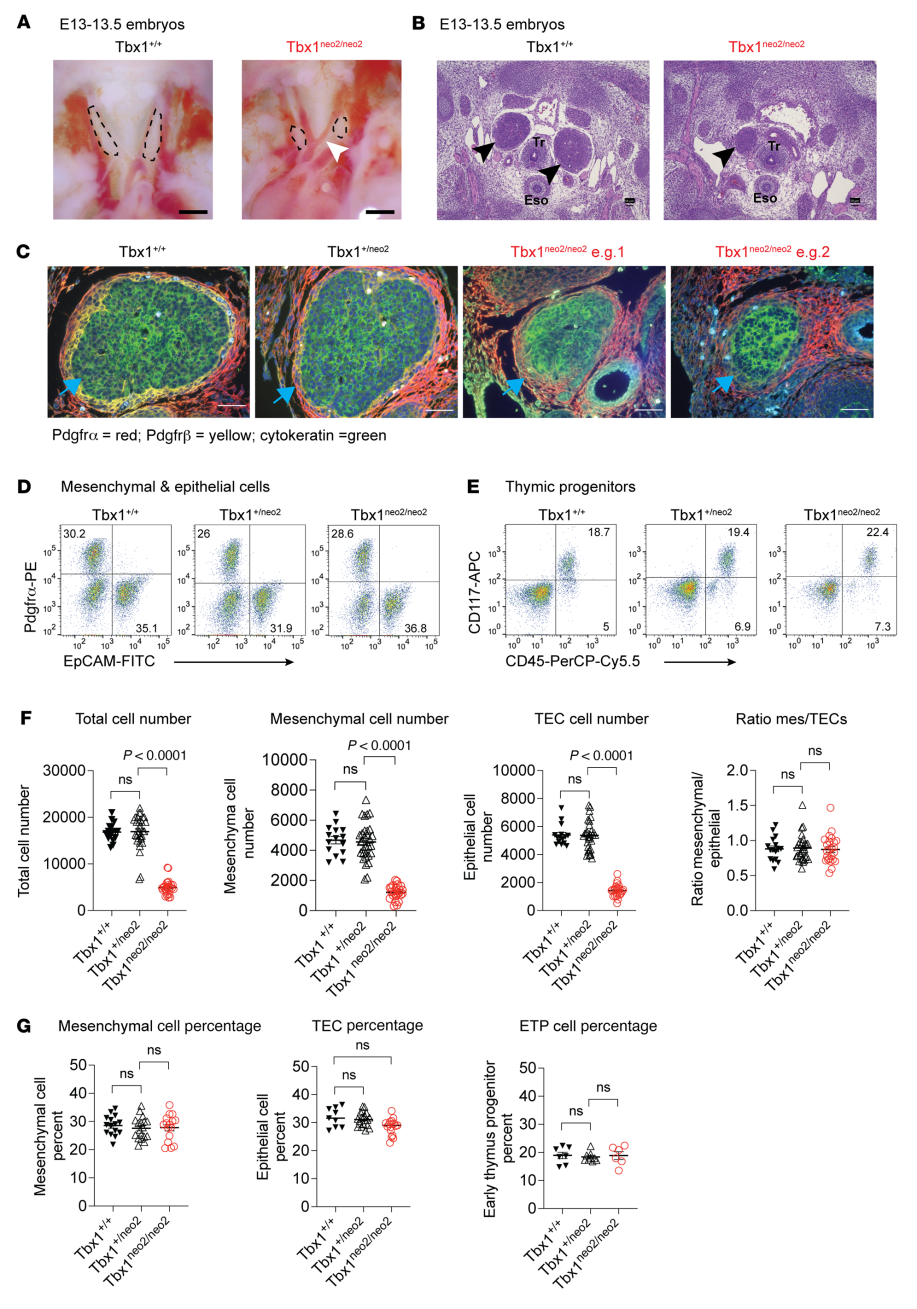
Hypoplastic embryonic thymuses have proportions of mesenchymal cells and TECs similar to those of normal control tissues. (**A**–**G**) E13–13.5 embryonic thymuses from Tbx1^+/neo2^ intercrossed time pregnant mice were genotyped and analyzed by live cell imaging, IHC, and flow cytometry. (**A**) Live cell images reveal the size and location of the developing thymus in Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ embryos (demarcated with dotted lines). In the Tbx1^neo2/neo2^ genotype, an IAA-B was routinely visualized (white arrow). Scale bars: 0.5 mm. (**B**) Transverse sections comprising the thymus region were processed for H&E staining. Black arrows point to the thymus, with trachea (Tr) and esophagus (Eso) locations shown. Scale bars: 50 μm. In the Tbx1^neo2/neo2^ genotyped lines, the thymic lobes were not always in the same plane of the transverse section. (**C**) IHC was performed with antibodies selective for neural crest cell–derived mesenchymal cells, marking the thymus capsule (Pdgfrα, red) and thymus vasculature (Pdgfrβ, yellow), along with antibodies specific for thymic epithelial cells (EpCAM, green). Two examples of hypoplastic thymuses from Tbx1^neo2/neo2^ embryos are shown (e.g. 1 and 2). Scale bars: 50 μm. **(D** and **E)** Flow cytometric analyses of single-cell suspensions revealed the percentages of (**D**) mesenchymal (Pdgfrα^+^) and epithelial (EpCam^+^) cells and (**E**) ETPs coexpressing CD117 (c-kit) and CD45. (**F**) Enumeration of the total number of thymic cells and the specific numbers of mesenchymal and epithelial cells from multiple Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ embryos. In addition, the ratio of mesenchymal and TECs (Mes/TECs) is shown. The Tbx1^+/+^ (*n* = 17), Tbx1^+/neo2^ (*n* = 32), and Tbx1^neo2/neo2^ (*n* = 28) genotyped embryos were used to determine cell numbers. (**G**) Percentages of mesenchymal cells, epithelial cells, and ETPs in the same thymic tissues characterized in **F**. TEC and ETP percentages were determined from a smaller number of Tbx1^+/+^ (*n* = 9–15), Tbx1^+/neo2^ (*n* = 9–20), and Tbx1^neo2/neo2^ (*n* = 6–17) mice. Statistically significant differences were established by 1-way ANOVA (Brown-Forsythe and Welch tests).

**Figure 3:**
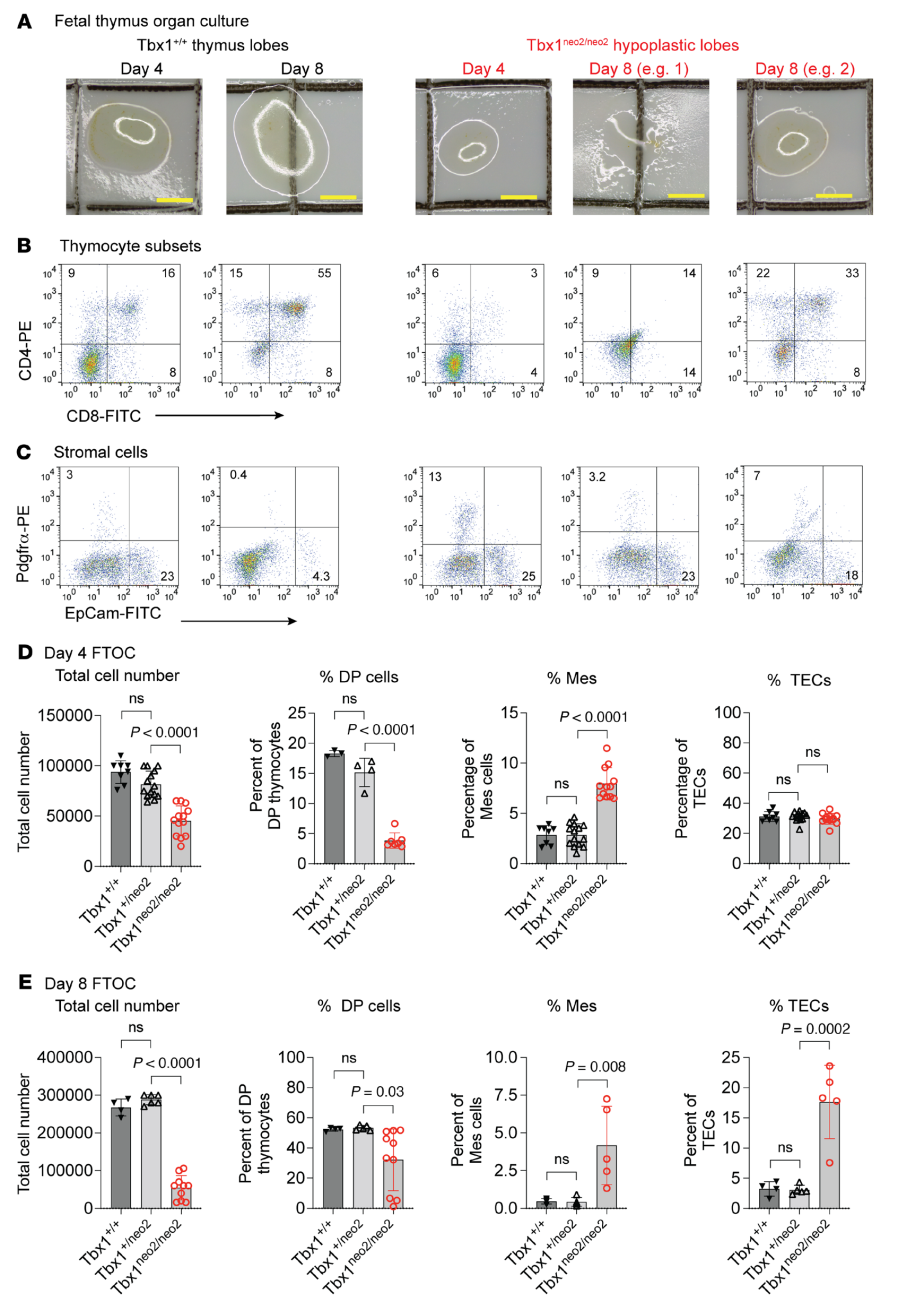
Hypoplastic fetal thymic lobes from 22q11.2DS mouse models have diminished thymopoiesis potential in culture. (**A**) Paired normal-sized (Tbx1^+/+^ or Tbx1^+/neo2^) and hypoplastic (Tbx1^neo2/neo2^) thymic lobes (E13–E13.5) were cultured for 4 days and 8 days. Live cell imaging revealed changes in thymus size, which were limited in the Tbx1^neo2/neo2^ 22q11.2DS mouse model. Scale bars: 1 mm. (**B**) T cell development was assessed by comparing the percentage of DN, DP, and SP thymocytes using electronic gating following antibody staining for surface CD4, CD8, and the TCR-β subunit expression. (**C**) The percentages of mesenchymal cells (Pdgfrα^+^) and TECs (EpCAM^+^) were determined after 4- and 8-day cultures via flow cytometric analyses. (**D**) After 4 and 8 days of FTOC, thymic lobes were processed, and total cell numbers along with the percentages of mesenchymal cells (Mes), TECs, and DP thymocytes were determined. Tbx1^+/+^ (*n* = 8), Tbx1^+/neo2^ (*n* = 14), and Tbx1^neo2/neo2^ (*n* = 12) embryonic thymuses were used. (**E**) Eight days after FTOC, the total cell numbers and percentages of live cells, DP thymocytes, and TECs were determined. Note that by day 8, relatively few Pdgfrα^+^ cells remained due to the differentiation of these cells. Tbx1^+/+^ (*n* = 4), Tbx1^+/neo2^ (*n* = 6), and Tbx1^neo2/neo2^ (*n* = 10) embryonic thymuses were used. Statistically significant differences were established by 1-way ANOVA (Brown-Forsythe and Welch tests).

**Figure 4:**
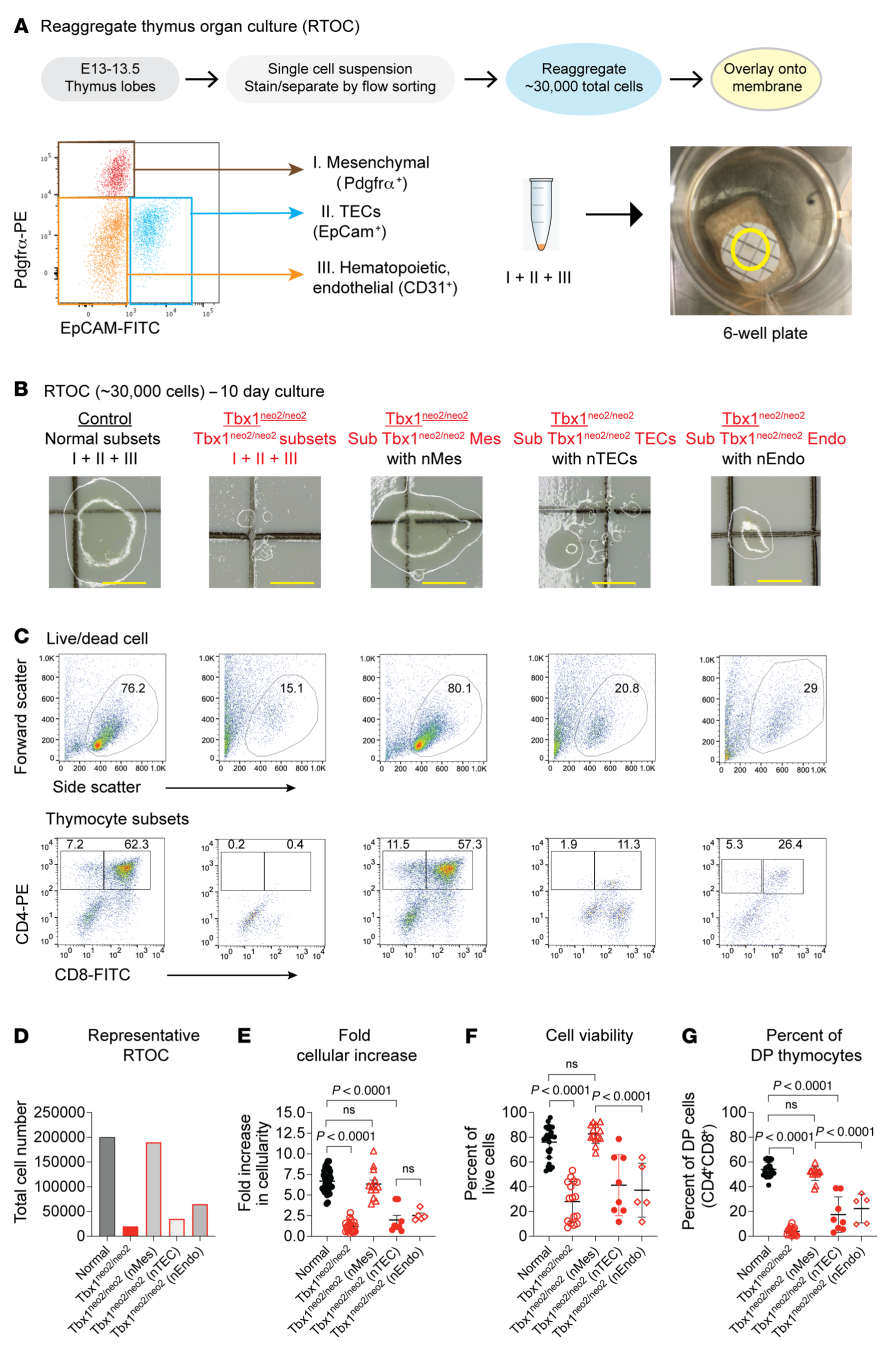
Tissue expansion is restored for hypoplastic thymuses by replacement of Tbx1^neo2/neo2^-derived mesenchymal cells with normal control cells. (**A**) Depiction of RTOC using flow-sorted cells. Single-cell suspensions from E13–E13.5 fetal thymic lobes were prepared, and mesenchymal cells (Pdgfrα^+^), TECs (EpCam^+^) and the remaining unstained cells (Pdgfrα^–^Epcam^–^, which includes ETPs, other hematopoietic cells, and endothelial cells) were sorted by flow cytometry. These 3 subgroups were reaggregated at cell ratios established with control fetal thymuses and placed onto membranes and cultured. A minimum of 30,000 cells/aggregate was needed to sustain RTOC growth with normal cells (Supplemental Figure 5). The aggregates appear as a small dot in the yellow circled area. Endothelial cell replacements required sorting of CD31^+^ cells from the remaining cell subsets prior to reaggregate culturing. (**B**) Live cell imaging was used to visualize RTOCs after 10 days of culturing. The control corresponds to the 3 subgroups of cells from Tbx1^+/+;+/neo2^ thymic lobes. In the first column, control thymuses were a combination of cells from either Tbx1^+/+^ and/or Tbx1^+/neo2^ embryos. In the second column, 22q11.2DS hypoplastic thymuses were from Tbx1^neo2/neo2^ embryos. In the third column, normal mesenchymal cells were used as substitutes for those in the 22q11.2DS tissues (Sub Tbx1^neo2/neo2^ Mes). In columns 4 and 5, normal TECs or endothelial cells were used as substitutes for Tbx1^neo2/neo2^ TECs (Sub Tbx1^neo2/neo2^ TECs) or endothelial cells (Sub Tbx1^neo2/neo2^ Endo), respectively. Scale bars: 1 mm. (**C**) Cell viability (top row) and thymopoiesis (DN to DP and then SP progression, bottom row) are shown for the cells after 10 days of RTOC. (**D**) Cumulative cell numbers are shown for a representative RTOC experiment. (**E**–**G**) The fold increase in cell numbers following 10 days of RTOC along with cell viability and the percentage of DP cells developing over this period. *n* = 37, 28, 13, 8, and 5 experiments per group, respectively, for **E**–**G**. Statistical analyses done with 1-way ANOVA (Brown-Forsythe and Welch tests).

**Figure 5:**
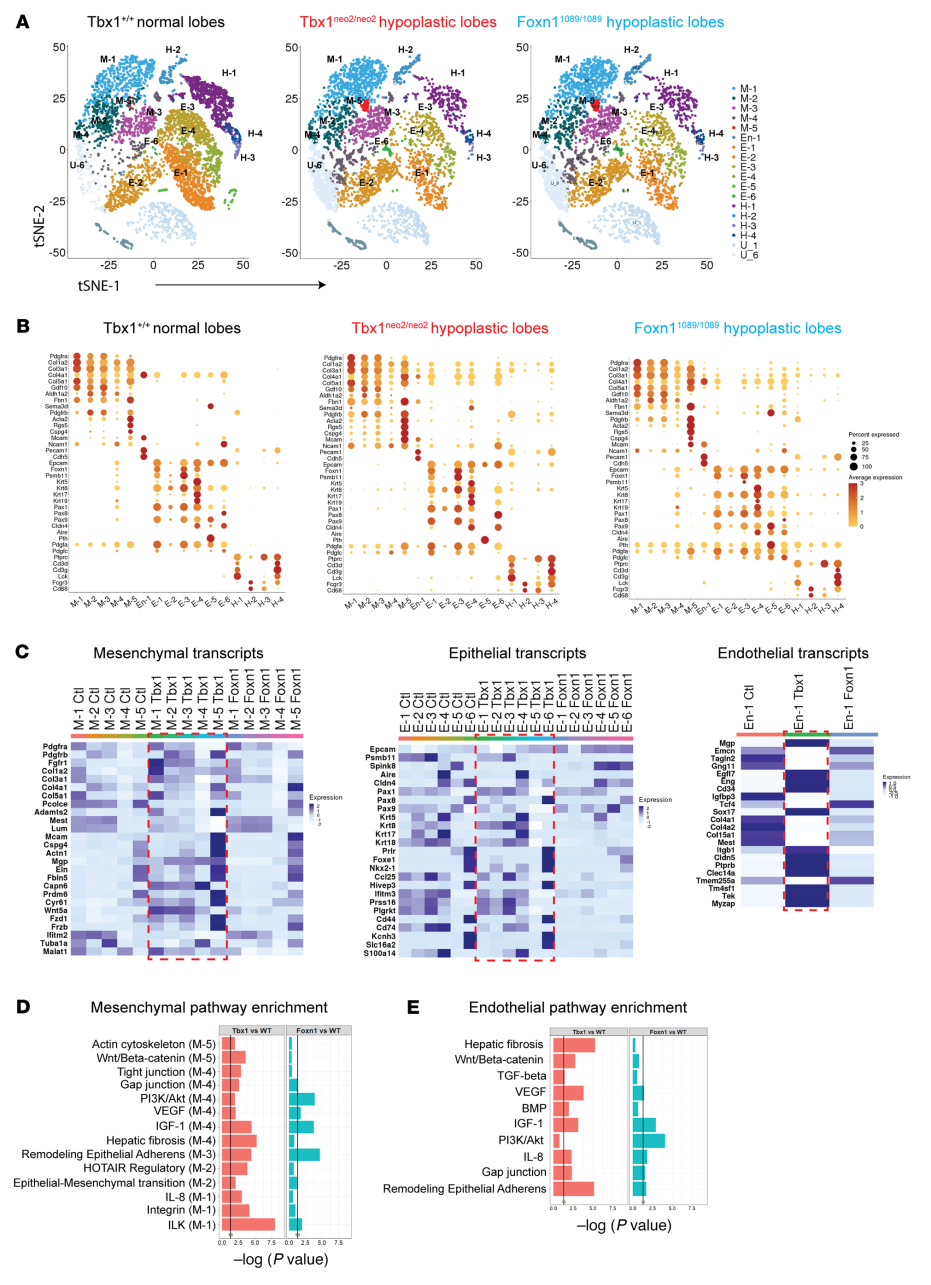
scRNA-Seq reveals distinct transcript levels in mesenchymal cells, TECs, and endothelial cells in embryonic thymuses from control, Tbx1^neo2/neo2^, and Foxn1-mutant mouse models. (**A**) Fetal thymuses, obtained from normal, Tbx1^neo2/neo2^, and Foxn1^1089/1089^ E13–E13.5 embryos, were used for scRNA-Seq. t-Distributed stochastic neighbor embedding (tSNE) plots reveal 17 distinct cell subgroups for all 3 paired thymic lobes (Tbx1^+/+^, Tbx1^neo2/neo2^, and Foxn1^1089/1089^ genotypes), with the relative percentages of these subgroups differing among the 3 genotypes. Five distinct mesenchymal cell clusters (M-1 to M-5), 6 epithelial cell groups (E-1 to E-6), an endothelial cell population (En-1), 4 hematopoietic cell types (H-1 to H-4), a RBC (U-1), and a mitochondrial signature are present in each of the thymuses. The tSNE plot for the Foxn1 hypoplastic lobes (Foxn1^1089/1089^) was generated by changing the total number cells to 6,000. (**B**) Transcripts that defined the cell subsets were compared among the 5 mesenchymal, 6 epithelial, and 4 hematopoietic cell clusters. A dot plot comparison revealed key gene expression differences among the various cell populations. (**C**) Heatmaps show the differential expression of transcripts of biological importance for mesenchymal and epithelial cell clusters along with the 1 endothelial cell cluster, respectively. Regions boxed in red represent the Tbx1^neo2/neo2^ thymus. (**D** and **E**) Pathway enrichment analyses of mesenchymal (**D**) and endothelial (**E**) clusters with DEGs revealed key distinctions between control, Tbx1^neo2/neo2^, and Foxn1^1089/1089^ fetal thymuses.

**Figure 6:**
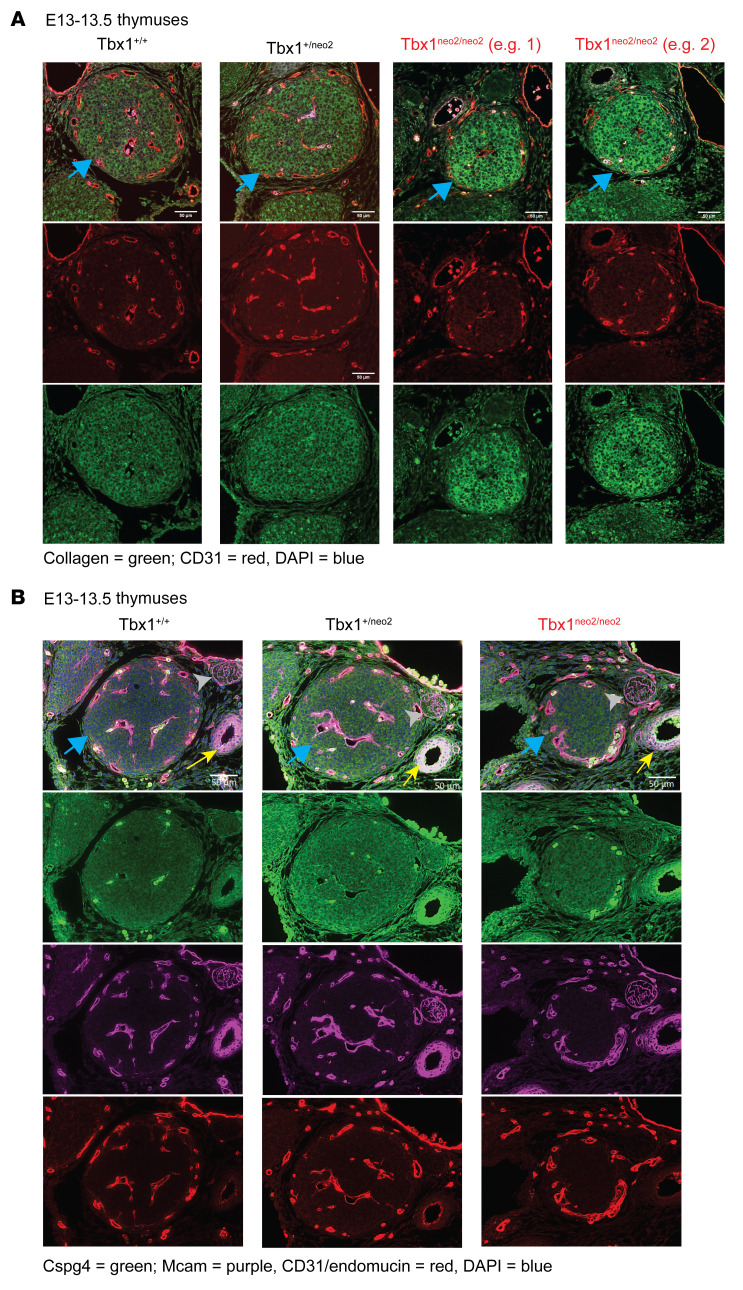
Elevated deposition of collagen is evident in hypoplastic thymuses from Tbx1^neo2/neo2^ embryos. (**A**) E13–13.5 thymuses from the indicated embryos were prepared for IHC. Staining was done with antibodies detecting collagen I (green) and a combination of CD31 and endomucin (red). Sections were prepared from Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ embryonic thymuses. Two different Tbx1^neo2/neo2^ embryos are shown for comparative purposes. The merged image combines the collagen, CD31/endomucin, and DAPI staining (nuclei) stains. Blue arrow points to the thymus. Scale bars: 50 μm. (**B**) IHC was performed on embryos from mice of the Tbx1^+/+^, Tbx1^+/neo2^, and Tbx1^neo2/neo2^ genotypes. Antibodies selective for Cspg4 (green), Mcam (purple), and CD31/endomucin are independently shown along with a merged image comprising all the stains. The blue arrow indicates the thymus, the yellow arrow the carotid artery, and the light gray arrowhead the vagal trunk. Scale bars: 50 μm.

**Figure 7:**
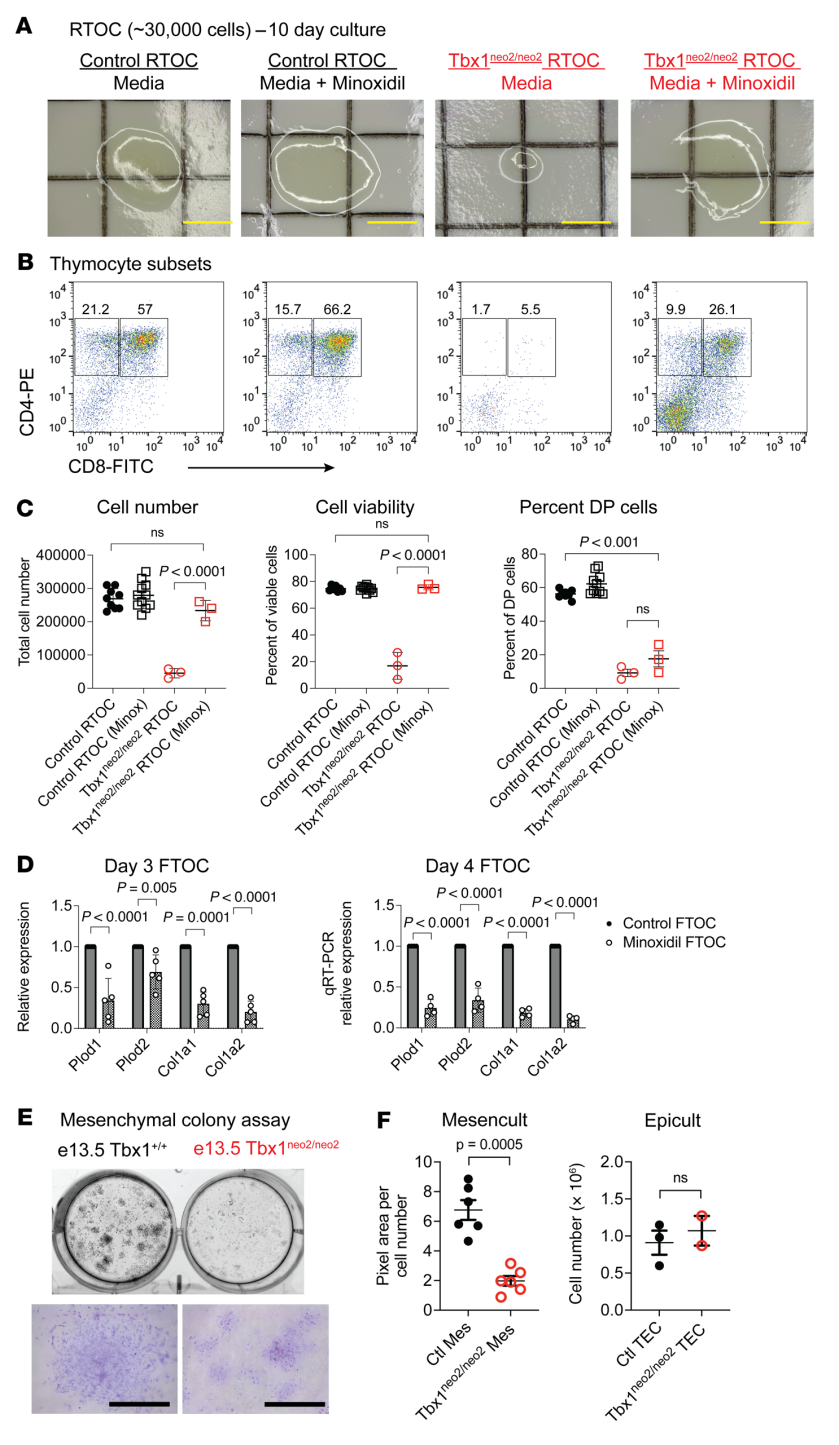
The presence of minoxidil in RTOC cultures restores tissue growth for hypoplastic thymuses. RTOC assays were performed using cell suspensions generated from E13–E13.5 fetal thymic lobes. Cells from either normal or Tbx1^neo2/neo2^ thymuses were reaggregated with equivalent starting clusters of approximately 30,000 cells/group. Cultures were maintained in media alone or supplemented with 3 μM minoxidil. (**A**) Live cell imaging revealed cell expansion after 10 days of culturing. Scale bars: 1 mm. (**B**) Thymopoiesis was compared using antibodies specific for CD4 and CD8. (**C**) Cell numbers, cell viability, and the percentage of DP cells are shown. Note that the number of cells in Tbx1^neo2/neo2^ thymuses was severely limited, as established in Figure 4, B, D, and E. *n* = 10, 10, 3, and 3 for the indicated groups, from left to right, in each panel. Statistical significance was determined by 1-way ANOVA. (**D**) Control FTOCs were grown in the absence or presence of minoxidil. On day 3 and day 4 after culturing, the cells were processed for qRT-PCR using probes detecting 2 *Plod* and 2 *Col1a* genes, along with GAPDH for normalization. Day 3, *n* = 5; day 4, *n* = 4. (**E**) Mesenchymal cells and TECs from E13–E13.5 embryonic thymuses from Tbx1^+/+^ or Tbx1^neo2/neo2^ embryos were flow sorted. Mesenchymal sorted cells were grown in MesenCult differentiation media. After 15 days of culturing, the cells were fixed, and live cell images were obtained. The well was from a 6-well tissue culture plate. Bottom image: A representative cluster of cells was imaged following crystal violet staining. Scale bars: 1 mm. (**F**) Total number of pixels in the images in **E** in conjunction with 5 additional independent experiments were calculated. These values were divided by the total number of mesenchymal cells seeded in each experiment and plotted as pixel area divided by the total cell number. This was compared with TECs grown in EpiCult. These cells were enumerated by cell counting, as shown. Statistical significance was determined by Student’s *t* test.

**Table 1:**
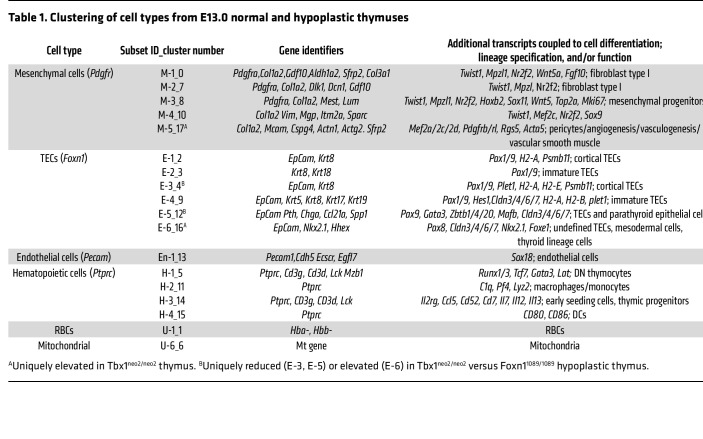
Clustering of cell types from E13.0 normal and hypoplastic thymuses

**Table 2:**
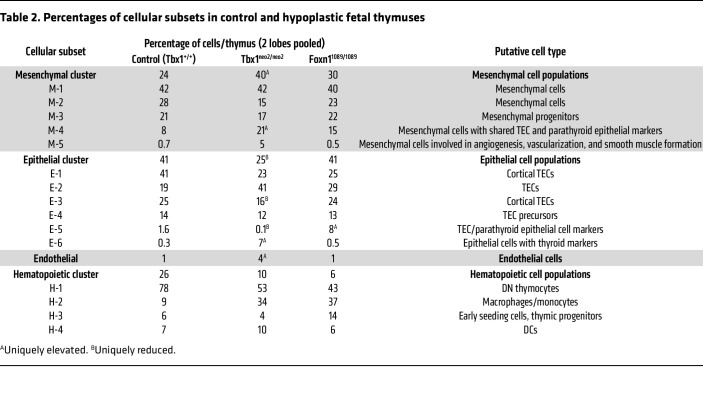
Percentages of cellular subsets in control and hypoplastic fetal thymuses

# Supplementary material for: Mesenchymal cell replacement corrects thymic hypoplasia in murine models of 22q11.2 deletion syndrome
**Source:** J Clin Invest. 2022 Nov 15;132(22):e160101. doi: 10.1172/JCI160101
**Supplement:** Supplemental data

## Supplementary Materials

### Methods

*Flow cytometry and Fetal Thymic Organ Culture.* Fetal thymic lobes were isolated between e13-13.5 gestational age under a dissecting microscope using fine forceps. Paired thymic lobes were placed atop Millipore nitrocellulose filters (0.45  $\mu\text{m}$  thick, 13 mm diameter) resting on a sterilized foam sponge (2 mm thick) in a 6-well tissue culture plate (60 mm diameter). The foam sponge is soaked in 2 ml of thymic organ culture (TOC) media (RPMI-1640 media supplemented with 20% FCS, 100 U/ml penicillin, 100  $\mu\text{g}/\text{ml}$  streptomycin, 50  $\mu\text{M}$  2-mercaptoethanol, 4 mM L-Glutamine, 10 mM HEPES, 1 mM nonessential amino acids, and 1 mM sodium pyruvate). FTOC was continued for 4 and 8 days at 37°C with 7.5%  $\text{CO}_2$  (1). After 4- and 8-days organ culture, thymic lobes were harvested individually in PBS ( $\text{Ca}^{2+}$  and  $\text{Mg}^{2+}$  free) supplemented with 2% FCS, dispersed by gently squishing/pipetting to make single cell suspensions. Cells were counted using a hemacytometer and stained for flow cytometry analysis with the following antibodies: CD8-FITC, CD4-PE and TCR $\beta$ -PerCP-Cy5.5 and CD69-APC. For DN profiling, single cell suspensions were stained with CD44-APC and CD25-FITC along with CD8-PE, CD4-PE, B220-PE, NK1.1-PE, gd TCR-PE, CD11b-PE, CD11c-PE, CD19-PE, Ter-119-PE and CD45-PerCP-Cy5.5. The PE channel was used as a dump channel to enable a characterization of true DN thymocytes. Samples were analyzed on a FACS Caliber (BD Bioscience), and data was analyzed via FlowJo (Tree Star Inc.)

*Single cell RNA sequencing information and data analysis.* Cell Ranger 3.0.0 (10X Genomics) was used to process the raw sequencing data. BCL files were converted to FASTQ files and aligned to mouse (mm10) reference genome. Transcript counts of each cell were quantified using UMI and valid cell barcode. The gene expression matrix from cell ranger was used as input to Seurat R package (v3.0.0) for the downstream analysis (2). Cells with less than 200 genes per cell and very high mitochondrial gene content were filtered out. 

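Of the deposited barcodes, 245, 33 and 419 of the control, Tbx1 neo2/neo2 and Foxn11089/1089 libraries had fewer than 200 genes. The paper's methods and supplement, searched for a mitochondrial limit, give none, and 20% was used. With no such limit, 6165, 5726 and 12028 cells were kept, and a limit of 10% left out a further 96, 419 and 302.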

Global-scaling normalization method “Log Normalize” was used for normalization. Subset of genes exhibiting high variation across the single cells was determined. The highly variable genes were calculated using “FindVariableFeatures” module in Seurat. Here average expression and dispersion per gene is calculated and features are divided into bins to get z-scores for dispersion per bin. “FindIntegrationAnchors” and “Integrate module” in Seurat was used to find anchors and “integrate 3” Seurat objects corresponding to normal fetal thymus (Tbx1<sup>+/+</sup>) 22q hypoplastic lobes (Tbx1<sup>neo2/neo2</sup>) and Foxn1 hypoplastic lobes (Foxn1 1089/1089). 

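Integration changes the clusters but not the UMI counts, which were summed per class as deposited. Without it, clusters split by library, as in an epithelial cluster of 1730 control cells with 2 of the library labelled Tbx1 neo2/neo2 and 0 of the Foxn11089/1089 library, and a mesenchymal cluster of 1284 control cells with none of the others.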

Seurat integrated analysis was performed across samples at different biological conditions. Data was then scaled, and dimensional reduction was performed with principal component analysis. Seurat integrated analysis was performed across samples at different biological conditions. For the sample, a Shared Nearest Neighbor (SNN) Graph was constructed with “FindNeighbors” module in Seurat by determining the k-nearest neighbors of each cell. The clusters were then identified by optimizing SNN modularity using the “FindClusters” module. This allowed for a sensitive detection of rare cell types. We obtained 18 clusters with a resolution of 0.3. TSNE plot was generated using the DimPlot module in Seurat. Each cluster was compared to all other clusters using Wilcoxon Rank Sum test to test for significant differentially expressed genes. The genes identified as relatively overexpressed in a cluster as compared to all other cells were termed as “markers”. Clusters were named based on gene markers specific to various cell types.

Differential gene expression testing was performed using “FindMarkers” module in Seurat between normal fetal thymus (Tbx1<sup>+/+</sup>), 22q.11.2DS hypoplastic lobes (Tbx1<sup>neo2/neo2</sup>) and

Foxn1 hypoplastic lobes (Foxn1<sup>1089/1089</sup>) for all cell types. To observe the changes in gene expression values, VlnPlot module of Seurat was used to generate violin plots for top differentially expressed genes in mesenchymal and epithelial cell types. Pathway analysis of the top differentially expressed genes with p-value < 0.01 was performed using Ingenuity pathway analysis (IPA) software (QIAGEN, Redwood City, [www.qiagen.com/ingenuity](http://www.qiagen.com/ingenuity) and <https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/>). Trajectory analysis was performed using monocle2 (3). Monocle defines pseudo time as the progress of cell with respect to changes in cell's transcriptional state. We used Monocle single cell trajectory analysis algorithm to learn the trajectory of cells. Briefly, differentially expressed genes between mesenchymal subtypes in normal fetal thymus, (Tbx1<sup>+/+</sup>), 22q11.2DS hypoplastic lobes (Tbx1<sup>neo2/neo2</sup>) and Foxn1 hypoplastic lobes (Foxn1<sup>1089/1089</sup>) were selected and reverse graph embedding algorithm was used to reduce the dimension of data. Next the cells were ordered to learn the trajectory describing changes in the transcriptional state from root node to branch leaves. Genes changing as function of pseudo time were plotted using module plot\_genes\_in\_pseudotime. Genes showing similar trends in pseudo time were clustered using plot\_pseudotime-heatmap module. The scRNA-seq dataset has been deposited in the Gene Expression Omnibus database (GEO accession 170686)

Reagents and supplies are listed in Table S5

## Supplemental Figure Legends

**Supplemental Fig. 1. Embryos from the Df1/+ mouse model of 22q11.2DS exhibit an infrequent hypoplasia of the thymus.** (A) The Df1/+ mouse line lacks a 1 Mb deletion on murine chromosome 16, orthologous to human 22q11.2. Several of the key genes haploinsufficient in this line responsible for the diverse phenotypes of 22q11.2DS include *Tbx1*, *Dgcr8*, and miR-185, as indicated in the map of this chromosomal region. This contrasts the *Tbx1*<sup>+/neo2</sup> line, wherein a neomycin was inserted in the opposite orientation within intron 5 of *Tbx1*, resulting in a selective targeting of *Tbx1*. (B) Live cell imaging was used on the cardiothoracic regions of an e16.5 Df1/+ embryo to reveal the thymic lobes. A hypoplastic lobe from the right side of the mouse and an adjoining normal sized lobe were found in several embryos, consistent with prior reports.

A

Df1/+murine  
chromosome 16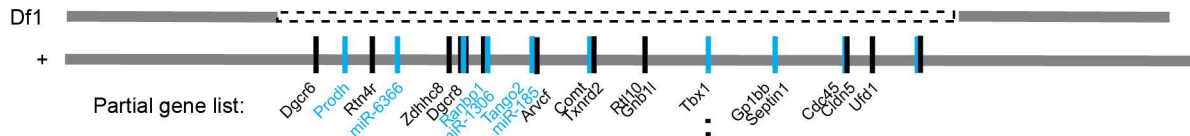Tbx1murine  
chromosome 16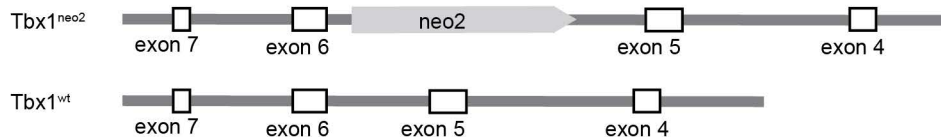

B

Thoracic region above the heart

e16.5 Df1/+

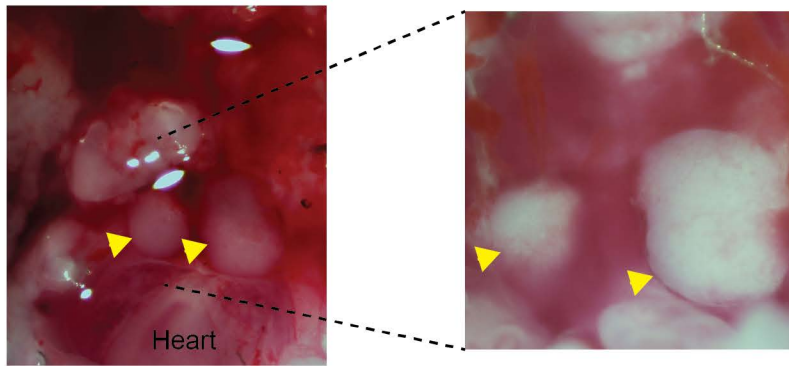

**Supplemental Fig. 2. Human thymuses from 22q11.2DS patients have variable sizes while most retain normal T cell development.** (A) Thymus tissue was obtained from children undergoing restorative cardiothoracic surgeries. The total size of the tissue was approximated based on surgical information, and a diagnosis of 22q11.2DS was subsequently established by genetic testing of the patients using either FISH or microarray. (B) Thymus tissue sections were prepared and processed for IHC. Antibodies against cytokeratin, EpCAM, CDR2 along with DAPI staining was used to visualize the indicated proteins. Merge represents an overall of the various fluorochromes. (C) T cell development was assessed by comparing the percentage of DN, DP, and mature SP subsets ( $CD4^+CD8^-$  and  $CD4^-CD8^+$ ). These subsets were distinguished by electronic gating after staining with antibodies selective for the human CD4 and CD8 cell surface proteins. The results are representative of 5 normal, 6 hypoplastic, and 3 aplastic tissues.

# A

## Human Thymuses

Normal

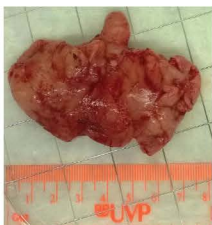Pt. 1  
22q11.2DS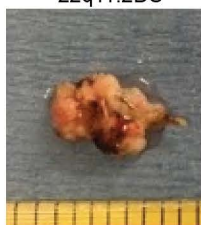Pt. 2  
22q11.2DS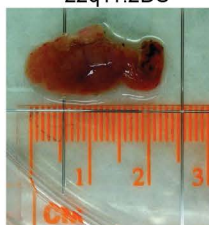

# B

Cytokeratin 8      Epcam      CDR2      DAPI      merge

Normal 22

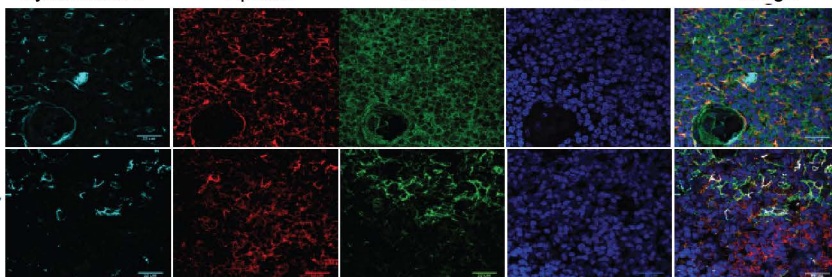Pt. 17  
22q11.2DS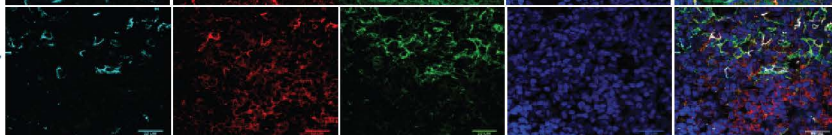Pt. 1  
22q11.2DS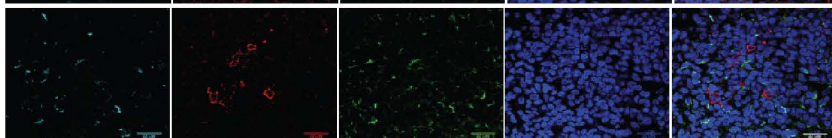Pt. 2  
22q11.2DS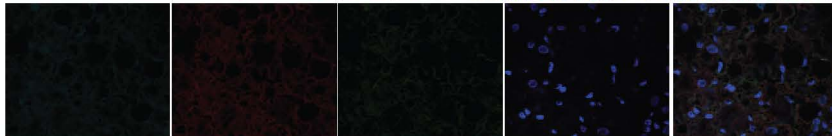

# C

Normal 22

Pt. 1  
22q11.2DSPt. 2  
22q11.2DS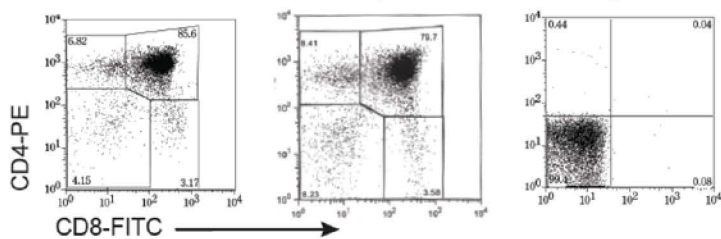

**Supplemental Fig. 3. Cells from  $Tbx1^{neo2/neo2}$  hypoplastic lobes have a similar small degree of cell death and proliferation.** (A) Thymus lobes from the indicated genotypes were processed and the percent of cell death (7-AAD<sup>+</sup>Annexin<sup>+</sup>) and cell proliferation (Ki67<sup>+</sup>) for mesenchymal cells (Mes), TECs and/or thymocytes is shown ( $Tbx1^{+/+}$ ,  $Tbx1^{+/neo2}$ ,  $Tbx1^{neo2/neo2}$ ; n= 8, 14, 12, respectively). Statistically significant differences were established by ordinary one-way ANOVA.

Day 4 FTOC

% Mes cell death

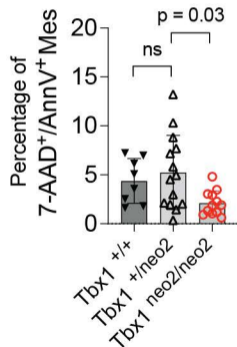

% TEC cell death

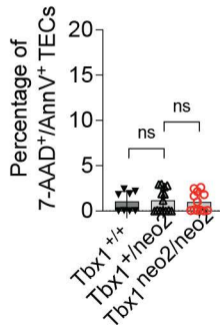

% TEC growth

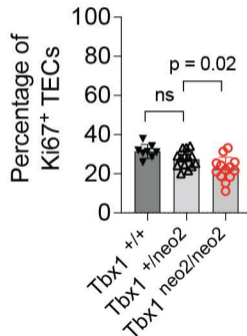

% thymocyte growth

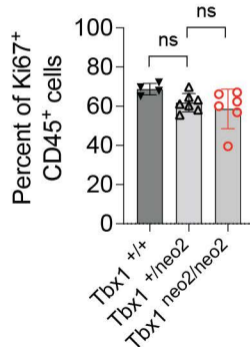

**Supplemental Fig. 4. Normal thymus lobes placed around  $Tbx1^{neo2/neo2}$  hypoplastic lobes fail to enable tissue expansion to the small tissues.** (A) Paired e13-13.5 thymus lobes isolated from  $Tbx1^{+/+}$  and  $Tbx1^{neo2/neo2}$  embryos are placed onto 0.45  $\mu\text{m}$  filters positioned on top of gel foam pads. In the 3<sup>rd</sup> column, a paired hypoplastic lobe is surrounded by 4 pairs of normal lobes. Column 4 reveals control paired thymus lobes surrounded by an additional 4 pairs of normal lobes. After 8- days of culture, live cell imaging reveals the changes in the lobes. The width of each rectangle on the grid is 3 mm, with the yellow bar = 1 mm. (B-D) Single cell suspensions from the centrally paired lobes are enumerated and assessed by flow cytometry. (B) The percentage of viable cells within the live cell gate is determined by forward (FSC) and side scatter (SSC) profiles using electronic gating. The boxed area represents the live cell gate. Results shown are representative of 6 independent experiments wherein the  $Tbx1^{neo2/neo2}$  lobes dispersed and most cells died. (C) Flow cytometric analyses was performed on the cells isolated for thymocyte analyses. Antibodies against CD4, CD8, and the TCR beta subunit were used to assess thymocyte progression from the DN to DP and SP subsets. (D) The cell number per centrally located paired lobe is calculated. (Normal lobes, normal surround 4 N, and 22q11.2 hypo lobes around 4 normal; n = 4 independent experiments). Statistically significant differences were established by one-way ANOVA (Brown-Forsythe and Welch tests).

**A** Fetal thymic organ culture

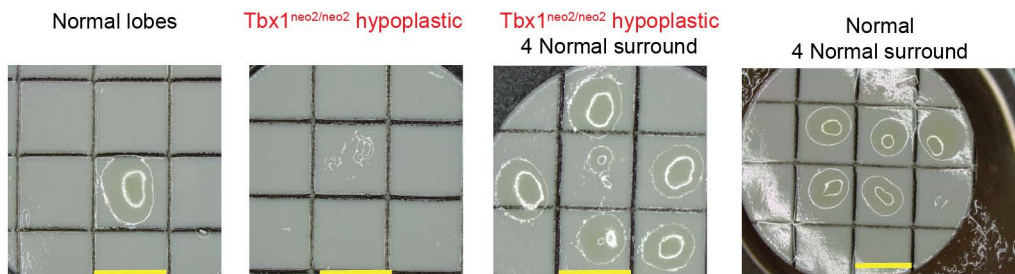

**B** Live/dead cell

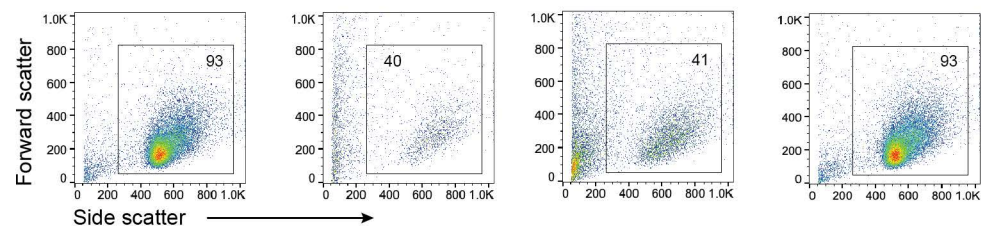

**C** Thymocyte subsets

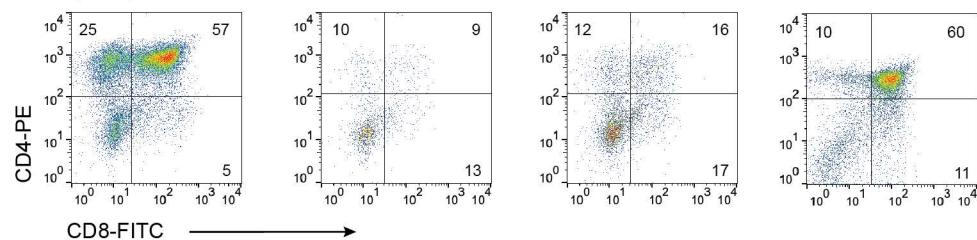

**D** Cell number per central paired lobes

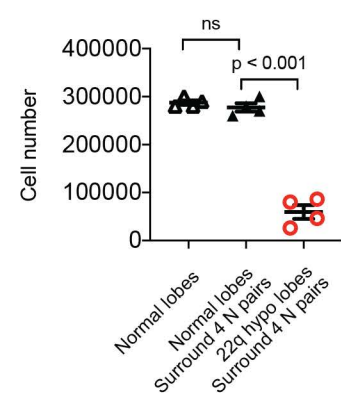

**Supplemental Fig. 5. Reaggregate fetal thymic organ cultures require a minimum number of cells to support thymopoiesis.** (A) Fetal thymic lobes were isolated from e13.0-13.5 embryos from timed pregnant C57Bl/6 mice. A pool of 8-12 lobes was digested with trypsin to generate a single cell suspension. The cells were stained with antibodies specific for mesenchymal cells (Pdgfra-PE) and thymus epithelial cells (EpCAM-FITC). As illustrated in Fig. 4A, the sorted Mes and TECs were pooled with the remaining Pdgfra<sup>+</sup>EpCam<sup>+</sup> cell populations (ETPs and other hematopoietic cells and endothelial cells), maintaining the correct cell ratios as established with control thymuses. The total number of cells increased from 13700, 27400, 58400, and 109600 cells per aggregate. These were overlaid onto the filters, and RTOC continued for 10-days in culture. Live cell images are shown for the reaggregate cultures. In the images shown, the width of the yellow bar is 1 mm, with the entire boxed region measuring 3 mm. (B-C) Single cell suspensions were generated, and the cells analyzed by (B) live/dead cell gating and (C) cell surface staining of the CD4 and CD8 coreceptor molecules to determine the percentages of each of the thymocyte subsets (DN, DP, SP).

A

FTOC  
(9 day culture)Control reggregate fetal thymic organ culture  
(9 day culture)

2 lobes

13,700 cells

27,400 cells

58,400 cells

109,600 cells

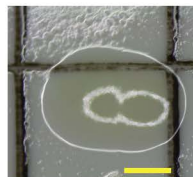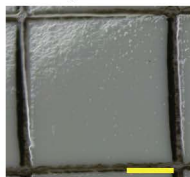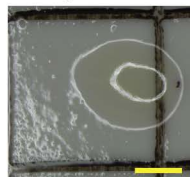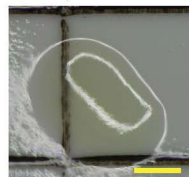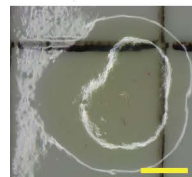

B

Live cell gate

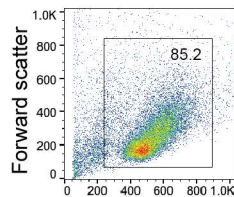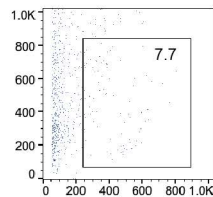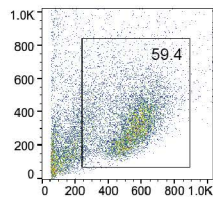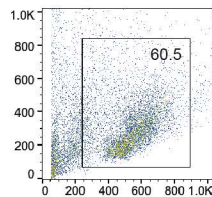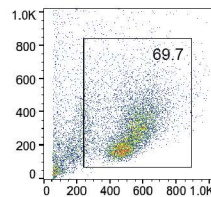

Side scatter

C

Thymocyte subsets

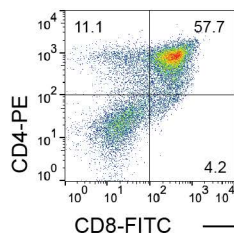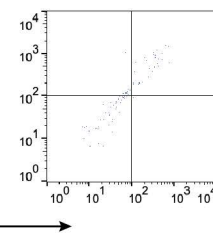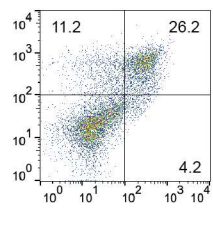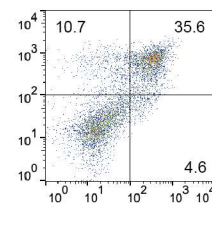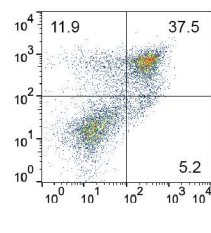

CD8-FITC

**Supplemental Figure 6. Tbx1<sup>neo2/neo2</sup>-derived mesenchymal cells do not negatively impact normal reaggregate thymus organ cultures.** (A). Live cell imaging was used to visualize RTOCs after 10-days of culture. Control corresponds to the 3 subgroups of cells from Tbx1<sup>+/+;+/neo2</sup> thymus lobes. In the first column, control thymuses are a combination of cells from either Tbx1<sup>+/+</sup> and/or Tbx1<sup>+/neo2</sup> embryos. In the second column, 22q11.2DS hypoplastic thymuses were from Tbx1<sup>neo2/neo2</sup> embryos. In the third column, Tbx1<sup>neo2/neo2</sup> embryonic thymus sourced mesenchymal cells were used as substitutes for those in normal tissues (Sub normal Mes). Yellow bar = 1 mm. (B) Cell viability (upper row) and (C) thymopoiesis (DN to DP and then SP progression, lower row) were shown for the cells after 10-days of RTOC. (D) Cumulative cell numbers are shown for a representative RTOC experiment. (E-G) The fold increase in cell number is shown following 10-days of RTOC along with the cell viability and percentage of DP cells developing over this period. The number of independent experiments per group include Tbx1<sup>+/+;+/neo2</sup> controls (n =17), Tbx1<sup>neo2/neo2</sup> (n = 16), and Tbx1<sup>neo2/neo2</sup> reconstituted normal (n =4). Statistical analyses done with One-Way ANOVA.

A

RTOC (~30,000 cells) - 10 day culture

Control  
Normal subsets  
I + II + III

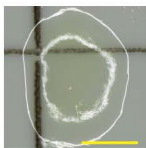

Tbx1<sup>neo2/neo2</sup>  
**Tbx1<sup>neo2/neo2</sup> subsets**  
I + II + III

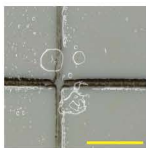

Control  
Sub normal Mes  
with Tbx1<sup>neo2/neo2</sup> Mes (I)

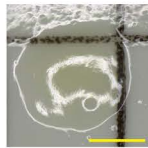

B

Live/dead cell

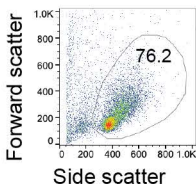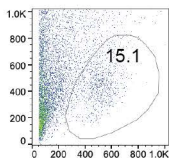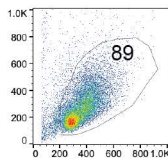

C

Thymocyte subsets

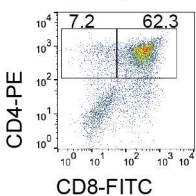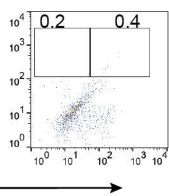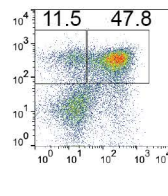

D

Representative  
RTOC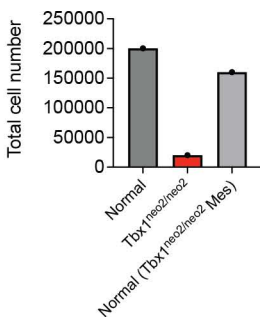

E

Fold  
cellular increase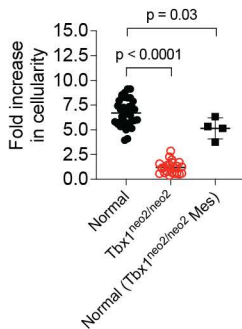

F

Cell viability

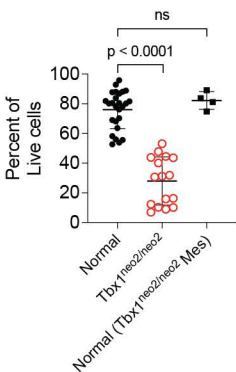

G

Percent of  
DP thymocytes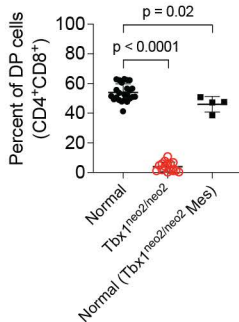

**Supplemental Fig. 7. Hypoplastic embryonic thymuses from *Foxn1* knock-in mice are blocked in early T cell development with a significant reduction in early thymus progenitors.**

(A) Timed pregnancies were established by intercrossing *Foxn1*<sup>wt/1089</sup> heterozygous mice. Embryos from pregnant dams were isolated at e13-13.5. The cardiothoracic regions were accessed, and live cell images of the thymic lobes taken. Those from the *Foxn1*<sup>1089/1089</sup> genotype are hypoplastic relative to controls (*Foxn1*<sup>+/+</sup> and *Foxn1*<sup>+/1089</sup>). Bar is 1 mm. (B-C) Flow cytometric analyses of single cell suspensions reveal the percentage of (B) mesenchymal (Pdgfra<sup>+</sup>) and epithelial cells (EpCam<sup>+</sup>), and (C) early thymus progenitors (ETPs), shown with the co-expression of CD117 (c-kit) and CD45. Included in this data set are the results from **Fig. 2**, co-presented here for comparative purposes. (D) The total thymus cell number and percentages of mesenchymal, epithelial, and early thymocyte progenitors (ETPs) are shown following with an analysis of *Tbx1*<sup>+/+</sup> (n = 17), *Tbx1*<sup>+/neo2</sup> (n = 32), *Tbx1*<sup>neo2/+</sup> (n = 28), *Foxn1*<sup>+/1089</sup> (n = 28) and *Foxn1*<sup>1089/1089</sup> genotyped embryos (n = 7). Some of the subset staining assays used fewer n values, as shown. Statistically significant differences were established by one-way ANOVA (Brown-Forsythe and Welch tests).

**A**

E13-13.5 embryos  
Normal  
(*Foxn1*<sup>+/+; +/-1089</sup>)

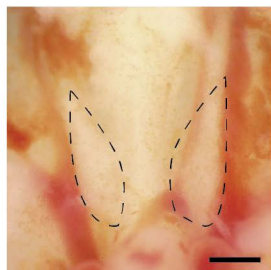

Hypoplastic #1  
(*Foxn1*<sup>1089/1089</sup>)

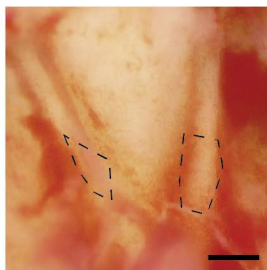**B**

Mesenchymal & epithelial cells

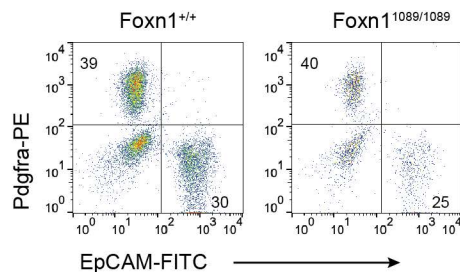**C**

Thymic progenitors

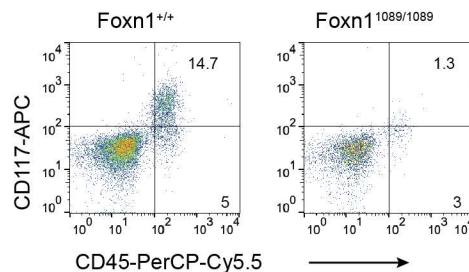**D**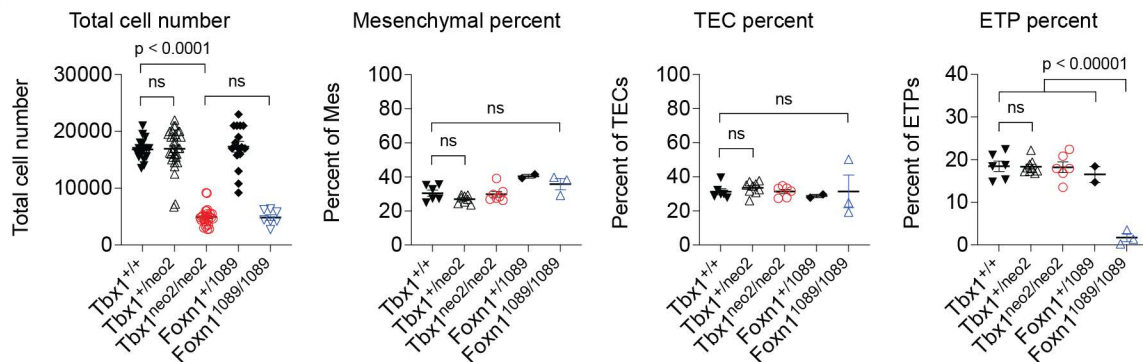

**Supplemental Fig. 8. Mesenchymal cell transcript alterations in  $Tbx1^{neo2/neo2}$  embryonic thymuses.** Single cell RNA sequencing reveals distinct transcript levels in the 5 mesenchymal cell subsets derived from embryonic thymuses from the control,  $Tbx1^{neo2/neo2}$  and  $Foxn1^{1089/1089}$  lines, displayed as violin plots. Expression level is shown on the y-axis.

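By size alone, among 10802 mesenchymal genes, the highest log2 ratios of the library labelled Tbx1 neo2/neo2 over the control were those of *Col9a3* (4.36), *1500015O10Rik* (4.01), *Mecom* (3.71), *Frzb* (3.71) and *Hoxa5* (3.59). The lowest were those of *Gm42418* (-5.37), *Hba-x* (-4.33), *Hist1h1a*, *Hist1h3e* (-3.99) and *AY036118* (-3.95), and *Tbx1* was not lower in the library labelled Tbx1 neo2/neo2. For the Foxn11089/1089 library over the control the highest were *Hbb-bs* (4.62), *Pth* (3.71), *Gm10073* (3.27), *Hbb-bt* (3.26) and *Crym* (3.06), of which the hemoglobin genes and *Pth* mark other cell types.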

## Mesenchymal cell differences

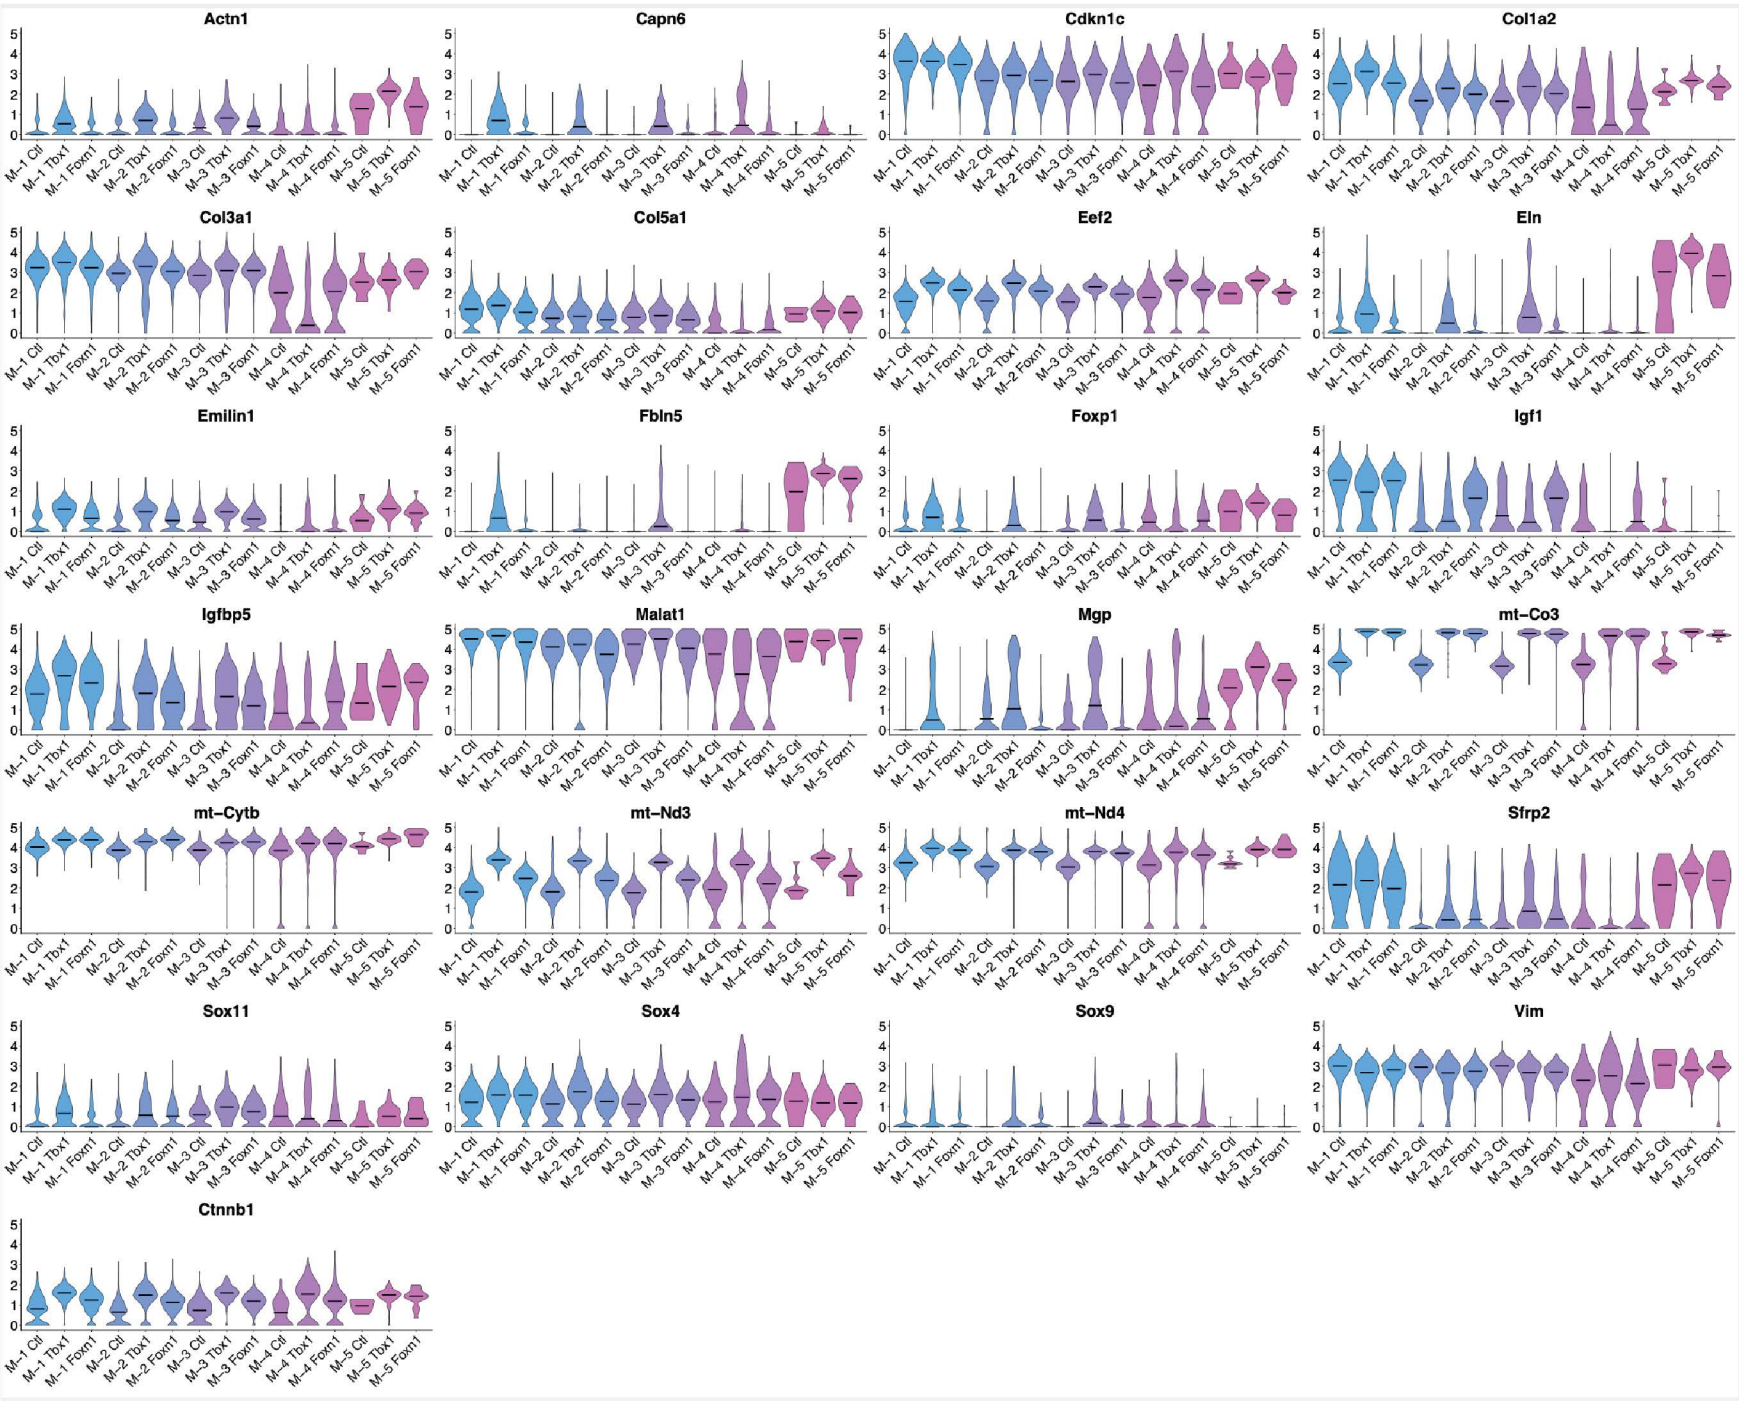

**Supplemental Fig. 9. Small thymuses from the Df1/+ mouse model of 22q11.2DS exhibit a distinct RNA signature compared to normal sized thymuses.** (A) Quantitative RT-PCR used to assess the levels of several genes previously reported critical for T cell development. This was done using paired left and right sided lobes from the indicated mice. This was done because some asymmetric development of the two lobes from the same embryo has been reported elsewhere. (B) RNA was prepared from e16.5 fetal thymuses derived from control and Df1/+ mice. RNA Sequencing was used to compare the transcriptomes of these cellular subsets. A heat map was used to indicate the up- (red) and down- (green) regulated genes from the indicated lobes. In the case of the Df1/+ embryo, a hypoplastic lobe and a paired normal sized lobe were compared. Transcripts comprising the genes haploinsufficient due to the chromosome 16 deletion were compared. On the right heat map are the differentially expressed genes uniquely identified in the hypoplastic lobe.

A

qRT-PCR of key genes in e16.5 control and Df1/+ thymuses

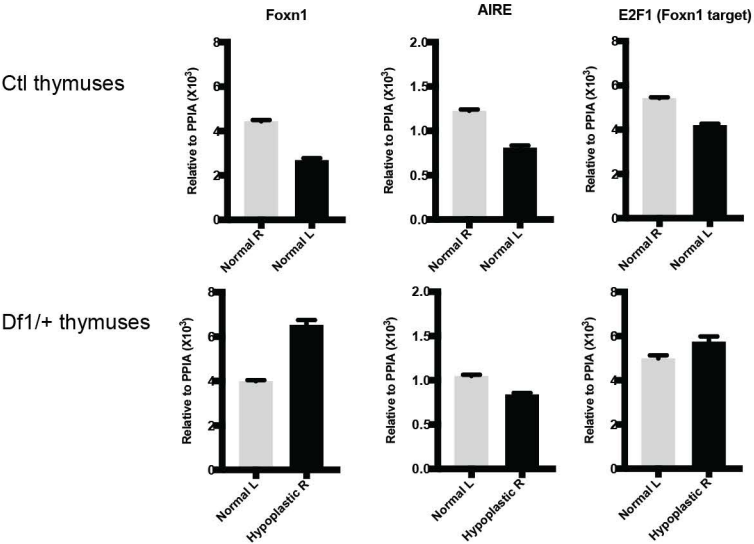

B

Transcript differences in e16.5 control and Df1/+ thymuses

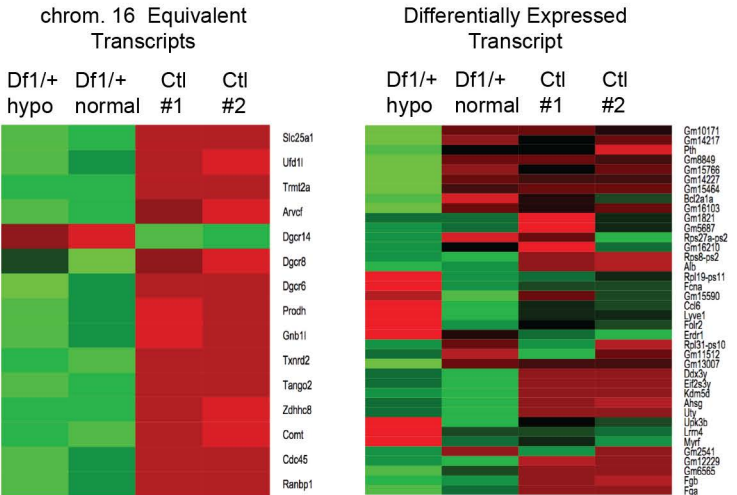

**Supplemental Fig. 10. Epithelial cell transcript alterations in  $Tbx1^{neo2/neo2}$  embryonic thymuses.** Single cell RNA sequencing reveals distinct transcript levels in the 6 epithelial cell subsets derived from embryonic thymuses from the control,  $Tbx1^{neo2/neo2}$  and  $Foxn1^{1089/1089}$  lines, displayed as violin plots. Expression level is shown on the y-axis.

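By size alone, among 11581 epithelial genes, the highest log2 ratios of the library labelled Tbx1 neo2/neo2 over the control were those of *Mecom* (4.32), *Foxa1* (3.98), *Pmp22* (3.85), *Dusp2* (3.58) and *Asgr1* (3.50). The lowest were those of *Gm42418* (-5.02), *Hist1h3e* (-4.48), *Hba-x* (-4.24), *Lars2* (-3.71) and *Hist1h1a* (-3.68), with *Tbx1* not lower. For the Foxn11089/1089 library, among 11577 genes, the highest were *Hbb-y* (5.65), *Gcm2* (4.54), *Vdr* (4.43), *Myl1* (4.42) and *Trh* (4.39) and the lowest included *Tbata* (-6.25), *Gm42418* (-5.22) and *Ppp1r27* (-4.99).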

## Epithelial cell differences

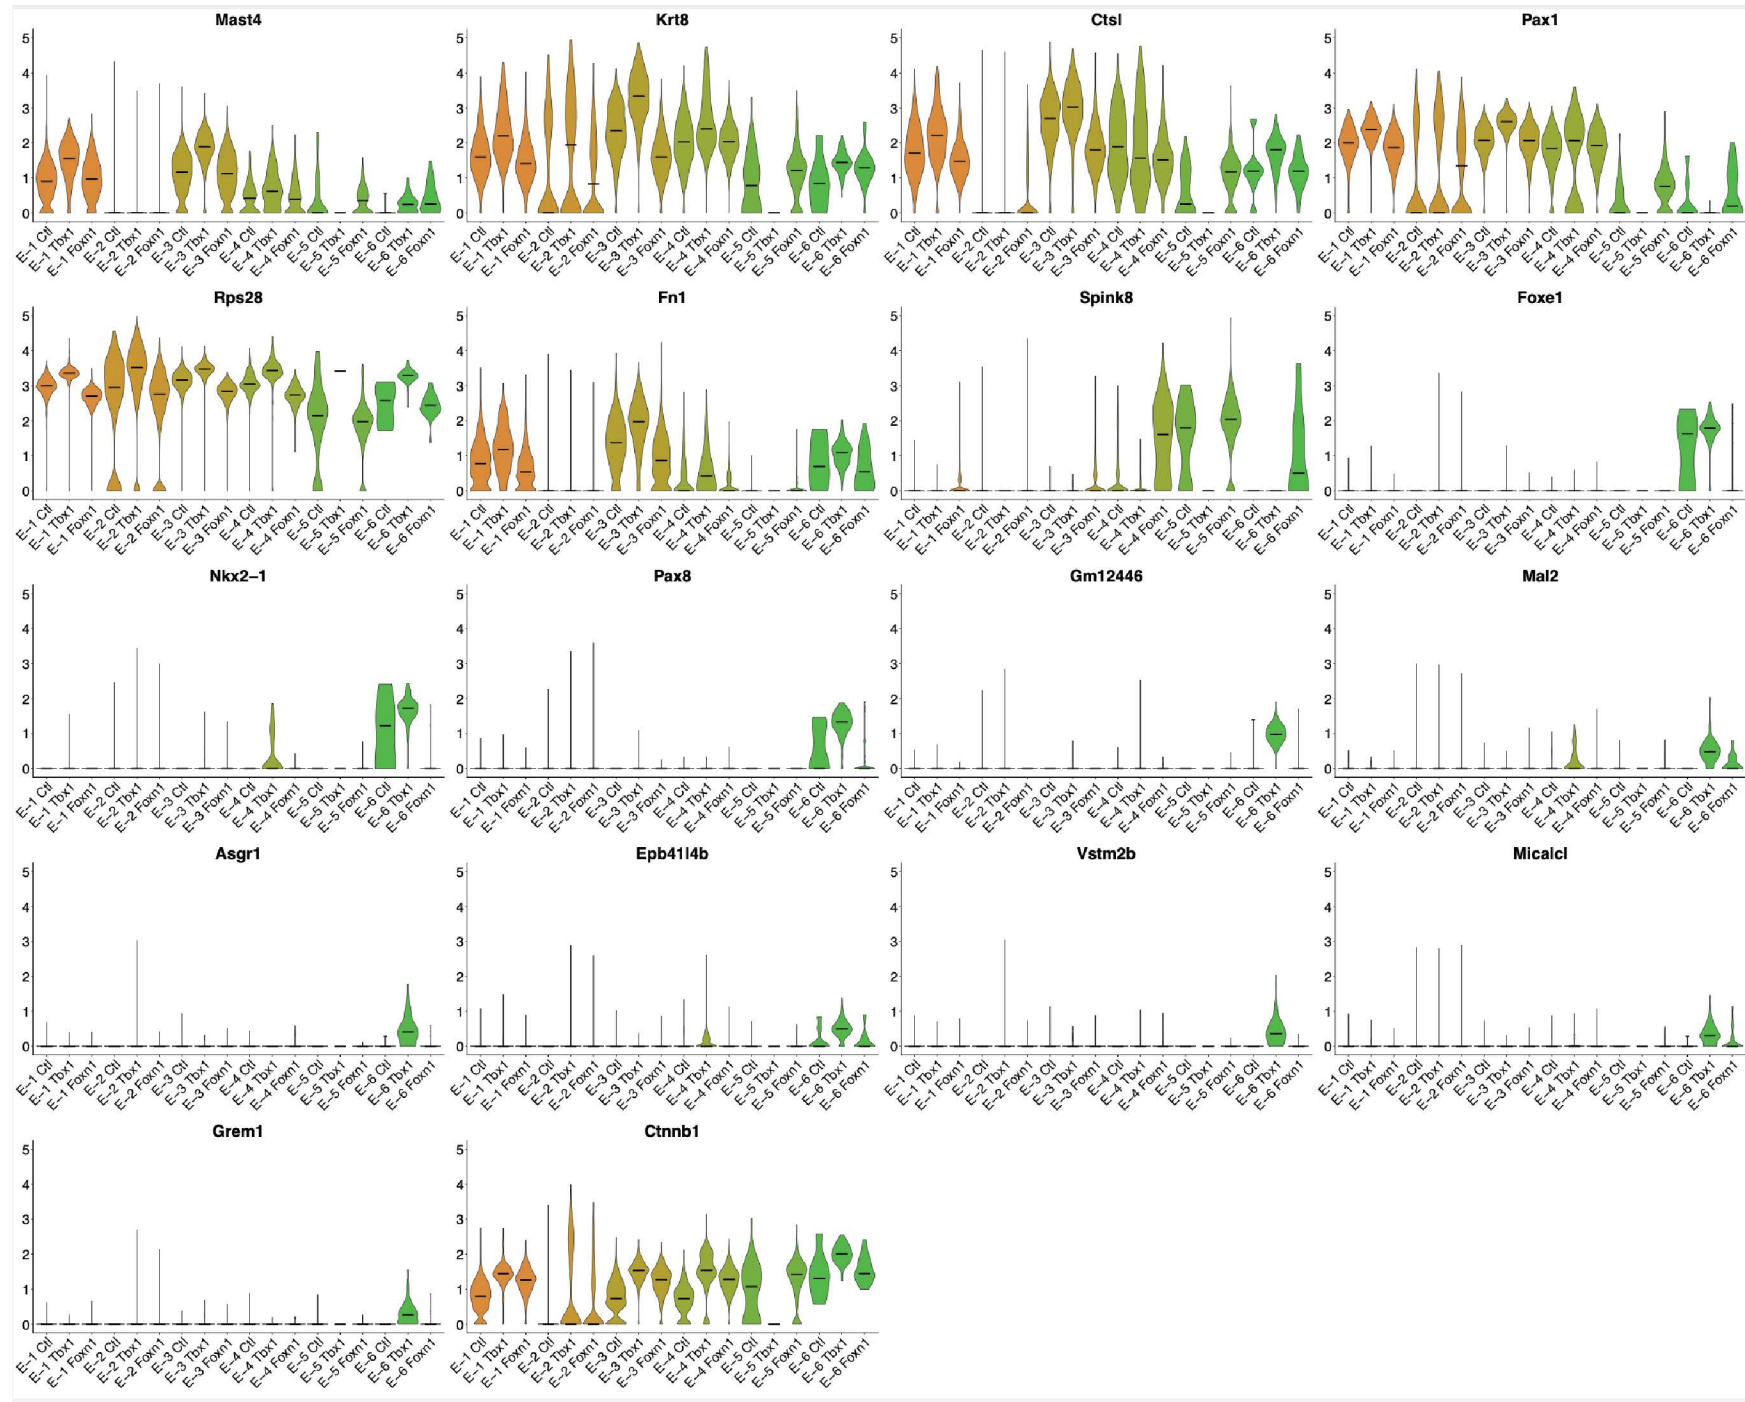

**Supplemental Fig. 11. Endothelial cell transcript alterations in  $Tbx1^{neo2/neo2}$  embryonic thymuses.** Single cell RNA sequencing reveals distinct transcript levels in the one endothelial cell subset identified in each of the control,  $Tbx1^{neo2/neo2}$  and  $Foxn1^{1089/1089}$  thymuses. Violin plots were used to reveal the expression level differences. Expression level is shown on the y-axis.

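Among 3415 endothelial genes ranked by size, *Tsc22d1* (3.35), *Stmn2* (3.27) and *Fn1* (3.06) were among the 5 highest log2 ratios over the control of the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower. The lowest were *Nts* (-3.93), *Hbb-bh1* (-3.71), *Gm42418* (-3.58), *AY036118* (-3.28) and *Hist1h1b* (-3.22); *Hbb-bh1* turned to 2.89 when likely doublets were left out. For the Foxn11089/1089 library over the control, *Nts* (-6.65) and *Hbb-bs* (3.82) were the lowest and the highest.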

## Endothelial cell differences

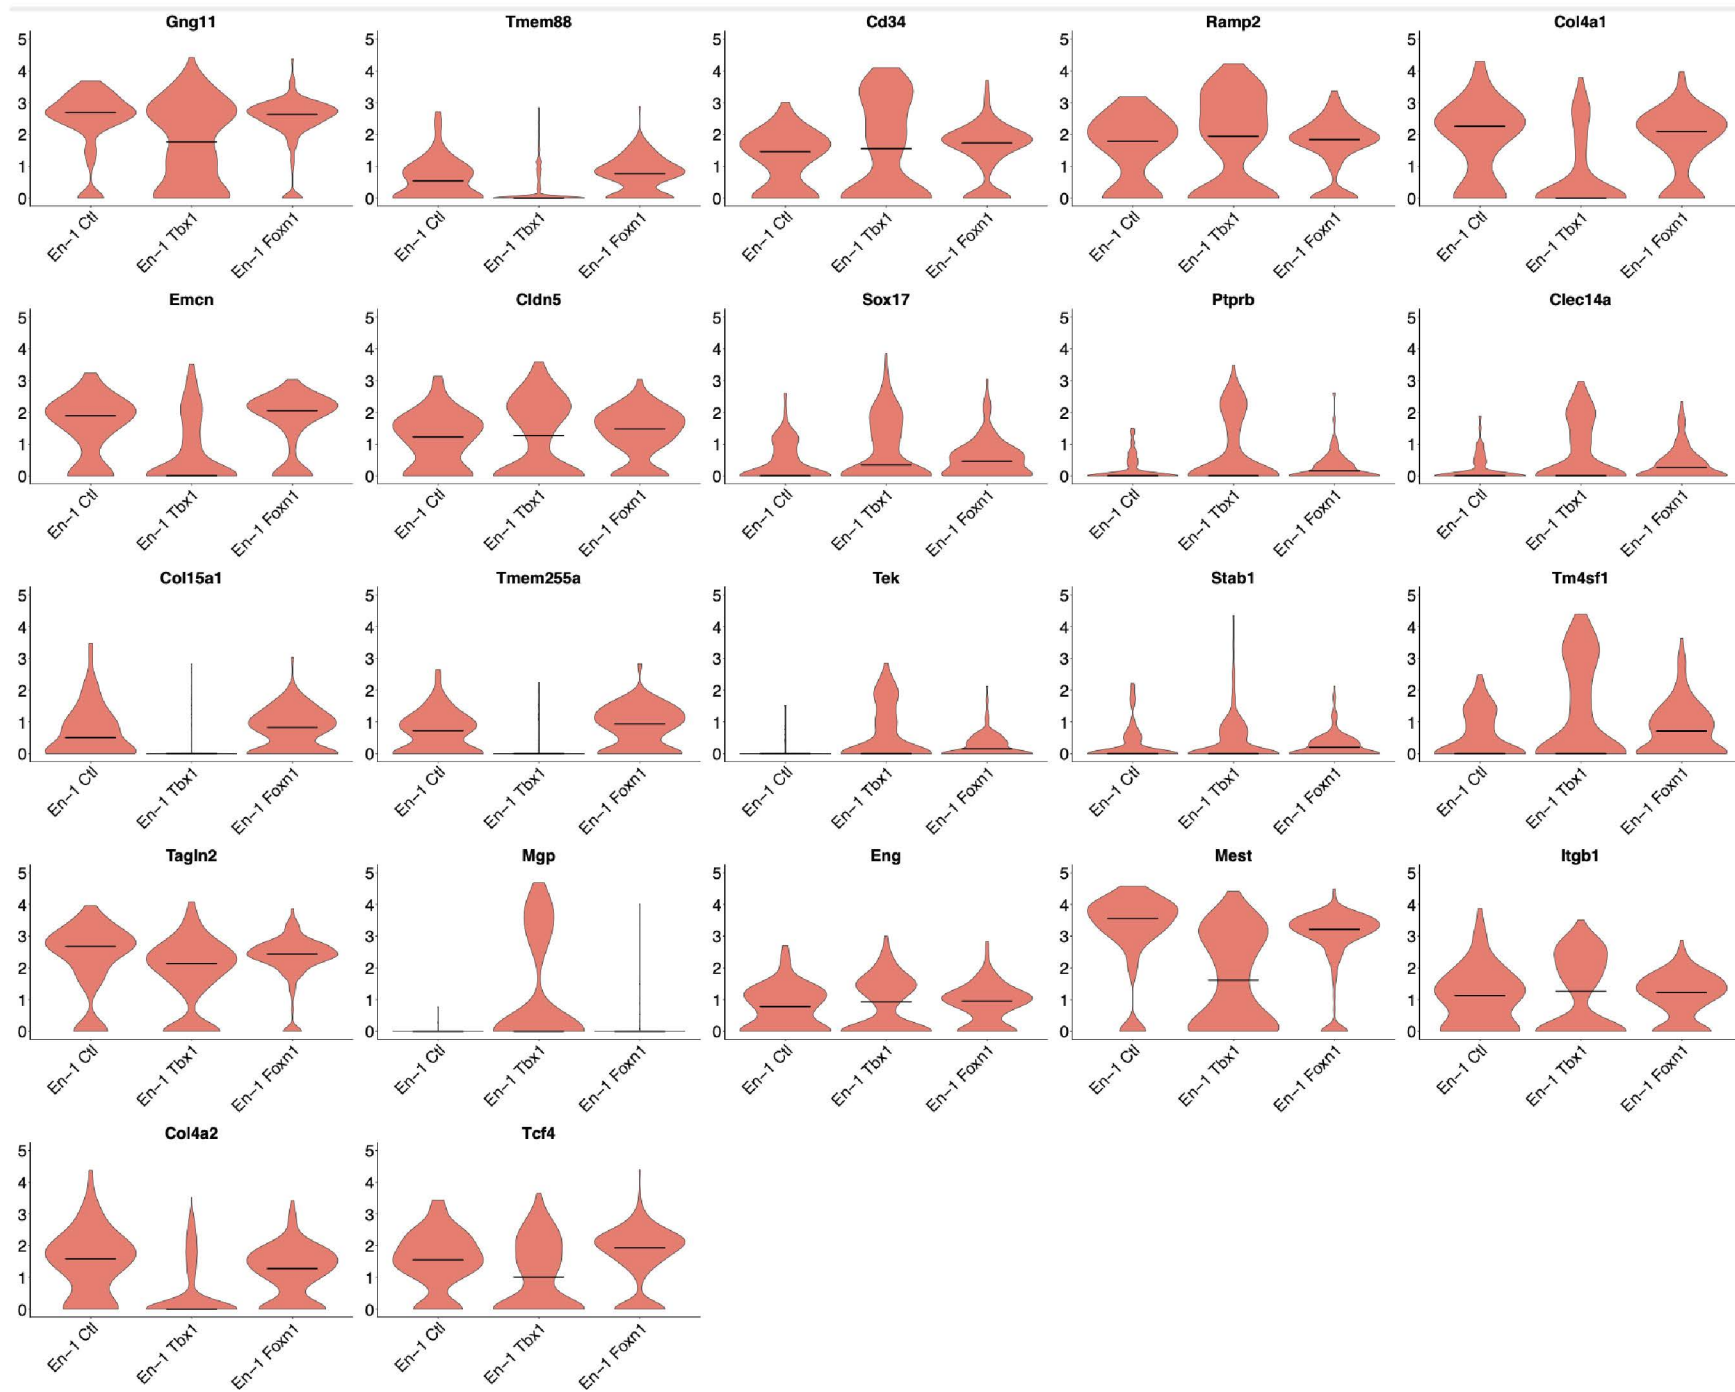

**Supplemental Fig. 12.  $Tbx1^{neo2/neo2}$  thymuses have a significantly increased percentage of  $Pdgfrb^{+}Pdgfra^{-/lo}$  mesenchymal cells.** (A-B) E13-13.5 embryonic thymuses from  $Tbx1^{+/neo2}$  intercrossed time pregnant mice were genotyped and analyzed by flow cytometry. (A) Flow cytometric analyses of single cell suspensions reveal the percentage of mesenchymal cells that express  $Pdgfrb$  and/or  $Pdgfra$ . There is an over-representation of  $Pdgfrb^{+}Pdgfra^{-/lo}$  cells in the  $Tbx1^{neo2/neo2}$  embryonic thymuses. (B) the percentage of  $Pdgfrb^{+}Pdgfra^{-/lo}$  mesenchymal cells in the normal sized and hypoplastic thymuses was determined using  $n = 5$ . Statistically significant differences were established by a Student's T-test.

A

E13-13.5 embryos

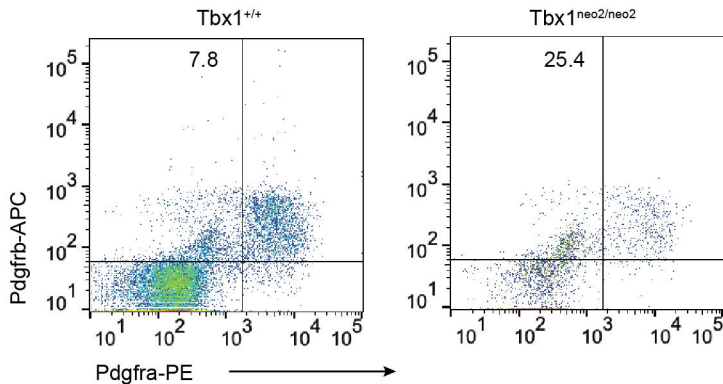

B

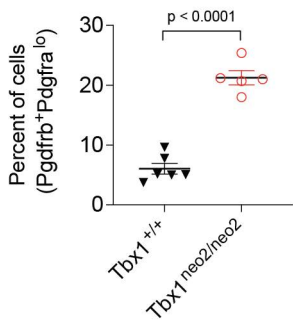

**Supplemental Fig. 13. Human thymuses from 22q11.2DS patients have elevations in collagen relative to normal controls.** Thymus tissues from two normal (#17 and #20) and three 22q11.2DS patients (#10, #19, #21) were obtained. Sections were prepared with tissue fragments and processed for IHC. Antibodies against CD31/Endomucin and Collagen were used for IHC, along with DAPI staining used to visualize the indicated proteins. Merge represents an overall of the various fluorochromes.

## Post-natal human thymuses

Normal #17

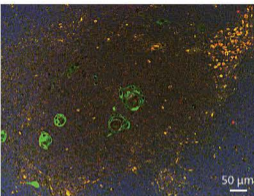

Normal #20

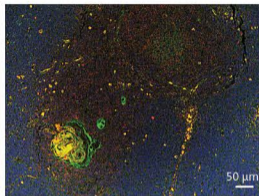

22q11.1DS #10

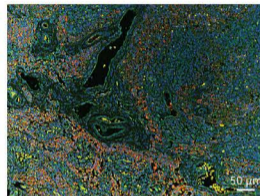

22q11.1DS #19

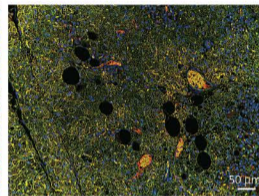

22q11.1DS #21

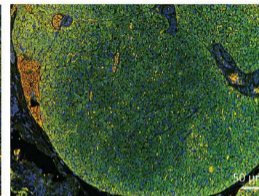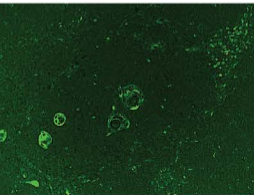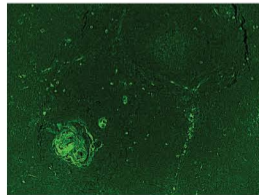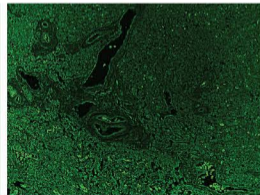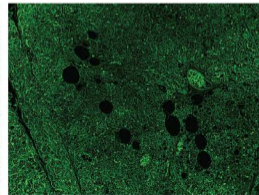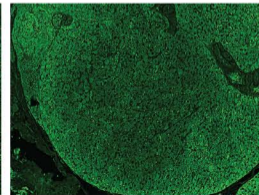

Collagen = green; CD31/Endomucin = Red, DAPI = blue

| <b>Supplemental Table 1.</b> Comparative congenital malformations between human 22q11.2DS and mouse models |                         |                                                                                   |                                                 |                                                                                             |
|------------------------------------------------------------------------------------------------------------|-------------------------|-----------------------------------------------------------------------------------|-------------------------------------------------|---------------------------------------------------------------------------------------------|
| Chromosomal deletion or DNA mutation                                                                       | Congenital Defects      |                                                                                   |                                                 |                                                                                             |
|                                                                                                            | <i>TBX1</i> mRNA levels | Thymus phenotypes                                                                 | Cardiac defects                                 | Hypoparathyroidism or parathyroid anomalies                                                 |
| <b>Human 22q11.2 related deletion syndromes</b>                                                            |                         |                                                                                   |                                                 |                                                                                             |
| 22q11.2 deletions (1.5 or 3 Mb deletions)                                                                  | 50%                     | 60-70% hypoplasia <sup>a</sup><br><1% aplasia                                     | 60-80% (ToF, IAA, VSD, and/or TA <sup>b</sup> ) | 40%                                                                                         |
| <i>TBX1</i> loss-of-function                                                                               | 100%                    | ~30% hypoplasia                                                                   | ~30% (IAA, TA and/or VSD)                       | 12%                                                                                         |
| <i>TBX1</i> gain-of-function                                                                               | 100%                    | ~30% hypoplasia                                                                   | ~30% (IAA, TA and/or VSD)                       | 50%                                                                                         |
| <b>Mouse Models of 22q11.2DS</b>                                                                           |                         |                                                                                   |                                                 |                                                                                             |
| Df1/+ line (1 Mb deletion on chromosome 16 – orthologous region of 22q11.2)                                | 50%                     | 0-40% hypoplasia (Penetrance is strain dependent)<br>0% on most mixed backgrounds | 40% (IAA, TA, VSD and/or ARS <sup>b</sup> )     | 100% on C57BL/6<br>Anomalous position of parathyroids<br>Reduced Parathyroid hormone levels |
| Del(3.0 Mb)/+ (3 Mb deletion on chromosome 16)                                                             | 50%                     | 47% with C57BL6 genetic knockin                                                   | 20% IAA, ARS)                                   | Not reported                                                                                |
| Tbx1 <sup>neo2/neo2</sup> (neo2 reverse orientation in intron 5)                                           | 34%                     | >90% hypoplasia<br><1% aplasia                                                    | >90% (IAA, VSD and/or ARS)                      | Not reported                                                                                |
| Tbx1 <sup>neo2/neo</sup> (neo2 as above, neo sense orientation in intron 5)                                | 19%                     | 70% aplasia<br>30% severe hypoplasia                                              | 100% (IAA, TA, VSD and/or ARS)                  | Not reported                                                                                |

<sup>a</sup>For most patients, thymus hypoplasia deduced from low TRECs at birth

<sup>b</sup>ToF = Tetralogy of Fallot; IAA = Interrupted aortic arch; TA = Truncus arteriosus; VSD = Ventricular septal defects, ARS = Aberrant right subclavian artery

| <b>Supplemental Table 2.</b> Single cell RNA sequencing count summary |                     |                          |                                 |                                  |
|-----------------------------------------------------------------------|---------------------|--------------------------|---------------------------------|----------------------------------|
| Embryonic thymus genotype                                             |                     | <b>Control wt</b>        | <b>Tbx1<sup>neo2/neo2</sup></b> | <b>Foxn1<sup>1089/1089</sup></b> |
| Estimated total # cells                                               |                     | 6410                     | 5759                            | 12447                            |
| Mean reads/cell                                                       |                     | 76710                    | 88877                           | 40392                            |
| Median genes/cell                                                     |                     | 3157                     | 4605                            | 3404                             |
| Total # reads                                                         |                     | 491,715,368              | 511,845,934                     | 502,760,800                      |
| Total genes detected                                                  |                     | 20,331                   | 21,142                          | 21,306                           |
| Cell Types                                                            | Thymus genotype     | Number of cells/genotype |                                 |                                  |
|                                                                       |                     | <b>Control wt</b>        | <b>Tbx1<sup>neo2/neo2</sup></b> | <b>Foxn1<sup>1089/1089</sup></b> |
|                                                                       | Total mesenchymal   | 1506 (24.4) <sup>a</sup> | 2310 (40.3)                     | 3575 (29.7)                      |
|                                                                       | M1                  | 634 (42)                 | 966 (42)                        | 1419 (40)                        |
|                                                                       | M2                  | 425 (28.2)               | 341 (14.8)                      | 833 (23.3)                       |
|                                                                       | M3                  | 312 (20.7)               | 401 (17.3)                      | 786 (21.9)                       |
|                                                                       | M4                  | 125 (8.3)                | 496 (21.4)                      | 519 (14.5)                       |
|                                                                       | M5                  | 10 (0.66)                | 106 (4.6)                       | 18 (0.5)                         |
|                                                                       | Total epithelial    | 2524 (41)                | 1411 (24.7)                     | 4945 (41)                        |
|                                                                       | E1                  | 1029 (40.7)              | 331 (23.4)                      | 1227 (24.8)                      |
|                                                                       | E2                  | 479 (19)                 | 582 (41.2)                      | 1448 (29.2)                      |
|                                                                       | E3                  | 622 (24.6)               | 224 (15.8)                      | 1189 (24)                        |
|                                                                       | E4                  | 347 (13.7)               | 170 (12)                        | 661 (13.3)                       |
|                                                                       | E5                  | 40 (1.59)                | 2 (0.14)                        | 393 (7.9)                        |
|                                                                       | E6                  | 7 (0.2)                  | 102 (7.2)                       | 27 (0.54)                        |
|                                                                       | Endothelial         | 71 (1.15)                | 201 (3.5)                       | 160 (1.3)                        |
|                                                                       | Total hematopoietic | 1578 (25.6)              | 593 (10.3)                      | 720 (6)                          |
|                                                                       | H1                  | 1224 (77.5)              | 316 (53.2)                      | 309 (43)                         |
|                                                                       | H2                  | 148 (9.3)                | 199 (33.5)                      | 268 (37.2)                       |
|                                                                       | H3                  | 90 (5.7)                 | 21 (3.5)                        | 99 (13.8)                        |
|                                                                       | H4                  | 116 (7.3)                | 57 (9.6)                        | 44 (6.1)                         |
|                                                                       | Uncharacterized     | 485 (7.8)                | 1211 (21)                       | 2625 (21.8)                      |
|                                                                       | U1                  | 347 (71.5)               | 364 (30)                        | 2008 (76.4)                      |
|                                                                       | U6                  | 138 (28.4)               | 847 (70)                        | 617 (23.5)                       |

<sup>a</sup>Percentage of cells listed in the bracket

|    |     |         |           |            |       |       |           |
|----|-----|---------|-----------|------------|-------|-------|-----------|
| 16 | E-6 | Bex43   | 5.29E-82  | 1.14526029 | 0.926 | 0.375 | 1.07E-77  |
| 16 | E-6 | Slc16a2 | 1.70E-194 | 1.11495387 | 0.831 | 0.105 | 3.45E-190 |
| 16 | E-6 | Cldn72  | 3.71E-162 | 1.11026712 | 0.963 | 0.167 | 7.50E-158 |
| 16 | E-6 | Epcam4  | 3.83E-65  | 1.02818686 | 1     | 0.378 | 7.76E-61  |
| 16 | E-6 | Mbip    | 5.83E-95  | 1.00843309 | 0.882 | 0.274 | 1.18E-90  |
| 16 | E-6 | Cd24a2  | 8.87E-60  | 0.98367881 | 0.971 | 0.664 | 1.80E-55  |
| 16 | E-6 | Iyd     | 0         | 0.9699743  | 0.728 | 0.003 | 0         |
| 16 | E-6 | Cldn62  | 1.64E-169 | 0.95380307 | 0.949 | 0.159 | 3.31E-165 |
| 16 | E-6 | Bex13   | 1.08E-82  | 0.93071084 | 0.949 | 0.338 | 2.18E-78  |
| 16 | E-6 | Gm12446 | 0         | 0.88608395 | 0.765 | 0.003 | 0         |
| 16 | E-6 | Itga62  | 2.13E-131 | 0.86303835 | 0.882 | 0.177 | 4.32E-127 |
| 16 | E-6 | Kcnk11  | 2.89E-132 | 0.86185265 | 0.904 | 0.19  | 5.84E-128 |
| 17 | M-5 | Eln2    | 5.37E-168 | 3.32644612 | 0.978 | 0.193 | 1.09E-163 |
| 17 | M-5 | Acta21  | 2.68E-251 | 3.17990926 | 0.955 | 0.11  | 5.43E-247 |
| 17 | M-5 | Tagln   | 1.12E-268 | 2.936248   | 0.97  | 0.105 | 2.26E-264 |
| 17 | M-5 | Fbln51  | 1.10E-234 | 2.44534721 | 0.978 | 0.126 | 2.22E-230 |
| 17 | M-5 | Rgs5    | 0         | 2.17591124 | 0.903 | 0.067 | 0         |
| 17 | M-5 | Myl92   | 1.31E-111 | 1.90782143 | 0.97  | 0.292 | 2.66E-107 |
| 17 | M-5 | Mgp4    | 5.88E-84  | 1.8954859  | 0.963 | 0.41  | 1.19E-79  |
| 17 | M-5 | Actn11  | 1.39E-100 | 1.65953189 | 0.97  | 0.365 | 2.81E-96  |
| 17 | M-5 | Actg2   | 0         | 1.60718308 | 0.754 | 0.023 | 0         |
| 17 | M-5 | Tm4sf13 | 9.96E-205 | 1.58555261 | 0.963 | 0.134 | 2.02E-200 |
| 17 | M-5 | Bgn4    | 1.53E-127 | 1.58244683 | 0.993 | 0.272 | 3.10E-123 |
| 17 | M-5 | Sfrp22  | 1.67E-96  | 1.55886109 | 0.97  | 0.283 | 3.38E-92  |
| 17 | M-5 | Fbn13   | 3.23E-124 | 1.39700361 | 0.985 | 0.261 | 6.54E-120 |
| 17 | M-5 | Tpm26   | 1.64E-93  | 1.37452566 | 0.985 | 0.355 | 3.33E-89  |
| 17 | M-5 | Sparc6  | 2.39E-73  | 1.34085357 | 1     | 0.574 | 4.84E-69  |
| 17 | M-5 | H196    | 5.32E-60  | 1.28761792 | 0.993 | 0.723 | 1.08E-55  |
| 17 | M-5 | Cald16  | 6.64E-71  | 1.28760228 | 0.993 | 0.559 | 1.34E-66  |
| 17 | M-5 | Jag11   | 1.54E-104 | 1.28341097 | 0.97  | 0.299 | 3.11E-100 |
| 17 | M-5 | Fn13    | 9.37E-80  | 1.24915304 | 0.993 | 0.447 | 1.90E-75  |
| 17 | M-5 | Col4a15 | 1.82E-86  | 1.2242529  | 0.985 | 0.401 | 3.68E-82  |

**Supplemental Table 4:** Significantly altered pathways in mesenchymal subsets comparing Tbx1<sup>neo2/neo2</sup> and Foxn1<sup>1089/1089</sup> to wildtype controls

| Canonical Pathways Affected                                 | Mesenchymal cell subset |       |      |       |      |       |      |       |      |       |
|-------------------------------------------------------------|-------------------------|-------|------|-------|------|-------|------|-------|------|-------|
|                                                             | M1                      |       | M2   |       | M3   |       | M4   |       | M5   |       |
| Respective Mutants normalized to WT                         | Tbx1                    | Foxn1 | Tbx1 | Foxn1 | Tbx1 | Foxn1 | Tbx1 | Foxn1 | Tbx1 | Foxn1 |
| Wnt/ $\beta$ -catenin Signaling                             | 3.25 <sup>a</sup>       | 1.88  | 6.26 | 1.12  | 4.75 | 0.56  | 5.13 | 2.08  | 3.62 | 0.41  |
| Hepatic Fibrosis Signaling Pathway                          | 4.96                    | 1.39  | 2.49 | 1.06  | 4.12 | 1.89  | 5.28 | 0.83  | 0.94 | 0.42  |
| ILK Signaling                                               | 8.07                    | 1.98  | 2.47 | 3.69  | 3.71 | 4.17  | 5.10 | 1.84  | 2.22 | 0.69  |
| IGF-1 Signaling                                             | 1.54                    | 1.31  | 1.47 | 1.73  | 1.83 | 0.85  | 4.49 | 3.79  | 1.33 | 0.00  |
| VEGF Signaling                                              | 0.91                    | 0.41  | 0.43 | 0.73  | 0.67 | 0.22  | 2.08 | 1.80  | 0.45 | 0.27  |
| Integrin Signaling                                          | 4.20                    | 0.99  | 1.47 | 2.39  | 2.65 | 1.80  | 2.68 | 2.20  | 0.94 | 0.36  |
| IL-8 Signaling                                              | 3.04                    | 0.64  | 1.12 | 0.69  | 2.16 | 1.00  | 1.91 | 0.87  | 0.54 | 0.38  |
| PI3K/AKT Signaling                                          | 0.44                    | 1.06  | 0.71 | 1.79  | 0.72 | 0.54  | 2.01 | 3.93  | 0.66 | 0.40  |
| Regulation of the Epithelial-Mesenchymal Transition Pathway | 1.71                    | 0.50  | 2.07 | 1.22  | 2.35 | 1.40  | 1.73 | 1.18  | 0.54 | 0.14  |
| Remodeling of Epithelial Adherens Junctions                 | 2.48                    | 4.24  | 2.49 | 2.63  | 4.45 | 4.71  | 4.41 | 2.55  | 1.04 | 0.37  |
| Actin Cytoskeleton Signaling                                | 2.31                    | 0.73  | 0.29 | 1.25  | 1.13 | 1.40  | 2.27 | 0.96  | 2.00 | 0.45  |
| Gap Junction Signaling                                      | 0.61                    | 1.54  | 0.40 | 1.16  | 0.93 | 2.46  | 2.63 | 1.40  | 0.54 | 0.38  |
| Tight Junction Signaling                                    | 1.77                    | 0.63  | 0.80 | 1.50  | 1.03 | 0.81  | 2.87 | 0.46  | 1.23 | 0.28  |
| Regulation of the Epithelial-Mesenchymal Transition Pathway | 1.71                    | 0.50  | 2.07 | 1.22  | 2.35 | 1.40  | 1.73 | 1.18  | 0.54 | 0.14  |
| HOTAIR Regulatory Pathway                                   | 1.93                    | 0.47  | 3.87 | 0.73  | 3.71 | 1.14  | 3.05 | 0.71  | 0.85 | 1.48  |

<sup>a</sup>Values are negative log of p value, higher the value more significant is the pathway. We have used 1.3 (p value 0.05) as cutoff.

|                                               |                          |                                                  |
|-----------------------------------------------|--------------------------|--------------------------------------------------|
| BL21 Codon plus                               | Thermo-Fisher Scientific | Cat#C602003                                      |
| Biological Samples                            |                          |                                                  |
| Human thymuses                                | See IRB                  |                                                  |
| Embryos                                       | C57BL/6 mice             |                                                  |
| Thymus                                        | C57BL/6 mice             |                                                  |
| Tails                                         | C57BL/6 mice             |                                                  |
| Chemicals, Peptides, and Recombinant Proteins |                          |                                                  |
| DAPI                                          | Thermo Fisher Scientific | Cat# D1306, RRID:AB_2629482                      |
| Shandon Immu-Mount                            | Thermo Fisher Scientific | Cat# 9990402                                     |
| Trypsin                                       | Sigma                    | Cat# T4049                                       |
| Minoxidil                                     | Sigma                    | Cat# M4145                                       |
| Verteporfin                                   | Sigma                    | Cat# SML0534                                     |
| Critical Commercial Assays                    |                          |                                                  |
| MesenCult™ Expansion Kit (Mouse)              | StemCell Technologies    | Cat#05513                                        |
| Prolong Gold Anti-fade Montant                | Thermo-Fisher Scientific | Cat#P10144                                       |
| EpiCult™ Expansion Kit (Mouse)                | StemCell Technologies    | Cat#06070                                        |
| Verteporfin                                   | Thomas Scientific        | Cat#C816P07                                      |
| Minoxidil                                     | Sigma                    | Cat#M4145                                        |
| Beta- amino propionitrile                     | Sigma                    | Cat#A3134                                        |
| Prostaglandin E2                              | Sigma                    | Cat#538904                                       |
| Deposited Data                                |                          |                                                  |
| GEO -scRNA Seq                                | 170686                   |                                                  |
| Experimental Models: Organisms/Strains        |                          |                                                  |
| Df1/+ line (Del(16Es2el-Ufd1l)217Bld)         | Stanislav S. Zakharenko  | St. Judes' Research Hospital                     |
| Tbx1 <sup>+neo2</sup> line                    | Antonio Baldini          | CNR Institute of Genetics and Biophysics, Naples |
| C57Bl/J                                       | Jackson Labs             | Cat # 000664                                     |
| PDGFR $\alpha$ -eGFP                          | Jackson Labs             | Cat # 007669                                     |
| Foxn1 <sup>1089/1089</sup>                    | van Oers lab             | Foxn1 <sup>1089</sup>                            |
| Oligonucleotides                              |                          |                                                  |
| RT PCR Primers, Genotyping Primers            |                          |                                                  |
| Tbx1 neo2<br>GCCAGAGGCCACTTGTGTAG             | This paper               | #1869                                            |
| Tbx1neo2<br>GGAGGTCTTCTGGTTTACCCT             | This paper               | #1868                                            |
| Tbx1neo2<br>AGGCTGGGATTCCAAAAGAC              | This paper               | #1867                                            |
| Murine Aire 5'<br>TGCATAGCATCCTGGACGGCTTCC    | This paper               | #1356                                            |
| Murine Aire 3'<br>CCTGGGCTGGAGACGCTCTTTGAG    | This paper               | #1357                                            |
| Murine E2F1 5'<br>TAGCCCTGGGAAGACCTCAT        | This paper               | #1263                                            |
| Murine E2F1 3'<br>CCCCAAAGTCACAGTCAAAGAG      | This paper               | #1264                                            |
| Murine Foxn1 5'<br>CCAGGGCCACTGCACAGCCGGACC   | This paper               | #1062                                            |
| Murine Foxn1 3'<br>CAAGTGCCATGGCCGTCTGGGCC    | This paper               | #1063                                            |
| Murine Plod1 F<br>GAAGGATGACGCCAAGCTAGA       | This paper               | #2117                                            |
| Murine Plod1 R<br>TGAAGAACTGAGCTGAACGCT       | This paper               | #2118                                            |
| Murine Plod2 F<br>GAGAGCGGTGATGGAATGAA        | This paper               | #2119                                            |

|                                            |                         |                                                                     |
|--------------------------------------------|-------------------------|---------------------------------------------------------------------|
| Murine Plod2 R<br>ACTCGGTAAACAAGATGACCAGA  | This paper              | #2120                                                               |
| Murine Col1a1 F<br>GCTCCTCTTAGGGGCCACT     | This paper              | #2121                                                               |
| Murine Col1a1 R<br>CCACGTCTCACCATTGGGG     | This paper              | #2122                                                               |
| Murine Col1a2 F<br>GTAACCTTCGTGCCTAGCAACA  | This paper              | #2123                                                               |
| Murine Col1a2 R<br>CCTTTGTCAGAATACTGAGCAGC | This paper              | #2124                                                               |
| Murine Gapdh F<br>AGGTCGGTGTGAACGGATTTG    | This paper              | #1583                                                               |
| Murine Gapdh R<br>TGTAGACCATGTAGTTGAGGTCA  | This paper              | #1584                                                               |
| Software and Algorithms                    |                         |                                                                     |
| Microsoft Office 365                       | Microsoft               |                                                                     |
| GraphPad Prism                             | GraphPad Software, Inc. | Prism 9.1                                                           |
| SnapGene                                   | GSL Biotech LLC         | SnapGene 5.2.4                                                      |
| PyMol molecular visualization software     | Schrodinger, Inc.       | PyMol 2.4                                                           |
| Keyence BT software                        | Keyence Corp.           | BT W                                                                |
| FlowJo flow cytometry software             | TreeStar Inc.           | Flowjo 10.6.1                                                       |
| Image J                                    | NIH source software     | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a> |
| Cell ranger                                | 10X Genomics            | Cell Ranger 3.0.0                                                   |

**Excel Data File 1.** Differentially expressed genes identified among all 17 cell subsets identified using scRNA comparing control, Tbx1<sup>neo2/neo2</sup> and Foxn1<sup>1089/1089</sup> embryonic day 13-13.5 thymuses.

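Cells of 1 library are not replicates of a genotype, so for the deposited counts neither a p-value nor a number of changed genes is given, only both values and their ratio.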

**Movie 1.** The movie reveals the blood flow through the aorta with an interrupted aortic arch type B in one of the Tbx1<sup>neo2/neo2</sup> embryos. The imaging required removal of the thymic lobes

## References

1. Anderson G, and Jenkinson EJ. Fetal thymus organ culture. *CSH Protoc.* 2007;2007(8):pdb prot4808.
2. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, et al. Comprehensive Integration of Single-Cell Data. *Cell.* 2019;177(7):1888-902.e21.
3. Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, et al. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nature Biotechnology.* 2014;32(4):381-6.

How the deposited data were processed for this re-analysis (not part of the article)

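Single-cell RNA sequencing of thymic lobes at E13.0–E13.5 was re-analysed from 3 droplet libraries, 1 each of Tbx1+/+ control, Tbx1 neo2/neo2 and Foxn11089/1089. The authors aligned the reads to the mouse genome mm10 and counted UMIs with Cell Ranger 3.0.0, and the values they deposited are raw counts per gene and called cell, without normalization. The authors clustered these cells with Seurat 3.0.0; no cluster labels were used here. Gene coordinates are those of GENCODE mouse release 21 on GRCm38.

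Cells with at least 200 genes and under 20% mitochondrial UMIs were kept, which left out 478, 243 and 675 barcodes of the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library. The number of embryos per library and their sex are not given in the paper's text or supplement. Scrublet in scanpy 1.11.5 scored doublets in each library, and the highest scores, 0.8% per 1000 barcodes, marked likely doublets, which stayed in. The libraries were normalized by LogNormalize, integrated by anchors and clustered in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3). Mitochondrial, hemoglobin, ribosomal protein and sex-linked genes were left out of the variable genes, along with the genes reported as results. For naming a cluster, 10 CPM was added to both sides of a marker's fold, and a subtype also needed its markers in at least 50% of the cluster's cells.

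Expression was compared on sums of raw UMIs per class and library, each compared library against the control. For list medians and the spread over genes, 0.5 UMI was added to both sums of a log2 ratio. Log2 ratios of single genes in the main setting were taken without it. Lists kept genes with at least 30 UMIs in the class over the libraries, and random lists drew each gene from its 100 nearest neighbours in mean expression. Intervals of list medians rest on 1000 Poisson draws, and the spread over all genes on 20 draws thinned to a common total. The genes named in the text are those the paper names for a comparison between genotypes, plus, by size alone, the 5 highest and 5 lowest ratios per class and comparison. These were ranked among genes with at least 300 UMIs in the class and 30 in each compared library. *Gcm2*, *Casr* and the genes of the tissue lists were chosen after the counts had been seen. No test between genotypes was run, since cells of a library are not replicates.

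Sex was called in cells with at least 10000 UMIs, as male from at least 2 UMIs of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) and as female from at least 2 UMIs of *Xist*, with cells showing both left uncalled. Lists of genes of skeletal muscle, cartilage, heart muscle, lung and airway epithelium, lymphatic endothelium, arterial endothelium and Hox groups 4 to 6 were summed over all kept cells. Some other unnamed clusters and gene lists are not reported here. Genes of a class outside the markers, for the unnamed cells, had at least 100 CPM in control cells of the class and at least 10 times the level of every other class, with 1 CPM added to the latter. Their intervals come from 1000 draws of the unnamed cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 was used for the rest.

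The intervals and lists were tested on simulated data, with 200 genes changed by known ratios in 20 simulations at the depth of these libraries. In mesenchymal, epithelial and endothelial cells, 96.2%, 95.1% and 96.3% of intervals held the true ratio, and 96.1%, 94.8% and 81.8% of log2 ratios lay within 0.5 of the truth. Raised lists of 20 genes stood above random lists in 100% of simulations, and unchanged lists fell outside the middle 95% in 10%, 5% and 5%.

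The markers, the named genes, the main settings and the alternatives were set before the data were examined, apart from those said to be chosen later. The alternatives changed the mitochondrial limit, the doublets, the depth per cell, the resolution, the integration, the variable genes, the way classes were called, the denominator, the weight of each cell, the gene minimum and the clusters counted. The pathway software of the paper was not used here, and its bulk RNA, PCR and imaging experiments were not analysed here.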

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

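The tests of *Pth* UMIs in RBCs and the lists of muscle and cartilage genes were chosen only after the result was seen; some arterial genes and *Hoxa5* had been seen before the arterial and Hox lists were written.

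A group of cells in the library labelled Tbx1 neo2/neo2 raised fewer than 3 markers of any class, lies outside those the paper discusses, and was more frequent there than in the control. This cluster, led by *Actc1*, *Myog* and *Ttn*, held 4, 89 and 79 cells of the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, which is 1.61% of the library labelled Tbx1 neo2/neo2, or 23.9 times the control share (9.02 to 89.7). Marked doublets made up 25.6% of it. Among its cells of the library labelled Tbx1 neo2/neo2 whose sex was called, 55 of 56 were male, against 85.6% of all sexed cells of that library. Over the control, it was also 9.95 times as frequent in the Foxn11089/1089 library. Such cells may come from embryos, dissection or genotype, and the test of cells from tissue beside the lobes, with 1 of 5 lists raised, does not decide between them.

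Summed over all kept cells, the skeletal muscle list (8 genes) had 20.2, 187 and 46.3 CPM in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, a ratio over the control of 9.23 (8.78 to 9.71) for the library labelled Tbx1 neo2/neo2; its most abundant gene was *Actc1* with 2.38, 59.7 and 10.6 CPM, and 2 of its genes had at least 30 UMIs in control mesenchymal cells. For cartilage (6 genes, 2 with that many UMIs there) the sums were 15.0, 111 and 65.8 CPM, led by *Col9a1* with 7.43, 46.7 and 44.9 CPM. After thinning, cells with at least 3 genes of a list numbered 3, 51 and 26 for muscle and 0, 57 and 0 for cartilage.

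If cells of tissue beside the lobes had been taken along, other lists of neighbouring tissues or body positions should be higher in the library labelled Tbx1 neo2/neo2 as well. Of 5 such lists, 1 had over 2 times the CPM of both other libraries, the Hox genes of groups 4 to 6 (9 genes, 4 with at least 30 UMIs in control mesenchymal cells), with 12.7, 69.2 and 34.3 CPM, led by *Hoxa4* with 3.41, 23.7 and 10.2 CPM. Heart muscle genes (6, 2 with that many) had 47.5, 27.8 and 7.21 CPM, led by *Myl4* with 43.6, 23.0 and 5.70 CPM. Lung and airway genes (6, 2 with that many) had 30.1, 53.2 and 58.3, led by *Bmp4* with 15.7, 21.0 and 28.0 CPM. Lymphatic genes (6, 2 with that many) had 31.4, 36.7 and 27.0, led by *Pdpn* with 26.9, 19.6 and 16.3 CPM, and arterial genes (6, 3 with that many) had 97.4, 123 and 116, led by *Hey1* with 38.5, 57.8 and 66.0 CPM. The sums follow abundant genes that cells of the lobes express, as 59.5% of the heart muscle UMIs lay in hematopoietic and 58.8% of the arterial UMIs in epithelial cells of the library labelled Tbx1 neo2/neo2, so these lists had little power to show neighbouring tissue. Some rarer list genes, picked after their values were seen, were higher in the library labelled Tbx1 neo2/neo2, such as *Sox2* (0.562, 10.3 and 1.14 CPM), *Lyve1* (0.684, 4.67 and 0.434) and *Bmx* (0.0244, 2.86 and 0.301). Others were highest in the control, such as *Foxj1* (1.47, 1.08 and 0.567) and *Myl7* (3.13, 1.45 and 0.666). *Irx1* (2.15, 4.70 and 10.6) and *Reln* (1.45, 3.10 and 4.87) were highest in the Foxn11089/1089 library. Cells from beside the lobes and a change within the lobes cannot be told apart for the thyroid-like and muscle-list cells, as the sums decide little and the design has 1 library per genotype. A difference between embryos and the genotype, whose *Tbx1* UMIs were not lower than in the control, also stay open.

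*Pth* UMIs appear in RBCs, which the paper does not analyse for it, above the level of the control library. In the Foxn11089/1089 library, 921 of 2036 RBCs (45.2%, 43.1 to 47.4%) had a *Pth* UMI, against 17 of 353 in the control and 0 of 364 in the library labelled Tbx1 neo2/neo2. A candidate explanation is free RNA from the parathyroid-like cells of that library. Over 7 other parathyroid genes with enough UMIs, the proportion to *Pth* in RBCs differed from that in parathyroid-like cells by a median of 0.11 on the log2 scale. For each 100 *Pth* UMIs there were 30.0 *Chga* UMIs in RBCs and 31.5 in parathyroid-like cells, and 7.02 and 6.52 *Spp1* UMIs. These values are near the proportions that free RNA needs, but single genes differed both ways. The log2 difference ran from -0.68 for *Ibsp* to 0.75 for *Gcm2*, which had 24 and 16 UMIs in RBCs. Expression of *Pth* alone by RBCs would not bring the other genes along. Droplets with cells of both kinds are argued against as the whole source, since RBCs with a *Pth* UMI held a mean of 1.61 and parathyroid-like cells one of 1534.

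The pericyte-like share of the library labelled Tbx1 neo2/neo2 was above that of the control in male cells and below it in female cells, but the female interval includes a rise. Among sexed male mesenchymal cells at resolution 0.8, 158 of 1339 were pericyte-like in the library labelled Tbx1 neo2/neo2 and 2 of 104 in the control, a fold of 6.14 (1.67 to 51.1). Among female cells there were 0 of 147 and 4 of 185, a fold of 0 (0 to 1.91), so an opposite direction is not shown. The difference between the sexes was not tested, as there is 1 library per genotype and the female counts are small. A candidate explanation for the larger pericyte-like share is that a few embryos, by chance male, gave more of these cells than of other mesenchymal cells. Of the pericyte-like cells of the library labelled Tbx1 neo2/neo2 that could be sexed, 100% were male (158 of 158), against 88.9% of its other mesenchymal cells; these are the counts given above turned around, so they add nothing on the difference between the sexes, and an effect of sex would give them too. A difference in sequencing depth alone is argued against by the count from markers after thinning, 3.68 times the control share. Cells from tissue beside the lobes, an effect of sex and one of the genotype stay open for these cells, untested by these counts. *Tbx1* was not lower in the library labelled Tbx1 neo2/neo2. By flow cytometry of replicate embryos, the paper reports a significantly higher percentage of Pdgfrβ+Pdgfrα -/lo cells in Tbx1 neo2/neo2 thymuses than in controls. That result, on protein, goes with an effect of the genotype, and a few embryos of this library would not give it.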

How the results depend on the processing

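The spread on genes with at least 100 UMIs in all 3 classes and the counts of pericyte-like cells as a cluster are taken as chosen only after the result was seen; the other alternatives were set earlier, and each of them was run. Where a value changed direction or moved, the cause was not tested, unless one is given. No paired analysis was possible because each genotype has 1 library and its cells carry no link to those of another.

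Under each alternative run for it, the median log2 ratio of the mesenchymal genes of the text in the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower, stayed above 0 (1.31 to 1.67). That of the endothelial genes also did (0.47 to 0.83), and that of the epithelial genes in the Foxn11089/1089 library stayed below 0 (-1.16 to -0.85). As a multiple of the control share, the epithelial share of the library labelled Tbx1 neo2/neo2 ran from 0.419 to 0.523, its hematopoietic share from 0.354 to 0.415 and its endothelial share from 2.71 to 3.83. Counted by markers, the pericyte-like multiple ran from 3.67 to 3.82, but it depends on the way of counting, as clusters of these cells gave 6.43 at resolution 0.8, 7.78 with no mitochondrial limit, 9.50 with the reported genes kept and 14.4 without integration. The thyroid-like multiple ran from 49.6 to 112.

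Of the main shares, 87 of 96 values stayed within the interval of the reported value and 9 moved; for other shares 90 of 112 stayed, 21 moved and 1 reversed. For the main list medians 68 of 88 stayed, 18 moved and 2 reversed, and for other lists 76 of 104 stayed, 25 moved and 3 reversed. The spread stayed in 49 of 84 values and moved in 35. Single genes gave 2936 values over 245 ratios, of which 2301 stayed, 614 moved and 21 reversed. Median-of-ratios size factors moved 207 values, thinning 161 and counting each cell once 142, while the variable genes with the reported genes kept moved 5. Restricting the mesenchymal, epithelial and endothelial classes, which hold these genes, to clusters with a median UMI count of at least 0.5 times that of the class removed no cluster of theirs, so that alternative says nothing about stability and is in none of these counts.

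With only cells of at least 2000 UMIs, the mesenchymal share of the library labelled Tbx1 neo2/neo2 became 1.84 times that of the control, the epithelial share 0.523 and the parathyroid-like share 0, and the hematopoietic share of the Foxn11089/1089 library 0.190. Classes called per cell from the markers alone gave 1.59 for mesenchymal and 0 for parathyroid-like cells of the library labelled Tbx1 neo2/neo2, and 0.857 for epithelial and 0.188 for hematopoietic cells of the Foxn11089/1089 library. The share of unnamed cells of the Foxn11089/1089 library reversed there, from 1.81 to 0.637 times that of the control. That setting also moved the median of the epithelial genes in the Foxn11089/1089 library to -0.85 and the endothelial spread of the Foxn11089/1089 library to 0.508. A limit of 10% mitochondrial UMIs moved the endothelial spread of the library labelled Tbx1 neo2/neo2 to 0.617, and a denominator without mitochondrial, hemoglobin and ribosomal protein genes the epithelial spread of the Foxn11089/1089 library to 0.662.

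With marked doublets left out, the ratio of *Hbb-bh1* in endothelial cells of the library labelled Tbx1 neo2/neo2 reversed from -3.71 to 2.89 on the log2 scale. Marked doublets held 95.3% of the hemoglobin UMIs of control endothelial cells, so the alternative itself removes the control signal. The median of the epithelial genes in the Foxn11089/1089 library became -0.85 and its hematopoietic share 0.198 times that of the control. The spread became 0.629 for endothelial and 0.661 for mesenchymal cells of the library labelled Tbx1 neo2/neo2, and 0.522, 0.661 and 0.548 for endothelial, epithelial and mesenchymal cells of the Foxn11089/1089 library. *Col1a1* in mesenchymal cells of the library labelled Tbx1 neo2/neo2 turned to -0.17 both without integration and at resolution 0.8.

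Counting each cell once turned *Col1a1* in mesenchymal cells of the library labelled Tbx1 neo2/neo2 to -0.15, and *Col15a1* and *Tcf4* in its endothelial cells to -0.50 and -0.17. List medians moved to 0.54 for the endothelial and 0.33 for the epithelial genes in the library labelled Tbx1 neo2/neo2, and to -0.95 for the epithelial genes in the Foxn11089/1089 library. The spread became 0.699 for endothelial and 0.623 for epithelial cells of the library labelled Tbx1 neo2/neo2, and 0.593, 0.621 and 0.517 for endothelial, epithelial and mesenchymal cells of the Foxn11089/1089 library.

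Thinning every cell to 2000 UMIs reversed, in the library labelled Tbx1 neo2/neo2, *Col1a1* in mesenchymal cells (-0.0849), *Col15a1* (-1.04) and *Tcf4* (-0.0128) in endothelial cells and the endothelial collagen median (-0.23, over 6 genes against 25, with an interval of -0.57 to 0.17). It reversed *Kcnh3* in epithelial cells of the Foxn11089/1089 library (-0.25), and in its endothelial cells *Col15a1* (-0.14), *Gng11* (0.0572), the collagen median (-0.26) and the Wnt median (-0.53). These medians rest on 6 and 7 genes, as thinning leaves fewer with enough UMIs, and their intervals include 0, so the changes of direction are not those of the same lists. It moved the mesenchymal Wnt and collagen medians of the library labelled Tbx1 neo2/neo2 to 0.61 and 0.66, and the median of the epithelial genes to 0.31 in the library labelled Tbx1 neo2/neo2 and -0.94 in the Foxn11089/1089 library. The median of the mesenchymal genes of the text in the Foxn11089/1089 library became 0.11. The spread became 0.553 and 0.479 in endothelial cells of the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, and 0.737 in the mesenchymal and in the epithelial cells of both. That shared value is the log2 ratio of 2 UMIs to 1 with 0.5 added to each, which comes from the few UMIs that thinning leaves.

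Median-of-ratios size factors take the median gene as unchanged and so shift all ratios of a class and library by one amount; before scaling, the median log2 ratio of all genes was 0.39, 0.40 and 0.40 in mesenchymal, epithelial and endothelial cells of the library labelled Tbx1 neo2/neo2, and 0.20, 0.30 and 0.22 in those of the Foxn11089/1089 library. In the library labelled Tbx1 neo2/neo2 this reversed *Col1a1* (-0.31), *Col3a1* (-0.0286) and *Plod2* (-0.16) in mesenchymal cells, *Foxn1* (-0.12), *Pax1* (-0.12) and *Prss16* (-0.0527) in epithelial cells and *Col15a1* (-0.0502) in endothelial cells. The median of the epithelial genes (-0.12) and of mesenchymal tight junction genes (-0.0485) turned negative with that shift, the latter with an interval that includes 0 (-0.24 to 0.21). *Col3a1* in mesenchymal cells (-0.0288) and *Mast4* in epithelial cells (-0.20) of the Foxn11089/1089 library reversed. Medians in the library labelled Tbx1 neo2/neo2 moved to 1.31 for the mesenchymal genes of the text, 0.47 for the endothelial genes, and 0.36, 0.35 and 0.46 for mesenchymal collagen, integrin and Wnt genes. Those in the Foxn11089/1089 library moved to 0.0238, -1.16 and -0.14 for the mesenchymal, epithelial and endothelial genes. The spread became 0.583, 0.565 and 0.580 in mesenchymal, epithelial and endothelial cells of the library labelled Tbx1 neo2/neo2, and 0.518, 0.623 and 0.465 in those of the Foxn11089/1089 library.

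On genes with at least 300 UMIs the spread was 0.603, 0.615 and 0.556 in mesenchymal, epithelial and endothelial cells of the library labelled Tbx1 neo2/neo2, and 0.496, 0.623 and 0.450 in those of the Foxn11089/1089 library. On genes with at least 100 UMIs in all 3 classes it was 0.538 and 0.546 in mesenchymal and epithelial cells of the library labelled Tbx1 neo2/neo2, and 0.451 and 0.529 in those of the Foxn11089/1089 library. Fewer genes of low count enter both, by construction.

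Depth limits the rare groups most, as the library labelled Tbx1 neo2/neo2 has 2 parathyroid-like cells and the control 4 thyroid-like cells, whose folds have the widest intervals. With 0 parathyroid-like cells under an alternative, as in cells of at least 2000 UMIs and with markers alone, there is no fold of the control over the library labelled Tbx1 neo2/neo2. The control side of the endothelial ratios rests on 66 cells.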

Differences from the paper's values

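The tests that count pericyte-like and early seeding cells as clusters, and thyroid-like cells by markers, are taken as chosen only after the result was seen. The other alternatives named were set before the data were examined, and shares are those of all kept cells or of the cells of a class. The paper's table has 6164, 5726 and 12025 cells of control, Tbx1 neo2/neo2 and Foxn11089/1089 thymuses; 5932, 5516 and 11772 were kept here, and 6165, 5726 and 12028 with no mitochondrial limit, within 3 cells of the paper's. Shares with no mitochondrial limit are among the alternatives below.

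Epithelial cells made up 14.4% of the library labelled Tbx1 neo2/neo2 (795 of 5516 cells) against the paper's 24.7% (1411 cells). With only cells of at least 2000 UMIs the value was 19.8%, within 1.5-fold of the paper's; under the other alternatives it was 14.0 to 16.0%.

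Pericyte-like cells by their markers were 4.13%, 15.2% and 4.09% of mesenchymal cells in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, against the paper's 0.66%, 4.6% and 0.5%. By markers, no alternative closed these gaps, with values of 3.56 to 4.14%, 13.6 to 15.4% and 3.59 to 4.11%. The paper's fold of 7 for the library labelled Tbx1 neo2/neo2 was 3.68 over the control (3.67 to 3.82 under the alternatives) and 3.71 over the Foxn11089/1089 library (3.56 to 3.82), which none closed by markers. Counted as a cluster, the share over the control was 6.43 at resolution 0.8, 7.78 with no mitochondrial limit and 9.50 with the reported genes kept among the variable genes, and over the Foxn11089/1089 library 6.64, 7.23 and 9.64, all within 1.5-fold of the paper's. Without integration the folds were 14.4 and 15.4, which are not. The shares as a cluster were then 1.56%, 10.1% and 1.51%, 1.25%, 9.75% and 1.35%, 0.817%, 7.76% and 0.805% and 0.894%, 12.9% and 0.838%, each for the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, in that order of settings; the control shares under the last 2 lie within 1.5-fold of the paper's and the other shares do not. The paper's own table gives folds of 6.97 over the control and 9.20 over the Foxn11089/1089 library.

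Parathyroid-like cells were 0.252% of epithelial cells of the library labelled Tbx1 neo2/neo2 against the paper's 0.14%. A limit of 10% mitochondrial UMIs (0.127%) and leaving out marked doublets (0.130%) closed the gap, and the others, from 0 to 0.252%, did not. For the paper's fold of 16, the control over the library labelled Tbx1 neo2/neo2 was 6.83, and 12.1 and 12.7 under those same alternatives, which closed the gap; the others ran from 6.82 to 7.30. The Foxn11089/1089 library over the library labelled Tbx1 neo2/neo2 was 42.6 (42.8 to 85.3), which no alternative closed. The paper's own table gives folds of 11.4 and 56.4.

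Thyroid-like cells were 13.5% of epithelial cells of the library labelled Tbx1 neo2/neo2 against the paper's 7.2%, and 0.164% of those of the Foxn11089/1089 library against the paper's 0.54%. Classes called per cell from the markers alone gave 9.75% for the library labelled Tbx1 neo2/neo2, which closed the gap, and the others 13.2 to 27.2%. Counted by markers after thinning, the share was 10.6%, also within 1.5-fold. Clustering without integration gave 0.460% for the Foxn11089/1089 library, which closed it, and the others 0.0854 to 0.168%. The paper's fold of 26 was 68.5 over the control (49.6 to 112) and 82.3 over the Foxn11089/1089 library (59.0 to 114), and no alternative closed either. From the paper's own table the folds are 36 and 13.3.

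Early seeding cells, the paper's H-3, were 2.74%, 5.78% and 3.72% of hematopoietic cells by markers, against the paper's 5.7%, 3.5% and 13.8%; no alternative closed these gaps (2.71 to 2.85%, 5.64 to 5.92% and 3.65 to 4.35%). As a cluster at resolution 0.8 they were 9.50%, 8.33% and 21.0%, and the fold over the control was 2.21 in the Foxn11089/1089 library against 2.42 from the paper's table. The paper states that H-3 cells fell in both mutants and also that they rose in the Foxn1 mutant alone. By markers, the share of the library labelled Tbx1 neo2/neo2, with *Tbx1* not lower, was 2.11 times that of the control (1.24 to 3.54), and as that cluster 0.877 times (0.613 to 1.23).

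Of the 19 mesenchymal genes that the paper lists as raised in the Tbx1 mutant, 17 were above the control in the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower, and 2 were not. These were *Col4a1*, with a log2 ratio of -0.06, and *Pcolce*, with -0.79. The paper places *Prl* in the E-6 cells, but 0 of 107 thyroid-like cells of the library labelled Tbx1 neo2/neo2 had a *Prl* UMI; the paper's table of cluster markers lists *Prlr1*, a name close to that of the receptor gene *Prlr*, for E-6. The paper proposes parathyroid cells among them, and 0 of the thyroid-like cells had a *Pth* UMI. It places *Pax8* in E-5 cells, but 0 of 35 control parathyroid-like cells had a UMI. It describes *Tbx1* as absent from the embryonic thymus, whereas 58 of 1343 control mesenchymal cells had a *Tbx1* UMI and 0 of 353 control RBCs.

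Between control and Tbx1 mutant the paper describes epithelial transcript levels as alike, and as unlike in the Foxn1 mutant. The listed epithelial genes had a median log2 ratio of 0.26 in the library labelled Tbx1 neo2/neo2, with *Tbx1* not lower (-0.12 with median-of-ratios size factors), and -0.89 in the Foxn11089/1089 library, but over all epithelial genes the median absolute log2 ratio was 0.644 and 0.653 (0.565 and 0.623 with those size factors).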

Other observations

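The tests of low control values, of pericyte-like cells left out, of thinned cells, of named cells alone, of epithelial genes in unnamed cells, of *Tbx1* over the Foxn11089/1089 library, and of the epithelial genes of the Foxn11089/1089 library and endothelial genes of the library labelled Tbx1 neo2/neo2 within each sex were chosen only after the result was seen.

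Genes differ between the control library and both other libraries in the same way in unrelated classes. Across genes, which are not independent replicates, log2 ratios of the library labelled Tbx1 neo2/neo2 over the control in mesenchymal and hematopoietic cells had a Pearson correlation of 0.738, against 0.261 for its ratios over the Foxn11089/1089 library. For epithelial and hematopoietic cells the correlations were 0.784 and 0.283, and for epithelial and endothelial cells 0.602 and -0.0323. A candidate explanation is a technical difference between the control library and the others, though a difference of the control embryos would look the same. Ratios of both other libraries over the control within a class correlated by 0.600, 0.477, 0.754 and 0.663 in mesenchymal, epithelial, endothelial and hematopoietic cells. Libraries simulated with a shared control and counting error alone gave 0.780, 0.636, 0.852 and 0.424. Such values depend on the depth of each library, and differences beyond counting error were not simulated. The simulation therefore cannot decide what those correlations show beyond the shared control, in hematopoietic cells as in the others. Any ratio over the control carries the limit that the control library or its embryos may differ.

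The mesenchymal genes of the text are higher in the library labelled Tbx1 neo2/neo2 than in the control, while *Tbx1* is not lower. Low control values alone are argued against by the median log2 ratio over the Foxn11089/1089 library, 1.26, at percentile 100 of random lists. More pericyte-like cells are argued against by a median of 1.53 over the control in the other mesenchymal cells, and deeper cells by 1.58 after thinning. Free RNA would raise the list as much in hematopoietic cells, but the summed rise there, 310.2 CPM, was 6.03% of the 5147 CPM in mesenchymal cells. A few male embryos are argued against by a median of 1.26 among female mesenchymal cells, at percentile 100. On the log scale the list also rose over the control in epithelial (1.07) and hematopoietic cells (1.20), and over the Foxn11089/1089 library by 0.52 in epithelial cells but not in hematopoietic cells (-0.09, percentile 19.6). Cells from tissue beside the lobes were not tested for this list and stay open, as 81.2% of the cartilage and 83.8% of the Hox UMIs of the library labelled Tbx1 neo2/neo2 lay in its mesenchymal cells. A difference between batches or embryos, and the genotype, stay open too, since each genotype has 1 library.

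Over all kept cells, *Tbx1* had more CPM in the library labelled Tbx1 neo2/neo2 than in the control. Within mesenchymal and within endothelial cells its CPM differed less. These classes made up 33.2% and 3.32% of that library, against 22.6% and 1.11% of the control, so the mix of classes enters the difference. Epithelial cells also had more *Tbx1* UMIs there, at a smaller share of cells. Beyond the mix, whether the control is low or the library labelled Tbx1 neo2/neo2 is high cannot be told apart. The ratio over the Foxn11089/1089 library was 0.884 (0.802 to 0.975), and a wrong label was not excluded. Counts of the transcript do not show whether the allele is present.

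The epithelial share is lower in the library labelled Tbx1 neo2/neo2, whose *Tbx1* was not lower, than in the control. More low-UMI cells of all classes left unnamed there are argued against, as among named cells the share was 0.559 times that of the control (0.515 to 0.608). Epithelial cells left unnamed more often than others are argued against as the whole source, since 61.4% of the 1790 unnamed cells would have to be epithelial. In these cells 27 epithelial genes outside the markers, picked in control cells, reached 26.3% of their level in epithelial cells (23.8 to 29.0%), or 45.9% with the levels of genes of 4 classes scaled to 100%. A part of the lower share stays open to this source. How lobes were dissected and dissociated was not tested, and the genotype stays open. By flow cytometry of replicate embryos, the paper reports similar percentages of epithelial and mesenchymal cells in Tbx1 neo2/neo2 and control lobes. The lower share seen here thus has no counterpart in that replicated measure, which rests on surface protein.

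Of sexed cells, 43.8%, 85.6% and 72.1% were male in the control library, the library labelled Tbx1 neo2/neo2 and the Foxn11089/1089 library, so each library holds cells of male and female embryos. Thyroid-like cells of the library labelled Tbx1 neo2/neo2 were male in 98.9% of sexed cells (89 of 90), against 74.2% of its other epithelial cells. A candidate explanation for the many thyroid-like cells is a few embryos that gave more of them, whether through their tissue or their dissection. Parathyroid-like cells of the Foxn11089/1089 library were more frequent than in the control in both sexes, with 175 of 2150 male cells against 3 of 388, and 88 of 532 female cells against 7 of 500. Different proportions of male and female cells are argued against as the whole source of the lower epithelial genes of the Foxn11089/1089 library, with medians of -0.64 among male (percentile 0 of random lists) and -1.21 among female cells, and of the higher endothelial genes of the library labelled Tbx1 neo2/neo2, with 0.56 (percentile 100) and 0.50. The latter rest on 69 male and 7 female endothelial cells against 14 and 10 of the control. For the epithelial genes of the library labelled Tbx1 neo2/neo2 they cannot be told apart from other sources, as the median was 0.07 among male cells (percentile 64.4 of random lists) and 0.54 among female cells, against 0.26 among all cells. From all cells to male cells, the largest change of an epithelial or endothelial median was 0.26.

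Hemoglobin UMIs are more frequent in epithelial cells of the Foxn11089/1089 library than in those of the control, 1.85% and 0.112% of UMIs. A candidate explanation is droplets that hold an RBC and an epithelial cell. Of these UMIs, 91.8% lay in the 5% of cells with the most and 46.0% in marked doublets. Control epithelial cells, which lack the excess, had 85.9% and 29.7%, so such a concentration does not decide for this explanation. The median epithelial cell had 0.128% against 0.0170% in the control, which free RNA may add. No biological explanation was tested.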
